# mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish

**DOI:** 10.1371/journal.pgen.1009628

**Published:** 2022-03-10

**Authors:** Fangfang Lu, Lyndsay L. Leach, Jeffrey M. Gross

## Abstract

The retinal pigment epithelium (RPE) plays numerous critical roles in maintaining vision and this is underscored by the prevalence of degenerative blinding diseases like age-related macular degeneration (AMD), in which visual impairment is caused by progressive loss of RPE cells. In contrast to mammals, zebrafish possess the ability to intrinsically regenerate a functional RPE layer after severe injury. The molecular underpinnings of this regenerative process remain largely unknown yet hold tremendous potential for developing treatment strategies to stimulate endogenous regeneration in the human eye. In this study, we demonstrate that the mTOR pathway is activated in RPE cells post-genetic ablation. Pharmacological and genetic inhibition of mTOR activity impaired RPE regeneration, while mTOR activation enhanced RPE recovery post-injury, demonstrating that mTOR activity is essential for RPE regeneration in zebrafish. RNA-seq of RPE isolated from mTOR-inhibited larvae identified a number of genes and pathways dependent on mTOR activity at early and late stages of regeneration; amongst these were components of the immune system, which is emerging as a key regulator of regenerative responses across various tissue and model systems. Our results identify crosstalk between macrophages/microglia and the RPE, wherein mTOR activity is required for recruitment of macrophages/microglia to the RPE injury site. Macrophages/microglia then reinforce mTOR activity in regenerating RPE cells. Interestingly, the function of macrophages/microglia in maintaining mTOR activity in the RPE appeared to be inflammation-independent. Taken together, these data identify mTOR activity as a key regulator of RPE regeneration and link the mTOR pathway to immune responses in facilitating RPE regeneration.

## Author summary

Age-related macular degeneration (AMD) is a leading cause of blindness world-wide, with incidences predicted to rise substantially over the next few decades. Cells of the retinal pigment epithelium (RPE) are affected in AMD and there are currently no effective therapies that slow RPE cell death or restore lost RPE cells in advanced-stage AMD. An exciting potential approach to treat many diseases of the eye, including AMD, is to stimulate endogenous regeneration to restore cells lost to disease. For this to become possible, we must first understand the molecular and cellular underpinnings of the regenerative response. In this study, we utilize zebrafish as a model system, which possess tremendous regenerative potential in multiple cell and tissue types, including the RPE. Our results identify the mTOR signaling pathway as a key regulator of RPE regeneration. We identify a link between mTOR signaling and immune responses, which are known to modulate regeneration of a variety of tissues and organs. Together, our results identify one of the first molecular mechanisms facilitating intrinsic RPE regeneration and these data could serve as a foundation for the development of new therapies aimed at stimulating the regeneration of RPE cells in the diseased eye.

## Introduction

The retinal pigment epithelium (RPE) is a monolayer of ocular cells located between the vascular choriocapillaris and neural retina. The RPE plays myriad critical roles during vision and this is highlighted by the prevalence of degenerative blinding diseases like age-related macular degeneration (AMD), in which the RPE is primarily affected. AMD is a leading cause of blindness in the developed world; indeed, advanced AMD with geographic atrophy (so called “dry” AMD) accounts for the majority of AMD cases worldwide [1]. Functions of the RPE during vision include: phagocytosis of photoreceptor outer segments and recycling of key components of the visual cascade; transport of nutrients and ions between the choriocapillaris and retina; secretion of growth factors; and contributing to the blood-retina barrier, amongst others [2]. Despite the importance and involvement of the RPE in human blinding diseases, there are currently no FDA-approved treatments available to treat RPE loss in diseases like AMD.

In recent years, RPE cell replacement therapies like transplantation of embryonic or induced pluripotent stem cell-derived RPE, autologous peripheral RPE, or RPE progenitor cells have been shown to restore some visual function in animal models of human disease, and some are in early-phase human trials [3]. For example, clinical trials with RPE patches derived from several different cell sources have revealed preliminary success in safety and efficacy, long-time survival, and improvement in best-corrected visual acuity in AMD patients [4–8]. Despite this, these therapies have not yet been proven effective enough for use as an AMD treatment, and immune rejection, toxicology of RPE transplants and function of the grafts *in vivo* are challenges that remain to be overcome before these can be clinically available [9]. A complementary reparative strategy to explore for use in human patients is to stimulate intrinsic RPE regeneration. However, in mammals, the RPE shows an extremely limited capacity to regenerate after injury [10–13]. RPE cells terminally differentiate during the early stages of eye development and remain mitotically inactive in adults, under most conditions. RPE cells do have a modest capacity to proliferate in some injury contexts; however, this can turn pathological in conditions like proliferative vitreoretinopathy [14]. Recently, it was shown that a subpopulation of adult human RPE cells, termed retinal pigment epithelial stem cells (RPESCs), were capable of self-renewal and differentiation into neural and mesenchymal progeny *in vitro* [15,16]. This was an exciting result as it demonstrated that there could be an intrinsic, but latent, potential for human RPE to be induced to regenerate.

In contrast to mammals, zebrafish possess remarkable regenerative capacity after injury in multiple tissues [13,17], including the RPE [18,19]. Previous work from our laboratory established a transgenic zebrafish RPE ablation model (*rpe65a*:nfsB-eGFP) and demonstrated that RPE could intrinsically regenerate into a functional monolayer after widespread genetic ablation [18]. Using this model, Wnt signaling and innate immune system activity have been shown to facilitate RPE regeneration [18,19]. Despite these advances, the molecular mechanisms underlying intrinsic RPE regeneration in zebrafish are still unclear. Identifying these mechanisms could have a significant impact on developing strategies to stimulate endogenous regeneration in the human eye.

The mechanistic target of rapamycin (mTOR) pathway is activated by a number of intracellular and extracellular inputs that include growth factors, stress, energy, oxygen, and nutrient levels to regulate cell growth and metabolism during development and in a variety of physiological processes [20,21]. mTOR activity is also known to contribute to RPE function. For example, mTOR is activated in the RPE physiologically by the phagocytosis and digestion of photoreceptor outer segments [22–24] and pathologically by stress, which leads to RPE cell dedifferentiation and hypertrophy [25]. Moreover, *in vitro* studies using cultured RPE have demonstrated that mTOR activity is essential for the survival, migration and proliferation of RPE cells after damage [26–28]. mTOR activity is also associated with regeneration in several organs and tissues across Metazoa [29]. For instance, in zebrafish, mTOR activity regulates fin [30], liver [31], and heart regeneration [32]. In mammals, mTOR plays important roles in optic nerve regeneration [33–35] and this function is conserved in human induced pluripotent stem cell (iPSC)-derived retinal ganglion cells [36]. In zebrafish and chicken, mTOR activity has also been shown to facilitate retinal regeneration [37,38].

Functions of mTOR during RPE regeneration have not been reported but given the association with regenerative events in other contexts, and known functions in the RPE, we hypothesized that mTOR might facilitate RPE regeneration. Taking advantage of our zebrafish RPE ablation-regeneration model, here we demonstrate that mTOR is rapidly activated in RPE cells post-ablation. Through pharmacological and genetic manipulations, we show that mTOR activity is necessary for RPE regeneration and that ectopic activation of the mTOR pathway expedites RPE regeneration post-injury. Mechanistically, mTOR activity after RPE injury triggers the recruitment of macrophages/microglia to the injured RPE, and these leukocytes then further reinforce mTOR activity in the regenerating RPE. Taken together, these data highlight a novel role for mTOR during RPE regeneration and reveal another avenue through which therapies could be developed to restore RPE lost to degenerative ocular disease.

## Results

### Dynamics of mTOR activity after RPE ablation

To stimulate RPE injury and subsequent regenerative responses, we utilized *rpe65a*:nfsB-eGFP transgenic zebrafish and metronidazole (MTZ)-mediated cell ablation[18]. In this model, MTZ addition results in ablation of approximately the central two-thirds of the RPE, which stimulates a regenerative response over the following two weeks. After onset of RPE ablation at 5 days post-fertilization (dpf), the spatial and temporal activity of mTOR was quantified using a monoclonal antibody against phosphorylated 40S ribosomal protein S6 (p-S6) at residue Ser235/236. S6 is a downstream effector of the mTOR pathway and phosphorylation at Ser235/236 is routinely used as a readout of mTORC1 activation [31,39]. We focused on post-injury time points ranging from 3, 6, and 12 hours post-injury (hpi) to 4 days post-injury (dpi), which correspond to 5.125, 5.25, and 5.5 days post-fertilization (dpf; referred to as MTZ^-^ uninjured (UI) for simplicity) to 9dpf (Fig 1A), which encompass the peak phases of the RPE regenerative response [18]. In MTZ^-^ larvae, low basal levels of p-S6 were detected in the RPE layer from 3h to 12h in UI time points, and p-S6 was almost undetectable in the RPE layer after 12h in UI eyes (Fig 1B–1H). This low level of p-S6 staining in UI eyes likely results from 1-phenyl-2-thiourea (PTU) treatment, a thyroid hormone synthesis inhibitor commonly used to inhibit melanin synthesis in zebrafish and part of the RPE ablation paradigm (see Materials and Methods) (S1 Fig). PTU has been reported to have a modest effect on eye development in zebrafish [40,41] and our data indicate that early exposures result in low-level mTOR pathway activation. Likewise, in MTZ-treated wide-type larvae, the p-S6 signal was almost undetectable indicating that MTZ treatment does not elicit mTOR activation in the absence of RPE injury (S2 Fig). By contrast, p-S6 levels were significantly increased in the RPE layer of ablated (MTZ^+^) larvae from 6hpi to 3dpi, with peak activation detected during 6-12hpi (Fig 1I–1M and 1P). From 6hpi to 1dpi, p-S6 colocalized with eGFP in RPE cells, confirming that the mTOR pathway was activated in the RPE after ablation (Fig 1J–1L). However, at 2 and 3dpi, while p-S6 remained enriched in eGFP^+^ RPE, some p-S6^+^ cells also occupied the central region where the ablated RPE had been cleared (Fig 1M and 1N), suggesting that mTOR could also be active in regenerating RPE and/or cells that infiltrated the RPE layer during the response to injury. In addition to the RPE, p-S6 signal was also observed in the retinae of MTZ-treated larvae (e.g. Fig 1I–1M; arrowheads). Given that RPE ablation leads to rapid degeneration of the photoreceptors [18], these p-S6^+^ cells are likely Müller glia that have initiated a regenerative response to repair the retinal damage [42], a process known to involve mTOR activation [37,38].

**Fig 1:**
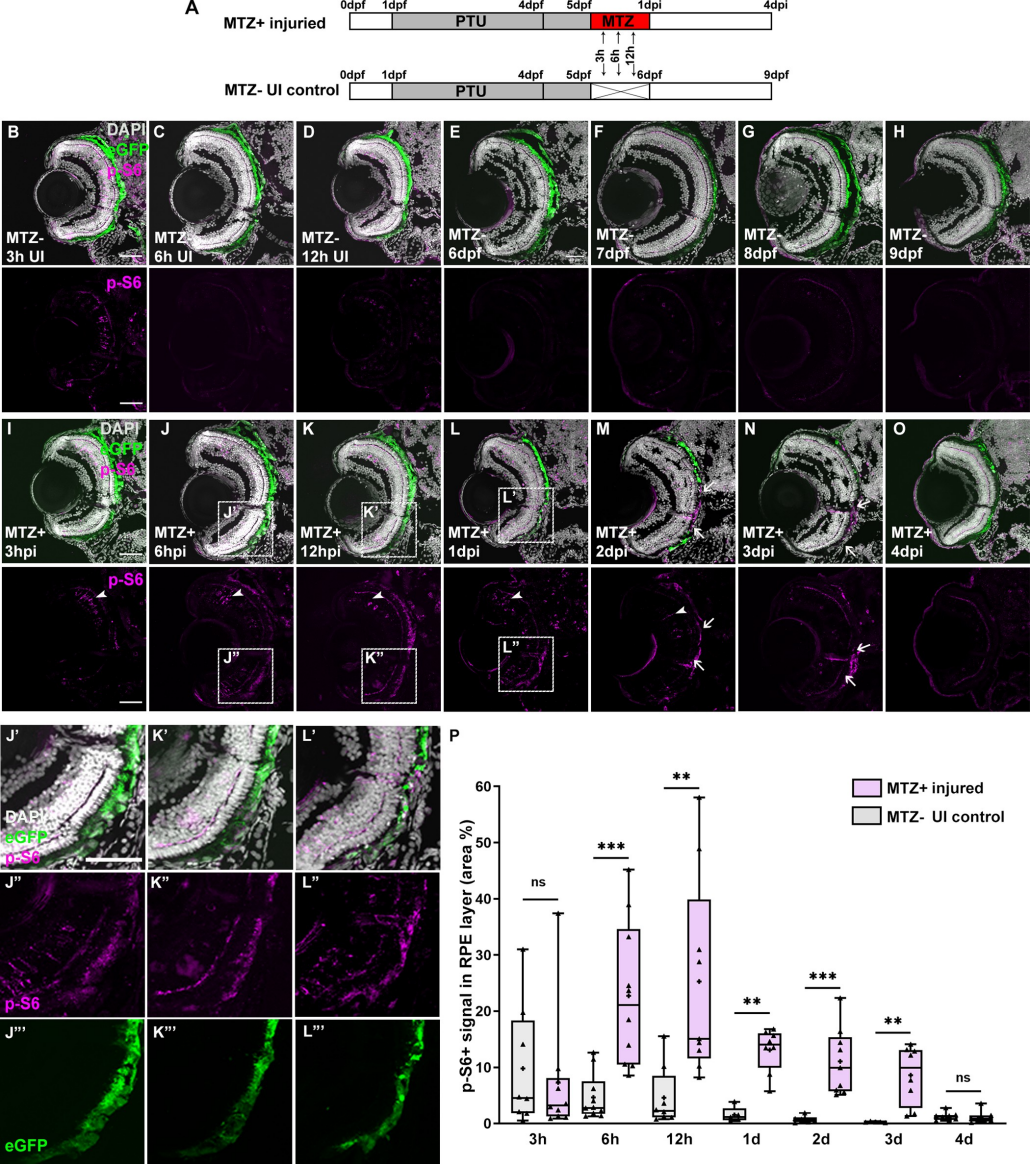
The mTOR pathway is activated in the RPE after ablation. (A) Schematic of the experimental paradigm showing the time points for MTZ ablation and sample collection on transgenic larvae (*rpe65a*:nfsB-eGFP). (B-H) Immunofluorescent images of p-S6 staining on transverse cryosections from unablated (MTZ^−^) and (I-O) ablated (MTZ^+^) larvae from 3hpi to 4dpi. *White arrows* indicate the p-S6^+^ eGFP^-^ cells in the RPE layer. *White arrowheads* indicate p-S6^+^ cells in the retinae. (J’-J”‘) High-magnification images showing the colocalization of p-S6 and eGFP at 6hpi, 12hpi (K’-K”‘) and 1dpi (L’-L”‘). Nuclei (white), eGFP (green), p-S6 (magenta). (P) Quantification of the p-S6^+^ area in the RPE layer revealed that expression was low in the RPE of unablated larvae but increased significantly in ablated larvae from 3hpi to 3dpi. p-values: ** ≤ 0.01, *** ≤ 0.001. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.

### mTOR activity is required for RPE regeneration

To determine whether mTOR activity was required during RPE regeneration, we utilized complementary pharmacological and genetic perturbations to mTOR and assessed the regenerative ability of the RPE. To pharmacologically inhibit mTOR activity, rapamycin, an allosteric inhibitor of mTORC1 [43,44], and INK128, an adenosine triphosphate competitive inhibitor targeting both mTORC1 and mTORC2 [26], were utilized. Larvae were immersed in system water containing 2μM rapamycin, 0.9μM INK128, or DMSO as a vehicle control, from 24 hours prior to RPE ablation until they were sacrificed for analyses (Fig 2F). p-S6 distribution in the RPE at 2dpi was completely abolished by rapamycin or INK128 treatment (Fig 2A–2E), demonstrating the efficacy of these treatment paradigms in blocking mTOR activity in zebrafish. *rpe65a*:nfsB-eGFP^+^ cell morphology was visibly disrupted in MTZ^+^ larvae (S3A’, S3B’, S3D’, and S3E’ Fig) when compared with unablated MTZ^-^ controls (S3F–S3J Fig). The addition of mTOR inhibitors did not affect the magnitude of MTZ-mediated RPE ablation, as TUNEL staining showed comparable TUNEL^+^ puncta between rapamycin- and INK128-treated larvae and DMSO controls both in photoreceptors/RPE (S3A, S3B, S3D, S3E, and S3K Fig) and in RPE alone (S3A”, S3B”, S3D”, S3E”, and S3L Fig).

**Fig 2:**
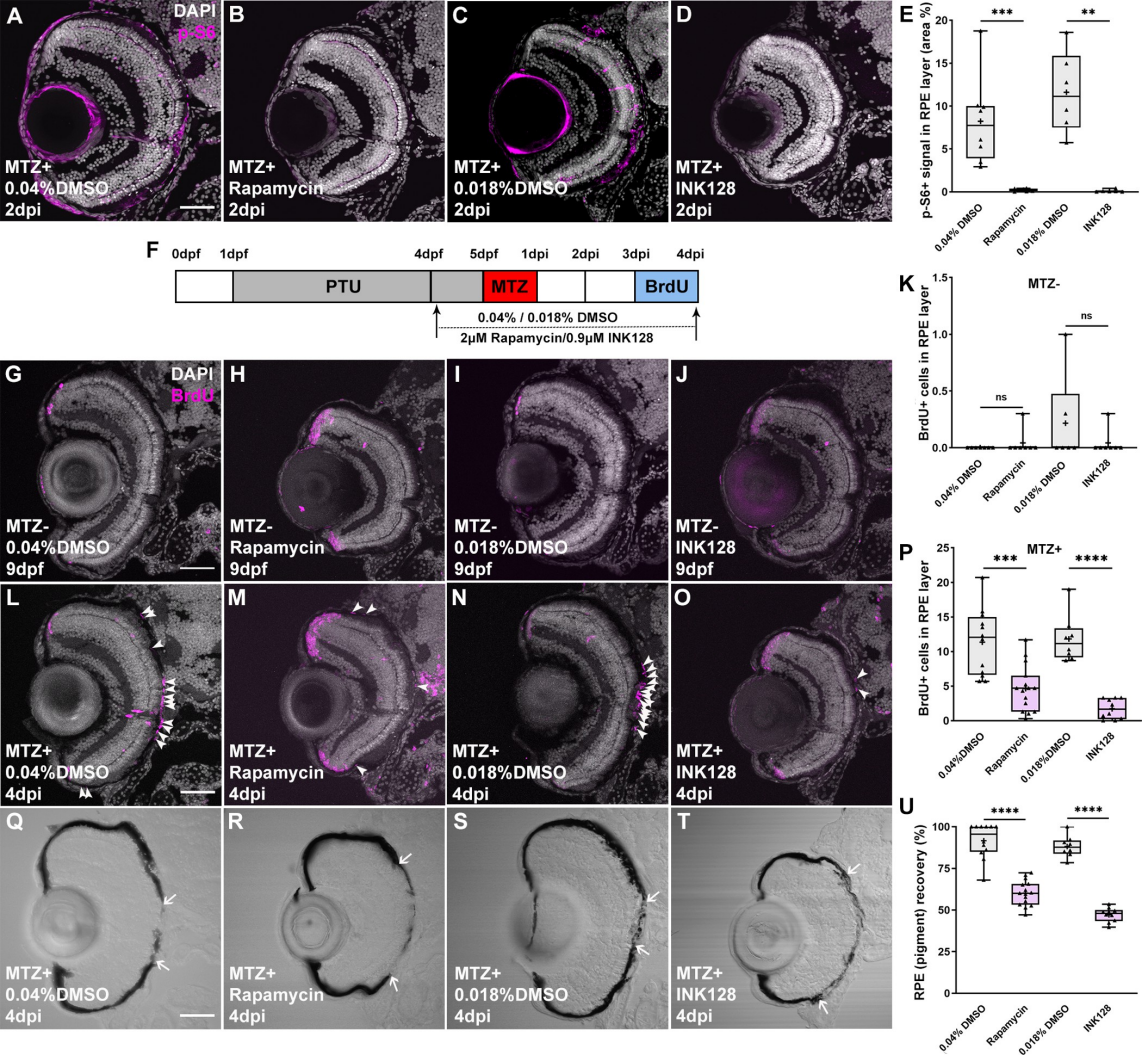
Pharmacological inhibition of mTOR activity impairs RPE regeneration. (A-D) Immunofluorescent images of p-S6 staining on transverse cryosections from MTZ^+^ DMSO-, rapamycin- or INK128-treated larvae at 2dpi. Nuclei (white), p-S6 (magenta) (E) p-S6 levels in the RPE layer were significantly decreased in rapamycin-treated and INK128-treated larvae when compared with DMSO-treated controls. (F) Schematic of the experimental paradigm showing the timeline for chemical treatments and ablation. (G-J) Immunofluorescent images of BrdU staining on transverse cryosections from MTZ^-^ DMSO-, rapamycin- and INK128-treated larvae at 9dpf and (L-O) from MTZ^+^ DMSO-, rapamycin- or INK128 -treated larvae at 4dpi. *White arrowheads* indicate BrdU^+^ cells in the RPE layer. Nuclei (white), BrdU (magenta). (K) Quantification of BrdU^+^ cells in the MTZ^-^ RPE layer showed no significant differences between DMSO-treated and inhibitor-treated larvae. (P) Quantification of BrdU^+^ cells in the RPE layer showed significantly fewer BrdU+ cells in MTZ^+^ rapamycin- and INK128-treated larvae when compared to DMSO-treated controls. (Q-T) Brightfield images of cryosections from MTZ^+^ DMSO-, rapamycin- or INK128-treated larvae at 4dpi. *White arrows* indicate the edges of pigment recovery. (U) Quantification of percent RPE recovery showed a significant impairment in pigment recovery in rapamycin- or INK128-treated larvae. p-values: ** ≤ 0.01, ***≤ 0.001, and **** ≤ 0.0001. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.

To evaluate the effects of mTOR inhibition on RPE regeneration, we first assessed RPE proliferation post-ablation, which has been used previously as a quantitative readout of the regenerative response [18,19]. We performed 24-hour BrdU incorporation assays and assessed pigment recovery in rapamycin- or INK128-treated and DMSO-treated MTZ^+^ and MTZ^-^ larvae at 4dpi, the time at which proliferation within RPE layer peaks post-injury[18]. Quantification of the number of BrdU^+^ cells within the RPE layer showed that rapamycin and INK128 treatments significantly decreased proliferation post-injury, when compared to 4dpi DMSO-treated controls (Fig 2L–2P). There were no obvious differences between rapamycin- or INK128-treated or DMSO-treated MTZ^-^ larvae (Fig 2G–2K). Next, we quantified RPE pigment recovery as a readout of the extent to which the RPE had regenerated [18,19]. Consistent with BrdU incorporation results, RPE pigment recovery was also significantly diminished in rapamycin- and INK128-treated larvae when compared to DMSO-treated controls (Fig 2Q–2U). Rapamycin and INK128 showed no effect on RPE pigmentation in MTZ^-^ controls (S4A–S4D Fig). We did note that rapamycin- and INK128-treated larvae possessed smaller eyes when compared to DMSO-treated siblings, and this was unrelated to MTZ treatment (Fig 2G–2O). To assess this, we quantified retinal size in short-term (4-5dpf) and long-term (4dpf-4dpi) inhibitor treated larvae. Short-term treatment did not affect retinal size while long-term treatments resulted in a significant decrease in overall retinal size (S5 Fig). mTOR is known to modulate stem and progenitor cell behaviors in a number of tissues (e.g. [45,46]), including in hematopoietic stem cells, where mTOR inhibition results in a loss of quiescence and increased proliferation [46], and in the retinal ciliary marginal zone (CMZ) of *Xenopus*, where mTOR inhibition prevents CMZ-derived progenitor cell differentiation [47]. Interestingly, we detected a significant increase in proliferation in the CMZ of rapamycin- and INK128-treated larvae when compared to DMSO-treated siblings, which was unrelated to MTZ treatment (S6 Fig). Thus, in the zebrafish retina, it is possible that long-term mTOR inhibition also leads to attenuation of CMZ-derived retinal progenitor cell differentiation, while increasing retinal stem cell self-renewal.

Pharmacological inhibition of mTOR resulted in impaired RPE regeneration, supporting a role for mTOR activity in the regenerative response. We next wanted to confirm these data genetically; here, we took advantage of a zebrafish *mtor* mutant allele (*mtor*^*sa16755*^), which contains a nonsense mutation that is predicted to truncate the mTOR protein by 64% [48], and crossed the *rpe65a*:nfsB-eGFP ablation transgene into this mutant background. Previous studies showed that *Mtor* knockout in mouse and *Drosophila* (*dtor*) resulted in embryonic lethality [49,50], and in a different zebrafish *mtor* mutant allele (*mtor*^*xu015*^), most homozygous *mtor* mutants died by 10dpf [51]. In our assays, *rpe65a*:nfsB-eGFP; *mtor*^*sa16755*^ larvae (hereafter referred to as *mtor*^*-/-*^) survived to at least 8dpf, with some *mtor*^*-/-*^ larvae even inflating their swim bladders. However, at 9dpf, roughly half of the homozygous mutants had died, with the remainder appearing generally healthy. Therefore, our analyses of RPE regeneration were necessarily limited to these 9dpf/4dpi *mtor*^*-/-*^ surviving larvae, which could have lower expressivity of *mtor* loss-of-function phenotypes. Importantly, mTOR activity after MTZ-mediated ablation, as assessed by p-S6 immunostaining at 2dpi, was significantly reduced in *mtor*^*-/-*^ larvae, validating the utility of the *mtor*^*sa16755*^ allele (Fig 3A–3C). As with the pharmacological perturbations, 24-hour BrdU incorporation from 3-4dpi and subsequent immunohistochemistry revealed significant decreases in proliferative cells within the RPE layer of *mtor*^*-/-*^ larvae, when compared to *mtor*^+/+^ controls (Fig 3F–3H). There were no significant differences in BrdU incorporation between *mtor*^*+/+*^ and *mtor*^*-/-*^ MTZ^-^ controls (Fig 3D, 3E, and 3H). Finally, RPE regeneration was also significantly impaired in *mtor*^*-/-*^ larvae, as measured by both eGFP recovery and ZPR2 expression (Fig 3I–3J). These findings confirm the results from pharmacological inhibition of mTOR activity (Fig 2) and, collectively, provide three independent perturbations that support a requirement for mTOR activity in facilitating RPE regeneration.

**Fig 3:**
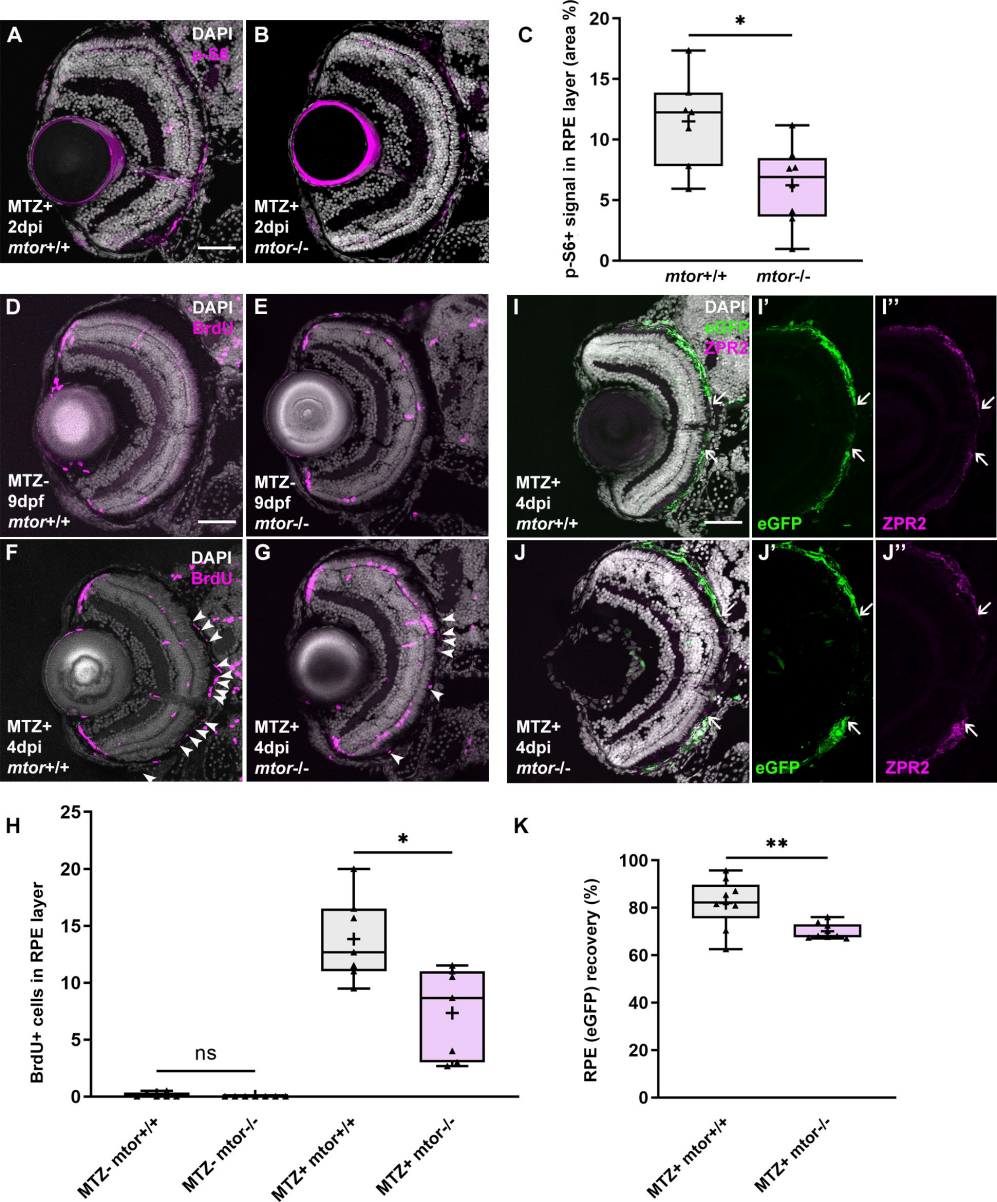
Mutation in *mtor* impairs RPE regeneration. (A,B) Immunofluorescent images of p-S6 staining on transverse cryosections from ablated *mtor*^+/+^ and *mtor*^-/-^ at 2dpi. Nuclei (white), p-S6 (magenta). (C) Quantification of the p-S6 signal in the RPE layer revealed a significant decrease in MTZ^+^ *mtor*^-/-^ larvae, when compared to MTZ^+^ *mtor*^+/+^ siblings. (D,E) Immunofluorescent images of BrdU staining on transverse cryosections from MTZ- (D,E) and MTZ^+^ (F,G) *mtor*^+/+^ and *mtor*^-/-^ larvae at 9dpf/4dpi Nuclei (white), BrdU (magenta). (H) Quantification of BrdU^+^ cells in the RPE layer showed no significant differences between MTZ^-^ *mtor*^*+/+*^ and *mtor*^*-/-*^ larvae, but a significant decrease in MTZ^+^ *mtor*^-/-^ larvae when compared to MTZ^+^ *mtor*^+/+^ siblings. (I-J) Immunofluorescent images of ZPR2 staining on transverse cryosections from MTZ^+^ *mtor*^+/+^ and *mtor*^-/-^ larvae at 4dpi. Single channel (I’ J’) *rpe65a*:nfsB-eGFP images and (I” J”) ZPR2 images. Nuclei (white), eGFP (green), ZPR2 (magenta). *White arrows* highlight the edges of eGFP or ZPR2 recovery in the RPE. (K) Quantification of the eGFP expression recovery showed a significant decrease in MTZ^+^ *mtor*^-/-^ larvae, compared to *mtor*^+/+^siblings. p-values: * ≤ 0.05, ** ≤ 0.01. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.

### Activation of mTOR signaling enhances RPE regeneration

To determine whether activating mTOR signaling can enhance RPE regeneration, we utilized an mTOR agonist, MHY1485, to activate the pathway after RPE ablation [52]. Larvae were placed into either DMSO- or 2μM MHY1485-containing system water from 24 hours prior to RPE ablation until they were sacrificed for analyses (Fig 4A). To confirm the efficacy of MHY1485-mediated mTOR activation, p-S6 levels in the RPE layer were quantified at 2dpi and shown to be significantly increased when compared to MTZ^+^ DMSO-treated controls (Fig 4B, 4C, and 4R). To evaluate the effect of MHY1485 on proliferation within the RPE layer post-injury, we quantified the number of BrdU^+^ cells within the RPE layer at 2, 3, and 4dpi. While there were no significant differences between MTZ^+^ MHY1485-treated and DMSO-treated groups at 2dpi (Fig 4F,4G, and 4T) or 4dpi (Fig 4N,4O and 4T), at 3dpi, MTZ^+^ MHY1485-treated larvae possessed significantly more BrdU^+^ cells in the RPE layer when compared with DMSO-treated siblings (Fig 4J,4K, and 4T). Indeed, MHY1485 treatment pushed forward the peak of proliferation in the RPE post-ablation to 2-3dpi, one day earlier than in normal regenerating conditions [18]. Notably, MHY1485 showed no impact on proliferation in unablated larvae (Fig 4D, 4E, 4H, 4I, 4L, 4M, and 4T). Given this increase in proliferation within the RPE layer after MHY1485 treatment at 3dpi, we next wanted to determine the effect of MHY1485 treatment on RPE regeneration. Here, we quantified central ZPR2 recovery at 3dpi and detected a significant increase in overall regeneration in the MHY1485-treated larvae when compared to DMSO controls (Fig 4P, 4Q, and 4S). Importantly, MHY1485 treatment did not impair MTZ-mediated ablation, as shown by TUNEL staining (S3A, S3C, S3K, and S3L Fig). When combined with our loss-of-function studies, these data support a model in which mTOR activity is a key regulator of RPE regeneration in zebrafish.

**Fig 4:**
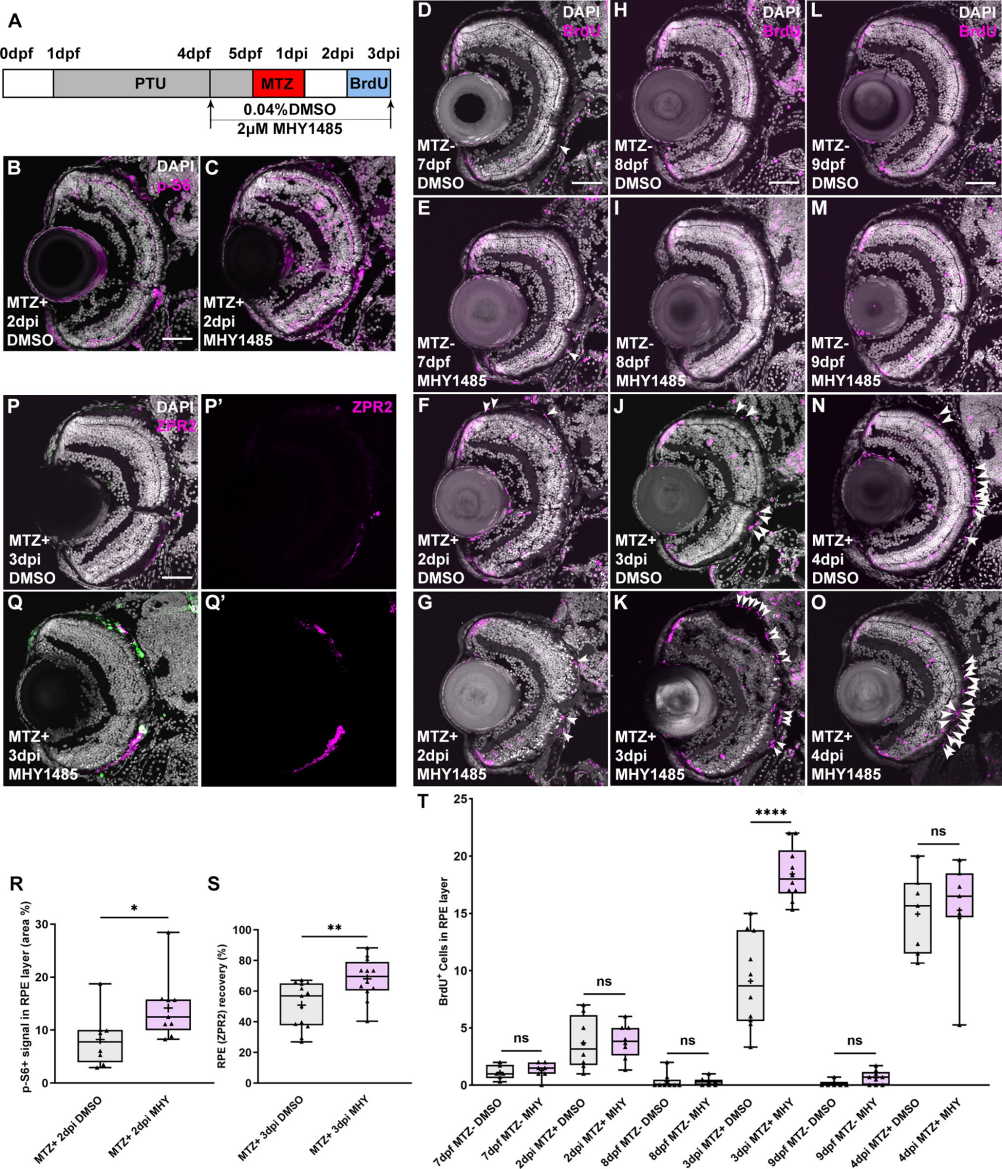
Pharmacological activation of mTOR signaling enhances RPE regeneration. (A) Schematic of the experimental paradigm showing the timeline for chemical treatments and ablation. (B,C) Immunofluorescent images of p-S6 staining on transverse cryosections from MTZ^+^ DMSO- and MHY1485-treated larvae at 2dpi. Nuclei (white), p-S6 (magenta). (R) Quantification of p-S6 signal in the RPE layer showed a significant increase of p-S6 levels in MHY1485-treated larvae when compared to DMSO-treated controls. (D-O) Fluorescent images of BrdU immunostaining on cryosections from MTZ^-^ and MTZ^+^ DMSO- and MHY1485-treated larvae at (D-G) 7dpf/2dpi, (H-K) 8dpf/3dpi and (L-O) 9dpf/4dpi. *White arrowheads* highlight BrdU^+^ cells in the RPE layer. Nuclei (white), BrdU (magenta). (T) Quantification of BrdU^+^ cells in the RPE layer revealed significantly increased proliferative cells in the RPE of MTZ^+^ MHY1485-treated larvae when compared to DMSO-treated controls at 3dpi, but no significant differences between ablated MHY1485-treated larvae and DMSO-treated siblings at 2dpi or 4dpi. There were no significant effects of MHY1485 treatment on MTZ^-^ larvae across all time points. (P-Q) Fluorescent images of ZPR2 immunostaining on cryosections from MTZ^+^ DMSO- and MHY1485-treated larvae at 3dpi. *White arrows* highlight the edges of ZPR2 signal recovery. Nuclei (white), eGFP (green), ZPR2 (magenta). (S) Quantification of percent ZPR2 recovery showed a significant increase in MHY1485-treated larvae over DMSO-treated controls. p-values: * ≤ 0.05, ** ≤ 0.01, **** ≤ 0.0001. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.

### Immune-related gene expression is downregulated when mTOR activity is impaired during RPE during regeneration

We next sought to identify possible mechanisms by which mTOR regulates RPE regeneration. To achieve this, we performed RNA-seq analyses on fluorescence-activated cell sorting (FACS)-isolated eGFP^+^ RPE cells from MTZ^-^ and MTZ^+^ DMSO-treated and rapamycin-treated *rpe65a*:nfsB-eGFP larvae at 2dpi/7dpf and 4dpi/9dpf (Fig 5A and S1–S4 Tables). These time points represent early (2dpi) and peak (4dpi) regenerative stages [18]. 

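In *rpe65a*:nfsB-eGFP larvae the RPE expresses a fusion of bacterial nitroreductase and eGFP. Nitroreductase turns the prodrug metronidazole (MTZ, 10 mM) into a toxic product, so that RPE cells are ablated in MTZ+ larvae and left intact in MTZ- larvae. Rapamycin (2 μM) inhibits mTOR, and DMSO was its vehicle. RNA of the sorted eGFP+ cells was sequenced from 8 groups of 3 libraries each, 24 libraries in all, with and without MTZ and with DMSO or rapamycin at 2dpi/7dpf and 4dpi/9dpf. Each library came from about 80 pooled eyes of 40 larvae, and at most 1000 cells were sorted into the lysis buffer. The paper states that cDNA was made with an ultra-low input Smart-seq method and that the libraries were read as 75 bp paired ends. It gives 60 to 100 M reads per sample, while the values here rest on the reads counted on genes.

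The authors aligned trimmed reads to GRCz11 in CLC Genomics Workbench and deposited a table for each time point with the reads counted on 25281 genes in each library, beside RPKM, TPM and CPM values of their own making. The whole-number counts were used here, because edgeR's model needs them. At 2dpi the total count per library ran from 31730237 to 34199334 (median 33775646) in MTZ- DMSO, from 33048968 to 34407258 (median 33512112) in MTZ- rapamycin, from 22230490 to 23195175 (median 22842916) in MTZ+ DMSO and from 30099569 to 33336362 (median 31294052) in MTZ+ rapamycin. The totals at 4dpi ran from 29608508 to 32767111 (median 32108544) in MTZ- DMSO, from 32907475 to 34912595 (median 33499608) in MTZ- rapamycin, from 20607731 to 30716905 (median 20950454) in MTZ+ DMSO and from 23743339 to 37189527 (median 33669100) in MTZ+ rapamycin. A floor of 3 counts equals 0.0807 to 0.146 CPM (counts scaled to library size), depending on the library. In MTZ+ larvae the DMSO and rapamycin groups at 2dpi do not overlap in total count.

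Counts were scaled by TMM factors and tested by edgeR's quasi-likelihood test, with the 12 libraries of 1 time point in one fit. CPM values are given as mean ± SD over the 3 libraries of a group, scaled by the same factors. A gene is called a DEG when it passes the 3 filters of the paper, an absolute log2 fold change above 1, a Benjamini-Hochberg false discovery rate under 0.05 and a larger group mean of at least 1, read here as TPM. Genes with too few counts for the fit, by edgeR's own filter at 10 counts, were not tested. Choices that can change the number of DEGs are the test, the scaling, the filter on low counts, the other groups in the fit and whether the replicate number enters as a block. The paper does not state how reads that align to several genes were counted, nor whether counting used the strand, so values of overlapping genes and of near-identical family members are uncertain.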

Significantly differentially expressed genes (DEGs) were identified by comparing MTZ^+^ DMSO- and rapamycin-treated expression profiles, with MTZ^+^ DMSO replicates set as the control group. A total of 252 filtered DEGs were derived from the 2dpi dataset, among which 108 genes were upregulated and 144 were downregulated in rapamycin-treated RPE (Fig 5B and S1 and S2 Tables). 

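At 2dpi, 17536 genes were tested between MTZ+ rapamycin-treated and DMSO-treated RPE. Of these, 93 were DEGs, 62 upregulated and 31 downregulated with rapamycin, and 2374 genes had an unadjusted p under 0.05. The number depended strongly on the test, since DESeq2 gave 544 DEGs, while edgeR on the 6 libraries of the compared groups alone gave 0 with 1597 genes at an unadjusted p under 0.05. All 93 DEGs changed in the same direction in the 3 pairs of libraries that share a replicate number, as did 32.4% of all tested genes. The DEGs were called on these same pairs, so their share is partly built in. Libraries with the same number deviated together from their group means (mean r = 0.172, across genes). With the replicate number as a block, 214 genes were DEGs, 144 upregulated and 70 downregulated. The authors' deposited table of this comparison holds 250 genes past the same limits, taken on its own larger group mean, which equals RPKM and not TPM. Of the 93 DEGs, 62 are also past the filters in the authors' deposited table, 43 upregulated and 19 downregulated. A further comparison took the 246 genes past the filters in the authors' deposited table that were tested here, and all 246 changed in the direction given there. Both come from the same libraries, so this shared direction was built in and is no independent evidence.

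Among the DEGs with the smallest adjusted p, *krt97* (ENSDARG00000000212, chromosome 22 of GRCz11 from 11756040 to 11759106) rose from 2.24 ± 0.934 CPM (SD, n = 3) with DMSO to 70.7 ± 40.7 CPM (SD, n = 3) with rapamycin. That is a log2 fold change of 4.98 (standard error 0.475, adjusted p = 0.00222, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is among the epidermal markers listed here, and its reads could be shared with other keratin genes. *tcn2* (ENSDARG00000036481, chromosome 5 from 26795465 to 26806100), which overlaps *rabl6b*, rose from 31.0 ± 5.45 to 154 ± 48.7 CPM, a log2 fold change of 2.31 (standard error 0.266, adjusted p = 0.00654, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *selenop* (ENSDARG00000093549, chromosome 8 from 31435452 to 31443334) fell from 206 ± 62.1 to 20.0 ± 8.43 CPM, a log2 fold change of -3.36 (standard error 0.339, adjusted p = 0.00222, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *rhbg* (ENSDARG00000009018, chromosome 16 from 29265796 to 29277164) fell from 242 ± 61.4 to 41.5 ± 7.01 CPM, a log2 fold change of -2.54 (standard error 0.373, adjusted p = 0.0300, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 6 compared libraries left out in turn, *krt97* and *selenop* were DEGs in 6 of 6 fits and *rhbg* in 3 of 6. *tcn2* was not a DEG in the fit without replicate 2 of MTZ+ DMSO, where *krt97* was the only upregulated DEG.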

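For the 4dpi libraries, 17515 genes were tested between MTZ+ rapamycin-treated and DMSO-treated RPE. The test gave 463 DEGs, of which 152 were upregulated and 311 downregulated with rapamycin, and 3357 genes had an unadjusted p under 0.05. The direction was the same in all 3 same-numbered pairs for 462 of the 463 DEGs and for 44.0% of all tested genes. As at 2dpi, the share of the DEGs is partly built in. Same-numbered libraries deviated together (mean r = 0.210, across genes), and with the replicate number as a block 454 genes were DEGs, 149 upregulated and 305 downregulated. Both MTZ+ libraries of replicate 2 carry letters in their raw names that are the reverse of those of replicates 1 and 3. With the labels of these libraries exchanged, 0 genes were DEGs and 422 had an unadjusted p under 0.05. Their log2 ratio went with the mean of pairs 1 and 3 across genes (r = 0.548, against 0.536 and 0.519 for these pairs). Mislabelling would turn that ratio around, so exchanged labels did not hold up. In the authors' deposited table of this comparison, 364 of the 463 DEGs also pass the filters, 100 upregulated and 264 downregulated.

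The upregulated gene *ddx21* (ENSDARG00000063626, chromosome 13 of GRCz11 from 319575 to 330004) had 50.8 ± 3.00 CPM (SD, n = 3) with DMSO and 206 ± 30.3 CPM (SD, n = 3) with rapamycin, a log2 fold change of 2.02 (standard error 0.218, adjusted p = 0.00477, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gtpbp4* (ENSDARG00000018961, chromosome 2 from 42361373 to 42375275) rose by 1.77 on the log2 scale (standard error 0.190, adjusted p = 0.00477, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among downregulated genes, *selenop* went from 684 ± 149 to 35.3 ± 19.2 CPM, a log2 fold change of -4.27 (standard error 0.466, adjusted p = 0.00477, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gas1b* (ENSDARG00000067984, chromosome 5 from 32360336 to 32363372) went from 91.1 ± 21.5 to 15.8 ± 4.74 CPM, a log2 fold change of -2.53 (standard error 0.276, adjusted p = 0.00477, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these 4 genes was a DEG in 6 of 6 fits that each left out 1 of the compared libraries.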

In the 4dpi dataset, 948 filtered DEGs were identified, among which 195 genes were upregulated and 753 were downregulated in rapamycin-treated RPE (Fig 5B and S3 and S4 Tables). 

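Marker genes were read as mean CPM over the 3 libraries of each group, and no test was run on them between cell types. The median over the 9 RPE markers *tyrp1a*, *lrata*, *rpe65a*, *tyrp1b*, *dct*, *pmela*, *tyr*, *pmelb* and *best1* lay between 1366 and 3326 CPM in the 8 groups. Ordered by mean CPM within a group, the median marker ranked between 32 and 89 of 25281 genes. After ablation with DMSO at 2dpi, all 9 RPE markers were lower, 9 as DEGs, with a median log2 fold change of -1.70. With rapamycin in MTZ+ RPE at 2dpi all 9 were higher, with a median of 1.19 and 0 DEGs. At 4dpi 8 of the 9 were lower after ablation, 4 as DEGs, and 8 were higher with rapamycin, 0 as DEGs. Whether purity or expression within RPE cells changed was not tested. *rpe65a*, whose promoter drives the transgene (ENSDARG00000007480, chromosome 2 of GRCz11 from 1428696 to 1443692), had 22120.0 ± 957 CPM (SD, n = 3) in MTZ- DMSO at 4dpi and 3663 ± 1637 CPM (SD, n = 3) in MTZ+ DMSO at 2dpi. The lowest RPE marker in any group was *best1* (ENSDARG00000078331, chromosome 25 from 3069671 to 3087556), with 27.1 ± 13.2 CPM in MTZ+ DMSO at 2dpi. Margins were taken on the log2(CPM + 1) scale between the medians of each library and averaged over the 3 libraries of a group. Between medians of group mean CPM they could be smaller, as with 1366 for RPE against 281 for photoreceptor markers in MTZ- rapamycin at 4dpi. As averaged, the median RPE marker was above the median of 8 photoreceptor markers by 3.54 to 6.74. Its margin over the highest of all other cell types, whose markers were listed here without sight of the values, was smallest in MTZ+ DMSO, 3.54 at 2dpi and 2.87 at 4dpi, and largest in MTZ- rapamycin at 2dpi, 6.82. Leukocyte markers had group medians between 0.0328 and 1.88 CPM.

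**Figure D1:**
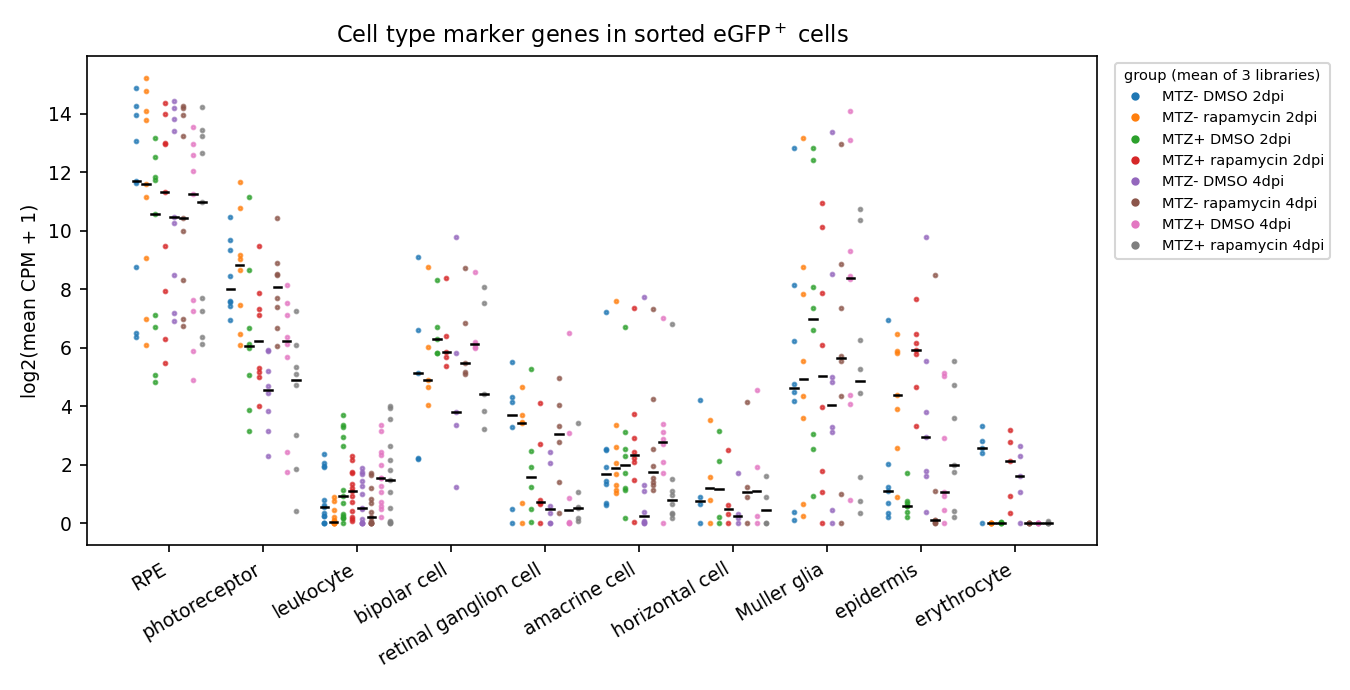
Expression of marker genes of 10 cell types in the 8 groups, with cell types on the horizontal axis and log2(mean CPM + 1) over 3 libraries on the vertical axis. Each point is 1 gene, colors mark the groups and black bars mark the median, which for RPE markers corresponds to 1366 to 3326 CPM and for photoreceptor markers to 22.7 to 461 CPM.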

Relative to other cell type-specific gene markers, expression values of RPE-specific genes were high across the different treatment conditions examined by RNA-seq, supporting the enrichment of RPE in sorted eGFP^+^ cell populations (S7 Fig). A small cohort of 2dpi/7dpf DEGs were verified by quantitative real-time PCR (qRT-PCR), providing technical validation of the dataset obtained from RNA-seq (S8 Fig). To identify mTOR-dependent mechanisms that could modulate RPE regeneration, we performed pathway enrichment analyses using STRING [53] and focused on downregulated DEGs in rapamycin-treated larvae. 

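S5 Table prints 35 names for Reactome pathways enriched among the genes downregulated with rapamycin at 2dpi. Of these, 34 matched the count tables and stand for 33 genes, since 1 gene is printed under 2 names, and all 33 were tested. All 33 had lower expression in MTZ+ rapamycin-treated than in MTZ+ DMSO-treated RPE, with a median log2 fold change of -2.23. By edgeR's quasi-likelihood test, 4 of the 33 were DEGs, and 9 were with the replicate number as a block. The 15 genes of the Immune System pathway had a median of -2.28 and a range from -4.26 to -1.39, and all 15 were lower in all 3 same-numbered pairs. 3 of the 15 were DEGs (*timp2b*, *serpinb1* and *nfasca*), 6 with the block. DESeq2 called 11 of the 15. Adjusted over the 15 genes alone, 13 had an adjusted p under 0.05, but the list holds the paper's own DEGs of the same libraries, so this count says nothing about stability. The pathways nested in it behaved alike, with 3 of 13 Innate Immune System genes and 3 of 10 Neutrophil degranulation genes called as DEGs. Transport of small molecules, also in S5 Table, had 14 genes, all lower, with 1 DEG and a median of -2.40. Among the 6617 tested genes with lower expression and a larger group mean of at least 1 TPM, ordered by p, *timp2b* stood at place 8, *serpinb1* at 12, *nfasca* at 22, *panx1b* at 32 and *cxcl18a.1* at 36. Ordered by log2 fold change, the first of the immune genes was *mmp9*, at place 59. Enrichment itself was not recomputed, because Reactome annotation was not used here.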

Interestingly, the most downregulated DEGs in rapamycin-treated larvae at 2dpi populated immune-related Reactome pathways (Fig 5C). 

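The proinflammatory cytokine genes *il34* (ENSDARG00000091003, chromosome 18 of GRCz11 from 18527170 to 18543358) and *cxcl18a.1* (ENSDARG00000111840, chromosome 13 from 30696286 to 30699369, overlapping *rassf4a*) were measured in MTZ+ RPE at 2dpi. *cxcl18a.1* fell from 11.7 ± 2.34 CPM (SD, n = 3) with DMSO to 0.948 ± 0.356 CPM (SD, n = 3) with rapamycin, a log2 fold change of -3.61 (standard error 0.629, adjusted p = 0.0507, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *il34* fell from 44.6 ± 5.93 to 11.5 ± 1.48 CPM, a log2 fold change of -1.96 (standard error 0.721, adjusted p = 0.250, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The matrix remodeling gene *mmp9* (ENSDARG00000042816, chromosome 8 from 24281512 to 24295947) fell from 26.5 ± 20.7 to 1.36 ± 1.97 CPM, a log2 fold change of -4.26 (standard error 1.46, adjusted p = 0.214, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its 3 DMSO libraries held 425, 1510 and 320 counts, so the group's spread was wide, and with the replicate number as a block it was a DEG. *serpinb1* (ENSDARG00000055416, chromosome 20 from 26880668 to 26888698) fell from 43.6 ± 14.5 to 5.49 ± 0.953 CPM, a log2 fold change of -2.99 (standard error 0.536, adjusted p = 0.0435, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was the only 1 of the 9 genes described here that was a DEG. *mpx* (ENSDARG00000019521, chromosome 10 from 7778870 to 7785945) fell from 8.78 ± 0.681 to 1.14 ± 0.300 CPM, a log2 fold change of -2.95 (standard error 0.712, adjusted p = 0.0968, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

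The log2 fold change of *qsox1* (ENSDARG00000039459, chromosome 8 of GRCz11 from 14503610 to 14554785) was -1.50, that of *iqgap2* (ENSDARG00000060010, chromosome 5 from 46077710 to 46196708, overlapping *f2rl2* and *f2r*) -2.37, that of *itgb5* (ENSDARG00000012942, chromosome 9 from 22677503 to 22748015) -2.09 and that of *krt8* (ENSDARG00000058358, chromosome 23 from 10249626 to 10254288) -2.05. Their standard errors were 0.362, 0.796, 0.616 and 1.05, in the same order. The adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0837 for *qsox1*, 0.148 for *itgb5*, 0.199 for *iqgap2* and 0.430 for *krt8*. DESeq2 called *cxcl18a.1*, *mpx*, *qsox1*, *itgb5* and *iqgap2* as DEGs besides *serpinb1*, and none of the other tests tried called *il34* or *krt8*. Reads of *serpinb1*, *krt8* and *itgb5* could be split with related members of their gene families.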

DEGs within these immune-related pathways included proinflammatory cytokines (e.g. *il34*, *cxcl18a*.*1*), which are important signals for recruitment and chemotaxis of leukocytes [54,55], matrix remodeling proteins (e.g. *mmp9*, *qsox1*), which are crucial for the migration of RPE cells as well as macrophages [56–58], neutrophil regulation genes (e.g. *serpinb1*, *mpx*), amongst other genes associated with regulating an immune response (e.g. *iqgap2*, *itgb5*, *krt8*) (Fig 5D and S5 Table) [59–61]. 

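At 2dpi, 3716 of 17536 genes were DEGs between MTZ+ DMSO-treated and MTZ- DMSO-treated RPE, 1980 of them upregulated after ablation and 1736 downregulated. Same-numbered libraries of these groups deviated together (mean r = 0.162, across genes), and with the replicate number as a block 3815 genes were DEGs. Of the 15 Immune System genes of Fig 5D, 13 had higher expression in MTZ+ DMSO and 11 were DEGs with higher expression, both with and without the block. Adjusted over the 15 genes alone, the count with higher expression was also 11.

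*cxcl18a.1* had no counts in the 3 MTZ- DMSO libraries at 2dpi, so its level after ablation was at least 129-fold higher than a floor of 3 counts (adjusted p = 9.36e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same bound for *mpx*, with 1, 0 and 0 counts in MTZ- DMSO, was at least 97.3-fold higher (adjusted p = 0.000118, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *il34* rose from 0.968 ± 0.336 CPM (SD, n = 3) in MTZ- DMSO, a log2 fold change of 5.53 (standard error 0.855, adjusted p = 0.000585, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *mmp9* rose from 0.174 ± 0.188 CPM (SD, n = 3), a log2 fold change of 7.18 (standard error 1.71, adjusted p = 0.00958, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *serpinb1* the MTZ- DMSO level was 2.70 ± 1.93 CPM (SD, n = 3), with a log2 fold change of 4.01 (standard error 0.563, adjusted p = 0.000273, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the other DEGs were 4.90 for *iqgap2*, 3.36 for *krt8*, 2.95 for *pygl*, 2.76 for *nfasca*, 1.94 for *itgb5* and 1.35 for *qsox1*. With each compared library left out in turn, *itgb5* and *krt8* were DEGs in 1 of 6 fits each, *qsox1* in 3 and *pygl* in 4. *clu* was a DEG in the other direction, a log2 fold change of -1.61 (standard error 0.329, adjusted p = 0.00325, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *panx1b* at 0.45, *timp2b* at 0.25 and *tubb5* at -0.10 were not DEGs, and each changed sign in at least 1 of these fits.

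**Figure D2:**
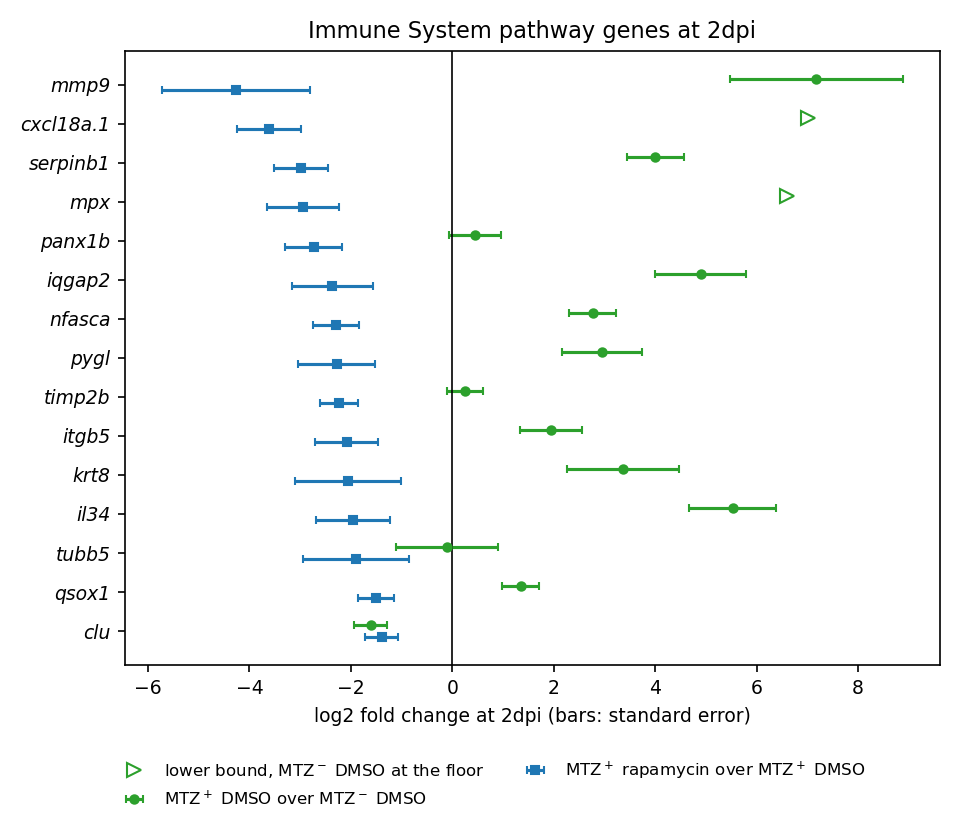
Log2 fold change on the horizontal axis for the 15 Immune System genes on the vertical axis at 2dpi, MTZ+ DMSO over MTZ- DMSO in green circles and MTZ+ rapamycin over MTZ+ DMSO in blue squares, with standard errors as bars. Open triangles for *cxcl18a.1* and *mpx* are lower bounds, all 15 squares lie below 0 between -4.26 and -1.39, and 13 of the 15 green symbols lie above 0.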

Importantly, most of these immune-related DEGs were upregulated in MTZ^+^ DMSO-treated controls, when compared to MTZ^-^ DMSO-treated controls (Fig 5D and S6 Table), consistent with our previous study [19]. 

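In MTZ- larvae at 2dpi, where no RPE was ablated, rapamycin left 7 of the 15 Immune System genes higher and 7 lower, while *cxcl18a.1* had no counts in either group. None of the 15 was a DEG there, and 1 had an unadjusted p under 0.05. Whether rapamycin acted differently with and without ablation was tested as an interaction. All 15 genes had a lower log2 fold change in MTZ+ than in MTZ- larvae, with a median difference of -2.13. The paper chose these genes as lower with rapamycin in the same MTZ+ libraries, so a lower value there is built into the list. As DEGs of the interaction 0 of the 15 were called, 7 had an unadjusted p under 0.05, and the lowest adjusted p was 0.181 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 15 genes alone, 7 were under 0.05, a count that rests on the same choice. The MTZ- DMSO and MTZ- rapamycin groups of *mpx* held 1, 0 and 0 and 0, 0 and 0 counts, at the floor, which limits this test for it. From the downregulation of these genes by rapamycin and their upregulation after ablation, the paper proposes a model in which the early immune activity of RPE cells depends on mTOR.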

Taken together, these data support a model in which immune system activity is upregulated in RPE cells at an early stage of regeneration (2dpi) in an mTOR-dependent manner.

**Fig 5:**
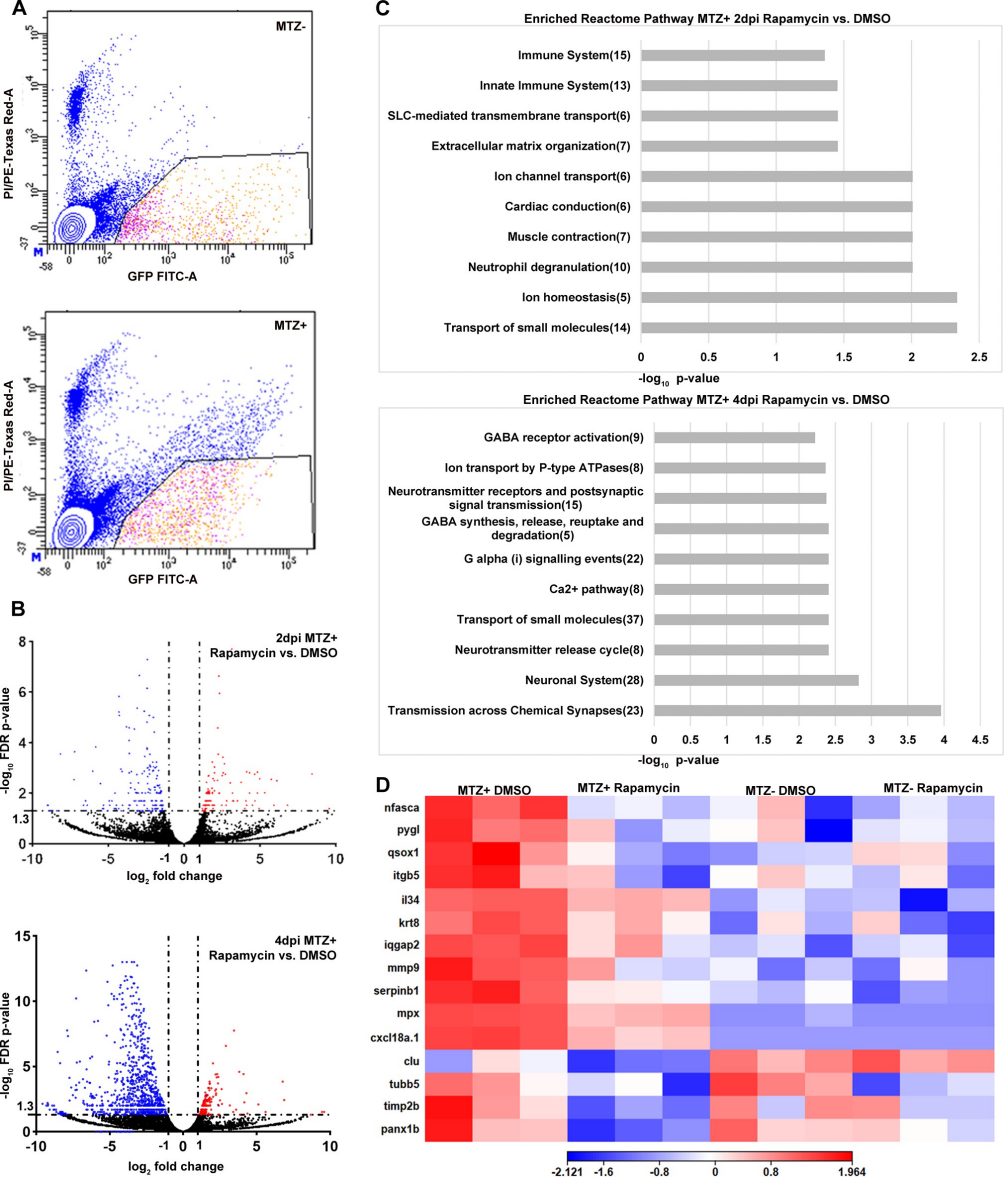
Inhibition of mTOR signaling affects the expression of immune related genes in regenerating RPE cells. (A) Representative FACS plots from MTZ^-^ and MTZ^+^ samples to show gating parameters used to isolate GFP^+^ PI^-^ RPE cells (B) Volcano plots showing differentially expressed genes between MTZ^+^ rapamycin-treated and DMSO-treated groups at 2dpi and 4dpi. Dashed lines indicate the threshold criteria. Each dot represents an individual gene; red dots represent significantly upregulated DEGs, blue dots represent significantly downregulated DEGs, and black dots represent non-significant genes. (C) Pathway enrichment analysis on the significantly downregulated 2dpi and 4dpi DEGs. Numbers in parentheses are the gene counts enriched in each pathway. (D) Hierarchical clustering heatmap of the 15 genes enriched in the 2dpi immune system Reactome pathway across all four experimental groups showing these immune related genes are downregulated by rapamycin treatment. Heatmap legend represents log_10_ (counts per million mapped reads; CPM).

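The same 15 Immune System genes were read at 4dpi in MTZ+ RPE. With rapamycin 12 of the 15 were lower than with DMSO, with a median log2 fold change of -0.99 over all 15, and 3 were DEGs, with and without the replicate number as a block. These were *nfasca* with a log2 fold change of -3.68 (standard error 0.540, adjusted p = 0.00776, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *pygl* at -3.09 and *qsox1* at -2.59. *nfasca* went from 307 ± 78.6 CPM (SD, n = 3) to 23.9 ± 15.4 CPM (SD, n = 3), *pygl* from 68.1 ± 24.1 to 7.99 ± 5.08 CPM and *qsox1* from 64.6 ± 18.3 to 10.7 ± 1.90 CPM. *pygl* lies on chromosome 13 of GRCz11 from 36846789 to 36863039 and *nfasca* on chromosome 11 from 23704410 to 23884805. Adjusted over the list alone, 6 genes were under 0.05. The 3 higher ones were *mpx* at 1.41 (standard error 1.70), *il34* at 0.16 and *iqgap2* at 0.16, none apart from the spread between replicates, and *il34* and *iqgap2* changed sign when single libraries were left out. After ablation with DMSO at 4dpi, 14 of the 15 were higher, 12 as DEGs, with a median log2 fold change of 4.76. In the interaction of rapamycin with ablation at 4dpi, 11 had a lower log2 fold change in MTZ+ larvae and 4 a higher one. The DEGs of that interaction were 4, all lower (*nfasca*, *pygl*, *itgb5* and *tubb5*), or 3 with the block. Whether the effect of rapamycin differed between 2dpi and 4dpi was tested for each gene as a contrast of the 4 MTZ+ groups, in a fit to all 24 libraries. Of the 15 genes 0 were DEGs of this interaction with time, 5 had an unadjusted p under 0.05 and 0 were under 0.05 when adjusted over the list alone. Their lowest p adjusted over all genes was 0.437 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.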

At 4dpi, immune-related pathways were no longer enriched in the downregulated 4dpi dataset when comparing rapamycin- to DMSO-treated controls. Downregulated genes at this time point comprised pathways related to small molecule transport and cell-cell communication pathways, including GABA, neurotransmitter, and G-protein signaling (Fig 5C and S7 Table). 

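S7 Table prints 75 genes of the 10 pathways, of which 64 matched a gene of the count tables and 63 were tested. All 63 were lower with rapamycin in MTZ+ RPE at 4dpi, with a median log2 fold change of -3.11, and 23 were DEGs, or 24 with the replicate number as a block. Of the 32 tested genes of Transport of small molecules, 20 were DEGs, and the median was -3.05. Ion transport by P-type ATPases had 6 DEGs among 8 genes. GABA synthesis, release, reuptake and degradation had 2 among 5, Neurotransmitter release cycle 3 among 8, Neuronal System 5 among 24 and G alpha (i) signalling events 2 among 17.

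Among transport genes, *slc43a2b* (ENSDARG00000061120, chromosome 10 of GRCz11 from 24371921 to 24391716) fell from 119.6 ± 12.2 CPM (SD, n = 3) with DMSO to 10.8 ± 3.48 CPM (SD, n = 3) with rapamycin, a log2 fold change of -3.47 (standard error 0.419, adjusted p = 0.00544, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Na+/K+ ATPase gene *atp1a1b* (ENSDARG00000019856, chromosome 9 from 35901554 to 35922201) fell from 212 ± 45.5 to 40.3 ± 17.1 CPM, a log2 fold change of -2.40 (standard error 0.317, adjusted p = 0.00662, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It belongs to a family of close paralogs, among which reads could be split. The GABA transporter gene *slc6a1a* (ENSDARG00000045944, chromosome 23 from 4834447 to 4855122), which overlaps *vgll4a*, fell from 7.72 ± 6.57 to 0.115 ± 0.123 CPM, a log2 fold change of -6.08 (standard error 1.25, adjusted p = 0.0332, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was a DEG in 0 of 6 fits that each left out 1 compared library. *slc6a1a* is also among the amacrine cell markers listed here. *gnao1a* at -1.82 and *kcnj10a*, which overlaps *dusp19b*, at -3.52 were not DEGs. After ablation, 57 of the 63 genes were higher in MTZ+ DMSO than in MTZ- DMSO at 4dpi, 32 of them as DEGs. The same MTZ+ DMSO libraries served to choose these genes, so this direction is partly built in. In MTZ- larvae at 4dpi, where no RPE was ablated, 53 of the 63 were higher with rapamycin, 10 as DEGs. The interaction of rapamycin with ablation gave 30 of the 63 as DEGs with a lower log2 fold change in MTZ+ larvae. These genes were chosen as lower with rapamycin in the same MTZ+ libraries, so this direction is partly built in as well. Within the groups that do not enter this comparison, the 4dpi downregulated DEGs varied between libraries together with markers of retinal neurons and Müller glia (median r = 0.342).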

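Over the 16831 genes tested at both time points, the log2 fold changes of rapamycin in MTZ+ RPE at 2dpi and at 4dpi had a Pearson correlation of 0.235, across genes, which are not independent replicates. Of the 62 genes upregulated at 2dpi, 53 were higher with rapamycin at 4dpi and 15 were DEGs there too. Of the 31 downregulated at 2dpi, 25 were lower at 4dpi and 9 were DEGs. In the other direction, 143 of the 152 genes upregulated at 4dpi were higher at 2dpi, and 264 of the 311 downregulated at 4dpi were lower at 2dpi, against 51.2% of all genes higher at 2dpi. Whether the rapamycin effect differed between the time points was tested over 18939 genes, and 1 gene was a DEG, with 1790 genes at an unadjusted p under 0.05. That gene, *arhgef1b* (ENSDARG00000055837, chromosome 16 of GRCz11 from 26140895 to 26232411), which overlaps *BX571738.1*, had 42.1 ± 5.95 CPM (SD, n = 3) with DMSO and 48.5 ± 4.82 CPM (SD, n = 3) with rapamycin at 2dpi, and 90.6 ± 8.25 and 35.7 ± 0.763 CPM at 4dpi. Its difference in log2 fold change was -1.54 (standard error 0.234, adjusted p = 0.0184, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG in 6 of 12 fits that each left out 1 library.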

Taken together, these data suggest a model in which mTOR acts early during regeneration as a regulator of the immune response, while later, mTOR-dependent gene regulation perhaps facilitates some of the restoration/reintegration of regenerated RPE cells into a functional tissue.

### mTOR signaling regulates the recruitment of macrophages/microglia during RPE regeneration

Recently, we showed that macrophages/microglia infiltrate the injury site post-RPE ablation and are important regulators of zebrafish RPE regeneration [19]. That rapamycin impaired the expression of immune-related genes and pathways suggests that mTOR activity may be required for leukocyte recruitment and/or function during RPE regeneration. To test this hypothesis, we utilized *mpeg1*:mCherry;*rpe65*a:nfsB-eGFP transgenic fish, in which macrophages and microglia are labeled by mCherry [62]. MTZ^+^ and MTZ^-^ control *mpeg1*:mCherry;*rpe65*a:nfsB-eGFP larvae were treated with rapamycin or DMSO from 4dpf until 3dpi (Fig 6A), the time at which macrophage/microglia infiltration peaks after RPE ablation [19]. Immunostaining for mCherry revealed no visible accumulation of macrophages/microglia in the RPE layer of DMSO-treated MTZ^-^ larvae (Fig 6B), while, as expected, significant macrophage/microglia recruitment to the RPE layer in DMSO-treated MTZ+ larvae was observed (Fig 6D and 6F). By contrast, macrophage/microglia presence in the RPE layer was significantly reduced in MTZ^+^ rapamycin-treated larvae (Fig 6D–6F). These data demonstrate that mTOR activity is required for leukocyte recruitment to the injured/regenerating RPE.

**Fig 6:**
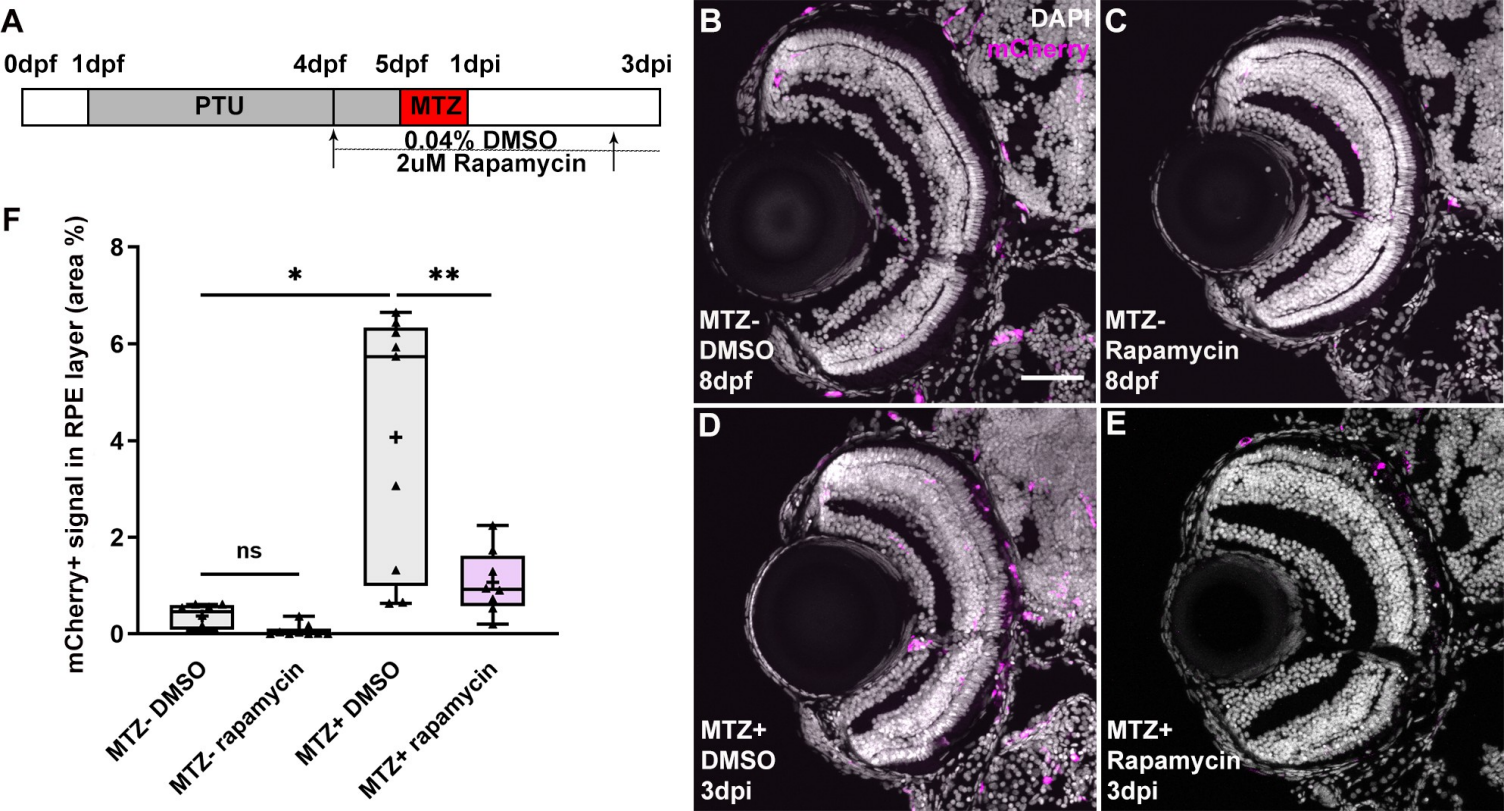
Inhibition of mTOR activity impaired macrophage/microglia recruitment to the RPE layer post-ablation. (A) Schematic of the experimental paradigm showing the timeline for chemical treatments and ablation on transgenic larvae (*mpeg1*:mCherry;*rpe65a*:nfsB-eGFP). (B-E) Immunofluorescent images of mCherry staining on transverse cryosections from MTZ^-^ and MTZ^+^ DMSO- and rapamycin-treated larvae at 3dpi. Nuclei (white), mCherry (magenta). (F) Quantification of the mCherry signal in the RPE layer showed a significant increase in MTZ^+^ DMSO-treated larvae, when compared to MTZ^-^ DMSO controls. The percent of the RPE covered by mCherry^+^ cells was significantly reduced in MTZ^+^ rapamycin-treated larvae when compared to MTZ^+^ DMSO-treated controls. However, there was no significant difference between MTZ^-^ DMSO-treated and rapamycin-treated groups. p-values: * ≤ 0.05, ** ≤ 0.01. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.

### Macrophage/microglia function is required to maintain mTOR activity in the RPE during regeneration in an inflammation-independent manner

mTOR activation within the RPE layer peaks between 6-12hpi (Fig 1) and mTOR activity is required for the recruitment of macrophages/microglia to the RPE post-injury (Fig 6). However, significant macrophage/microglia recruitment to the injured RPE does not occur until 2dpi, and peaks at 3dpi [19], which suggests a model in which early mTOR activation in the RPE contributes to the recruitment of macrophages/microglia to the injury site. As mTOR activity remains stably elevated in the regenerating RPE until 3dpi, and cytokine signaling is a well-known extrinsic inducer of mTOR activity in a variety of cell types [63,64], we hypothesized that there may be crosstalk between recruited macrophages/microglia and the RPE, whereby macrophages/microglia could also play a role in maintaining mTOR activation in the RPE at later stages post-injury. Indeed, during retinal regeneration in zebrafish, macrophage/microglia-mediated inflammation promotes mTOR activation in Müller glia and mTOR activity is required for regeneration [37]. To test this hypothesis and explore the relationship between macrophages/microglia and later mTOR activity in the RPE, we used the CSF1R inhibitor, pexidartinib (PLX3397), to deplete macrophages/microglia, an approach that has been shown to be effective in zebrafish [19,65–67], and assessed the effects on mTOR activation. Importantly, the *csf1ra* and *csf1rb* genes were not significantly upregulated in the MTZ^+^ RPE at 2dpi and therefore unlikely to be directly involved in the regenerative response of RPE cells at this time (S8 Table). 

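Counts of the paralogs *csf1ra* (ENSDARG00000102986, chromosome 14 of GRCz11 from 3143337 to 3180947) and *csf1rb* (ENSDARG00000053624, chromosome 21 from 43854594 to 43877428) were low in sorted RPE at 2dpi. *csf1ra* had 7, 22 and 24 counts in the 3 MTZ- DMSO libraries and 15, 29 and 7 in the 3 MTZ+ DMSO libraries, or 0.537 ± 0.308 and 0.607 ± 0.342 CPM (SD, n = 3 each). The difference was a log2 fold change of 0.18 (standard error 1.35, adjusted p = 0.942, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), smaller than its error, and it changed sign to -0.31 with the replicate number as a block. *csf1rb* had 26, 0 and 1 counts in MTZ- DMSO and 0, 0 and 10 in MTZ+ DMSO, or 0.267 ± 0.434 and 0.136 ± 0.236 CPM, with a log2 fold change of -0.97 (standard error 2.22, adjusted p = 0.801, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At these counts a difference between the groups was not detectable for either gene. Reads that fit both paralogs could have been split between them.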

Experimentally, larvae were exposed to 1μM PLX3397 or DMSO from 72 hours prior to ablation until 2dpi (Fig 7A), the time when significant recruitment of macrophages/microglia to the RPE post-injury was first observed [19]. As expected, MTZ^+^ larvae exposed to PLX3397 showed a significant reduction in *mpeg1*-driven mCherry signal in the RPE when compared to DMSO-treated controls (Fig 7B–7E and 7H). Having confirmed the efficacy of PLX3397 in depleting macrophages/microglia, we next sought to determine whether macrophage/microglia depletion affected mTOR activation in the RPE post-injury. p-S6 levels in the RPE were significantly suppressed by PLX3397 treatment at 2dpi, when compared to DMSO controls (Fig 7B, 7C, 7F, 7G, and 7I). These data demonstrate that RPE damage induces an mTOR-dependent recruitment of macrophages/microglia to the injury site and macrophages/microglia reinforce mTOR activity in the regenerating RPE. Interestingly, mTOR signaling also appeared to be activated in macrophages/microglia at 2dpi, as shown in MTZ^+^ DMSO-treated controls (Fig 7B’, 7D’, and 7F’). As noted above, p-S6^+^ cells were detected at 2dpi and 3dpi in the region where the ablated RPE had been cleared (Fig 1M and 1N). This observation suggests that the injury-dependent recruitment of macrophages/microglia to the ablated RPE also activates mTOR in the macrophages/microglia, perhaps modulating their behaviors during the injury/regenerative response.

**Fig 7:**
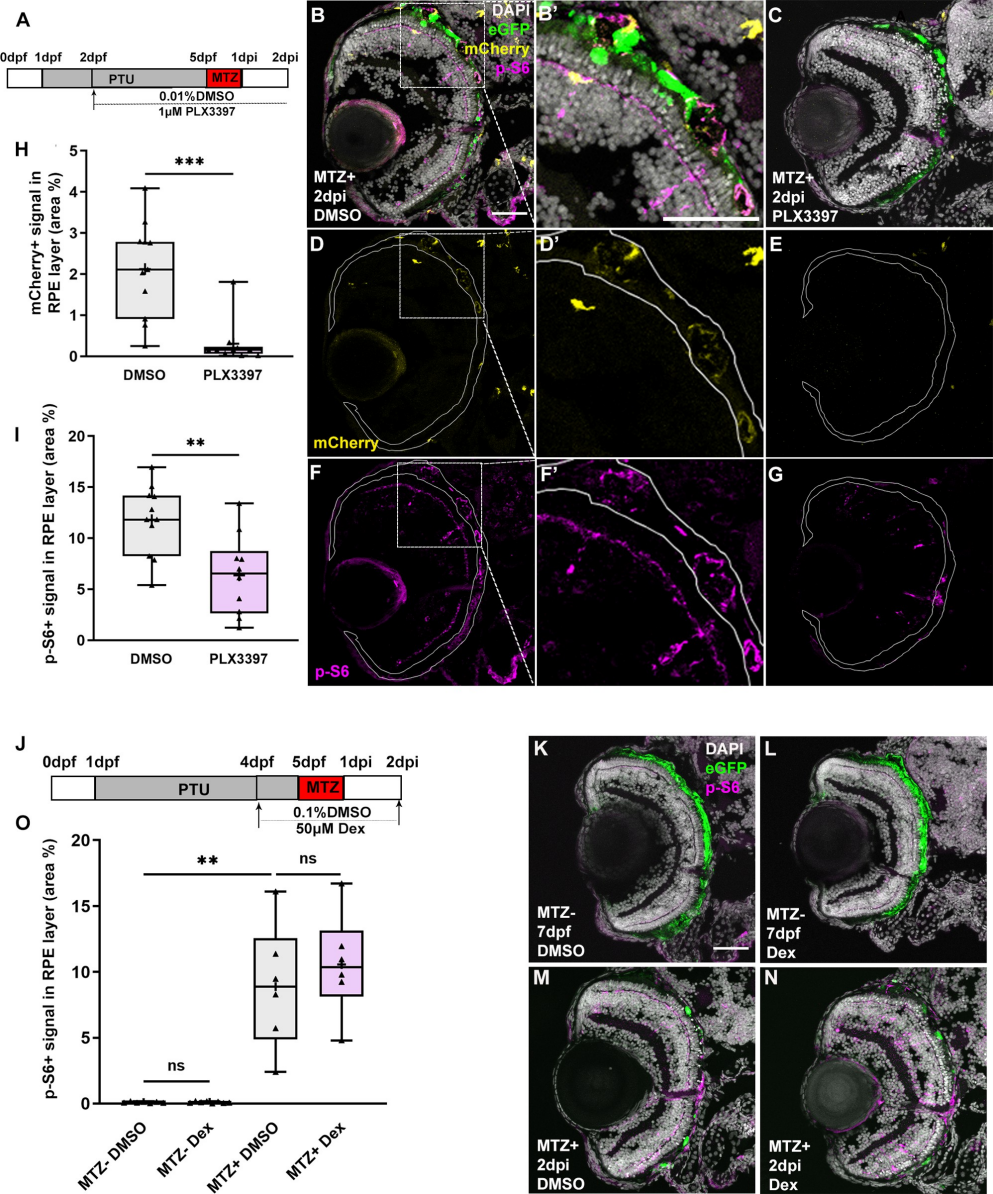
Macrophage/microglia function is required for the maintenance of mTOR activity in an inflammation-independent manner. (A,J) Schematic of the experimental paradigm showing the timeline for chemical treatments and ablation on transgenic larvae (*mpeg1*:mCherry;*rpe65a*:nfsB-eGFP). (B-G) MTZ^+^ DMSO- and PLX3397-treated larvae at 2dpi. Single channel immunofluorescent images of mCherry (D,E) and p-S6 (F,G) are shown. (B’,D’,F’) are high-magnification images showing the colocalization of p-S6 and mCherry. Nuclei (white), eGFP (green), p-S6 (magenta), mCherry (yellow). (H) Quantification of mCherry signal in the RPE layer showed a significant depletion of mCherry^+^ macrophages/microglia in the RPE after PLX3397 treatment in MTZ^+^ larvae, compared to DMSO-treated controls. (I) Quantification of p-S6 levels in the RPE layer showed a significant decrease in PLX3397-treated larvae, when compared to DMSO-treated controls. (K-N) Fluorescent images of p-S6 immunostaining on cryosections from MTZ^-^ and MTZ^+^ DMSO- and Dex-treated larvae at 7dpf/2dpi. Nuclei (white), eGFP (green), p-S6 (magenta). (O) Quantification of p-S6 level in the RPE layer showed a significant increase in MTZ^+^ DMSO-treated larvae when compared to MTZ^-^ DMSO-treated control, but no significant differences between Dex-treated and DMSO-treated larvae from MTZ^-^ or MTZ^+^ groups. p-values: ** ≤ 0.01, *** ≤ 0.001. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.

In many tissue injury paradigms, the recruitment and activation of leukocytes triggers inflammation [68–71]. Inflammation is a complex process that, when acute and/or chronic, can be detrimental to tissue survival; if properly resolved, however, inflammation can stimulate pro-regenerative responses [72,73]. Indeed, inflammation is necessary for RPE and retinal regeneration in zebrafish [19,37,74]. With this in mind, we utilized Dexamethasone (Dex) to dampen inflammation systemically [19,74] to determine whether inflammation was responsible for mTOR activity in the RPE layer at later stages post-injury. As expected, DMSO-treated MTZ^+^ larvae showed significantly increased p-S6 levels in the RPE layer at 2dpi when compared to MTZ^-^ controls (Fig 7K, 7M, and 7O). Interestingly, there were no significant differences in mTOR activity between MTZ^+^ Dex-treated and DMSO-treated larvae (Fig 7L, 7N, and 7O). Dex-treatment does not affect macrophage/microglia recruitment post-RPE ablation [19], and therefore these data support a model in which it is an inflammation-independent function of macrophages/microglia that maintains mTOR activity in the RPE layer during regeneration.

## Discussion

AMD is a progressive blinding disease characterized by dysfunction of the RPE and choroid which causes a gradual loss of these tissues, of the photoreceptors, and eventually of central vision [75]. Currently, there are few options for treating AMD [76]; however, an innovative potential direction for therapeutic development is the stimulation of intrinsic regeneration of the RPE [13]. Previously, our lab established a genetic RPE ablation paradigm in zebrafish and demonstrated that zebrafish are capable of regenerating a functional RPE monolayer, thus providing a model through which the molecular underpinnings of the RPE regenerative response can be identified [18].

In this study, we focused on activation of mTOR signaling, which has been associated with tissue and organ regeneration in a number of contexts and model systems [29,77]. mTOR activity was rapidly induced in zebrafish RPE cells within 6 hours after the onset of RPE ablation, and the mTOR pathway remained active through 3dpi, the time of peak proliferation within the regenerating RPE layer [18] (Fig 8A and 8B). Through a combination of pharmacological and genetic loss-of-function and gain-of-function assays, our results demonstrate that mTOR activity plays a critical role during RPE regeneration in zebrafish. Our experiments were performed in larval stage zebrafish and thus, it is possible that the role of mTOR is different in the adult RPE; however, we have shown that the regenerative response proceeds similarly between larvae and adult animals [18]. These results are consistent with findings in other systems, where the mTOR pathway has been shown to exert a pro-regenerative role. Indeed, in the zebrafish retina, mTOR is activated in Müller glia within 6 hours after injury and expression is maintained in proliferating Müller glia and Müller glia-derived progenitor cells (MGPCs) [37]. During retinal regeneration, mTOR activity is required both for the dedifferentiation of Müller glia to generate progenitors as well as the proliferation of the progenitor cells themselves. Similarly, in the chicken retina, mTOR is also required for the formation of MGPCs [38]. These results parallel our observations in the injured and regenerating RPE, as well as those in cultured RPE cells where mTOR activity is required for proliferation and migration of RPE cells after a laser photocoagulation injury [27]. Taken together, these data further support an evolutionarily conserved role for mTOR in modulating regenerative responses and extend this to include the RPE.

**Fig 8:**
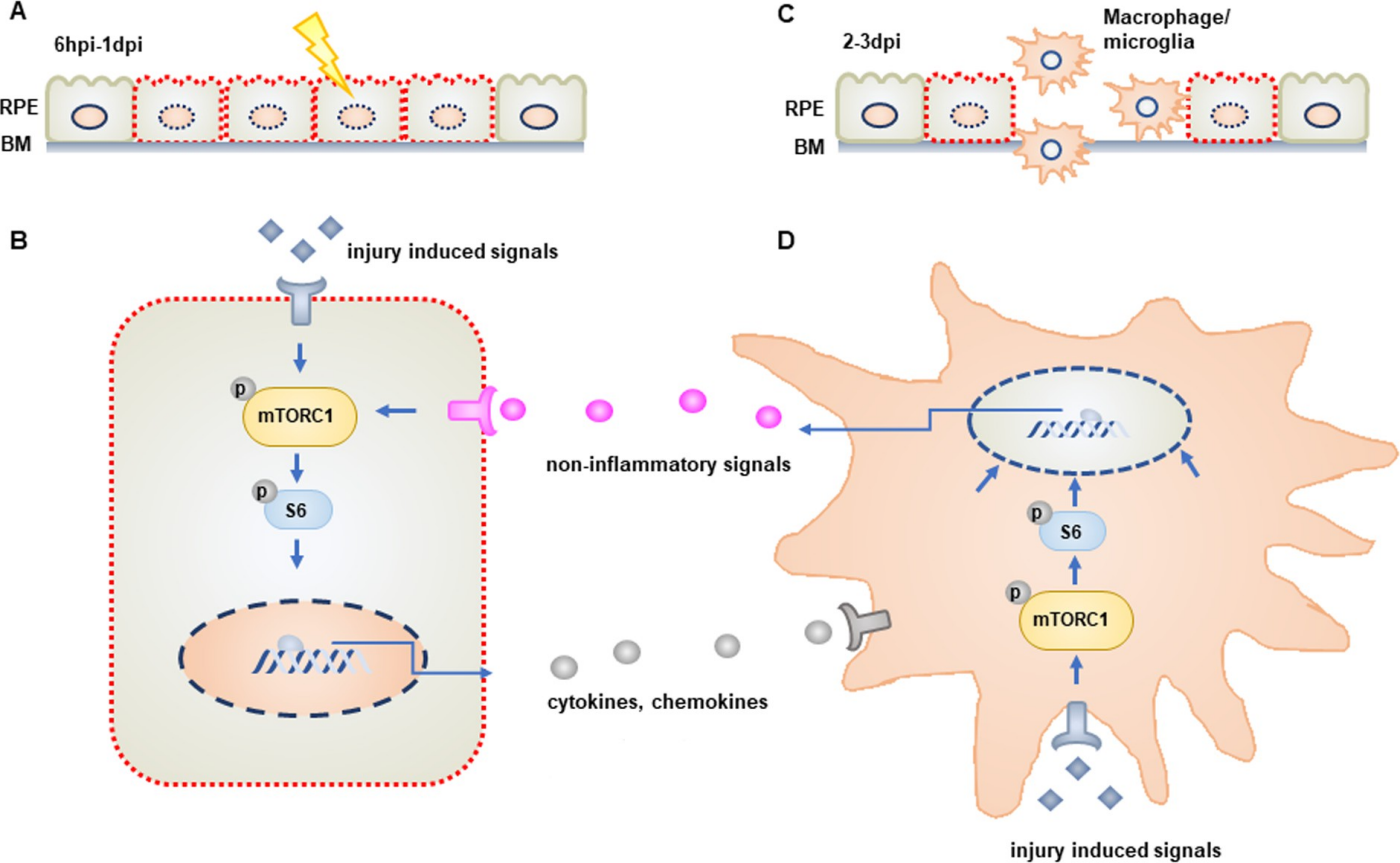
Model of mTOR activity during RPE regeneration. (A) mTOR activity is rapidly induced in damaged/regenerating RPE cells between 6hpi and 1dpi. (B) Activation of mTOR signaling in RPE cells regulates the expression of immune-related genes, including cytokines and chemokines. (C) mTOR activity is required for the recruitment of macrophages/microglia to the injured/regenerating RPE. (D) mTOR is also activated in macrophages/microglia recruited to the RPE post-injury and these cells are required to maintain mTOR activity in RPE cells during the later stages of the regenerative response. This maintenance occurs in an inflammation-independent manner.

Interestingly, our results link mTOR activation in the RPE after injury to immune system activity (Fig 8C and 8D). Involvement of the immune system in regeneration is well documented in several tissues and organs [78], including the zebrafish RPE [19]. In RPE-ablated larvae where mTOR activity was inhibited, the recruitment of macrophages/microglia to the injured RPE was impaired. This suggests that mTOR-dependent regulation of gene expression in damaged RPE facilitates signaling events that recruit leukocytes to the injury site. Amongst the DEGs downregulated in the RPE of rapamycin-treated larvae, several genes involved in immune response activation were identified, and these include *il34* and *mmp9*. IL-34 is a proinflammatory cytokine that regulates macrophage differentiation, proliferation, migration, and polarization [54,79], and has been shown to be upregulated in the zebrafish RPE post-ablation [19]. Matrix metalloproteinase-9 (Mmp-9) is a secreted gelatinase that acts on extracellular molecules, such as extracellular matrix, growth factors, and cytokines [80,81]. Mmp-9 also plays a critical role in recruiting leukocytes to sites of injury after peripheral nerve crush in rats [82], glomerulonephritis in mice [83], and cryoinjury in zebrafish [58]. mmp-9 also regulates heart regeneration in zebrafish by mediating leukocyte recruitment, possibly via the processing of chemokines into active forms [58]. Our data demonstrate that *il34* and *mmp9* are upregulated in an mTOR-dependent fashion, and these factors could stimulate macrophage/microglia recruitment to the injured RPE during the early stages of the injury response.

It is known that macrophages/microglia directly modulate the RPE regenerative response [19] and here, we demonstrate that these cells also reinforce mTOR activity in regenerating RPE cells during the later stages of regeneration. Interestingly, our results indicate that the macrophage/microglia-dependent maintenance of mTOR in the RPE is inflammation-independent. This is in contrast to mTOR activation during retinal regeneration, which is dependent on inflammation [37]. Cytokines have been shown to activate the mTOR pathway [64], and physiologically, macrophages are the main cellular source of many cytokines [84], including in zebrafish post-RPE injury [19]. Thus, it is possible that macrophages/microglia recruited to the RPE injury site release cytokines that function to maintain elevated mTOR activity in RPE cells as they regenerate. In this context, however, these cytokines would likely be of the anti-inflammatory subtype given that mTOR maintenance is inflammation-independent. Additionally, the mTOR pathway can be activated by a variety of intracellular and extracellular signals, the latter of which includes components of the insulin/insulin-like growth factor (IGF) pathway [85], Wnt pathway [86], and macrophage-derived glutamine [87]. Thus, it is also possible that one or more of these pathways could be stimulated by injury-induced macrophages/microglia and function to maintain mTOR activity in the regenerating RPE. Several zebrafish studies have identified injury-induced gene expression profiles in isolated leukocytes [19,88–90], and it will be of interest to screen candidates for potential mTOR maintenance roles during RPE regeneration. Finally, with respect to the immune system, we detected mTOR activity in RPE-localized macrophages/microglia at 2dpi (Fig 7B’, 7D’, and 7F’). Thus, we cannot rule out the possibility that genetic and pharmacological modulation of mTOR activity also affected the ability of macrophages/microglia to respond to RPE ablation. Indeed, mTOR activity in leukocytes is known to modulate their migratory abilities, supporting this notion [91]. Our current data do not enable us to differentiate between these possibilities and targeted loss-of-function assays in RPE-only and leukocytes-only will be needed to assess this.

Mechanistically, mTOR function during RPE regeneration may be bi-phasic, with an early stage that stimulates innate immune system activity and a later stage that directly regulates regeneration of a functional RPE monolayer. RNA-seq data from 4dpi rapamycin-treated samples identified genes/pathways that could function in RPE cells at later stages of the regenerative response. Importantly, we observed low relative expression values of retinal cell marker genes in sorted RPE cell populations across all samples, with the exception of some photoreceptor-specific genes (S7 Fig). 

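Group medians of the markers of each retinal cell type, as mean CPM over 3 libraries, were set side by side over the 8 groups. Photoreceptor markers (*rho*, *crx*, *arr3a*, *arr3b*, *opn1sw1*, *opn1sw2*, *opn1mw1* and *opn1mw2*) had medians between 22.7 CPM in MTZ- DMSO and 281 CPM in MTZ- rapamycin at 4dpi, and up to 461 CPM in MTZ- rapamycin at 2dpi. Single photoreceptor genes varied widely between libraries, as *opn1sw1* (ENSDARG00000045677, chromosome 4 of GRCz11 from 13577665 to 13580348) with 3272 ± 4205 CPM (SD, n = 3) in MTZ- rapamycin at 2dpi and *rho* (ENSDARG00000002193, chromosome 8 from 54076195 to 54077740) with 2277 ± 2043 CPM (SD, n = 3) in MTZ+ DMSO at 2dpi. The markers of the other cell types are lists made here without sight of the values. Bipolar cell markers had medians of 13.0 to 76.6 CPM, retinal ganglion cell markers 0.391 to 12.6, amacrine cell markers 0.182 to 5.87 and horizontal cell markers 0.184 to 1.75. Müller glia markers reached 17.9 to 334 CPM, and 2 of their genes were as high as RPE markers. *glula* (ENSDARG00000099776, chromosome 2 from 18988407 to 18992350) had 10500.0 ± 1221 CPM in MTZ- DMSO at 4dpi, and *apoeb* (ENSDARG00000040295, chromosome 16 from 23960744 to 23963461, overlapping *nbn*) 17560.0 ± 6611 CPM in MTZ+ DMSO at 4dpi. Of 27 retinal neuron and Müller glia markers tested at 4dpi, 24 were lower with rapamycin in MTZ+ RPE and 8 were DEGs, and 22 were higher with rapamycin in MTZ- RPE, 2 as DEGs. Photoreceptor markers are not among these 27. All 8 of them were lower with rapamycin in MTZ+ RPE at 4dpi, with a median log2 fold change of -1.64 and 0 DEGs. In MTZ- RPE at 4dpi all 8 were higher with rapamycin, with a median of 3.81 and 2 DEGs.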

RPE cells are interdigitated with photoreceptor outer segments in a process that facilitates their phagocytosis and the recycling of key components of the visual transduction cascade [2]. While we cannot rule out slight impurities in the sorted cell population, enrichment of photoreceptor genes could also reflect some inclusion in sorted RPE cells due to the close proximity of these cell types in the retina. Regardless, robust enrichment of RPE markers indicate high enrichment for RPE cells and thus, a useful dataset through which downstream mTOR-dependent pathways important for RPE regeneration can be further studied. For example, GABA signaling and neurotransmitter release pathways were significantly downregulated in the rapamycin-treated group. GABA has a well-known role in synaptic transmission in the central nervous system, including in the retina [92]. GABA receptors/transporters are expressed in cultured human RPE cells [93,94], bullfrog and mouse RPE [95,96], and chick RPE [97], where signaling regulates the intracellular calcium concentration. Calcium signaling plays a number of important roles during tissue regeneration [98] and wound healing [99], and therefore mTOR-dependent activation of GABA signaling could serve as a trigger to induce migration of regenerating RPE cells and/or reformation of the RPE monolayer. GABA signaling has also recently been shown to be involved in tissue regeneration, including in the zebrafish retina [100,101], making this an interesting pathway for future studies during RPE regeneration. In addition to its role in leukocyte recruitment, mmp-9 has also been shown to be involved in regulating cell migration by remodeling the extracellular matrix [56,102,103]. Indeed, in cultured RPE cells, TNFα-induced MMP-9 expression promotes RPE cell migration, which is controlled by activation of Akt/mTORC1 signaling [56]. During RPE regeneration, mTOR activity could stimulate mmp-9-mediated modulation of RPE cell migration to enable the reformation of a functional RPE monolayer. Finally, mTOR is a critical mediator of cellular growth control via its ability to facilitate anabolism (protein synthesis) and inhibit catabolism (autophagy) in response to environmental inputs [21]. There is significant proliferation in the RPE layer during regeneration [18], which undoubtedly requires coordinated protein synthesis, cellular growth, and substantial energy requirements and it is likely that mTOR activity modulates these processes during RPE regeneration. Future studies focusing on these and other candidates will shed light on the mTOR-dependent processes that facilitate RPE regeneration in zebrafish and whether any of these processes can be stimulated in the mammalian RPE to trigger a regenerative response.

## Materials and methods

### Ethics statement

All experiments were performed with approval by the University of Pittsburgh School of Medicine Institutional Animal Care and Use Committee.

### Fish maintenance and husbandry

Adult zebrafish were maintained at 28.5°C under a 14-hour light/10-hour dark cycle. Embryos and larvae used for subsequent experiments were kept in an incubator at 28.5°C in the dark until being euthanized by tricaine (MS-222; Fisher Scientific).

### Genotyping

*mtor*^*sa16755*^ [48] was purchased from the Zebrafish International Resource Center (ZIRC;). *mtor*^*+/-*^ fish were crossed to: *rpe65a*:nfsB-eGFP fish[18] to generate *mtor*^*+/-*^;*rpe65a*:nfsB-eGFP, which were identified by eGFP screening and genotyping via PCR-restriction fragment length polymorphism-based analysis (PCR-RFLP). *mtor*^*+/-*^;*rpe65a*:nfsB-eGFP fishes were then incrossed to generate *mtor*^*-/-*^;*rpe65a*:nfsB-eGFP larvae, which were genotyped by PCR-RFLP after euthanasia. For genotyping, genomic DNA was extracted from adult fins or larval tails by incubating with 50ul of 50mM NaOH at 95°C for 10 minutes. After cooling to 4°C, 5ul of 1M Tris-HCl (pH8) was added for neutralization and this mixture was used as a template for PCR amplification. Genotyping primers are included in S10 Table. For PCR-RFLP analysis, 10ul of PCR product was digested with 5 units of Msel (New England Biolabs, Ipswich, Massachusetts) for one hour. The digested PCR products were separated on 2% agarose gel. Uncut, 391bp fragments, indicated *mtor*^*+/+*^;*rpe65a*:nfsB-eGFP and cut, 223 and 168 bp fragments, indicated *mtor*^*-/-*^;*rpe65a*:nfsB-eGFP. Genotyping results from PCR-RFLP were confirmed by Sanger sequencing in a subset of larvae.

### RPE ablation

RPE ablation followed the protocol in Hanovice et al., (2019)[18]. Briefly, embryos derived from *rpe65a*:nfsB-eGFP crosses were treated with 1-phenyl-2-thiourea (PTU; Sigma-Aldrich) from 6hpf to 5dpf to inhibit pigmentation. At 4dpf, larvae carrying the *rpe65a*:nfsB-eGFP transgene were selected by eGFP screening under a fluorescent microscope (Zeiss AxioZoom V.16). At 5dpf, larvae were treated with 10mM metronidazole (MTZ) in system water at times between 10am-2pm. 24 hours later, larvae were removed from MTZ and maintained in system water until euthanized for experiments.

### Pharmacological treatments

Drugs were diluted in system water and added 24 hours prior to MTZ treatment, to allow infiltration and effectiveness before RPE ablation, given the rapid elevation of mTOR activity in response to RPE damage (See Fig 1). Concentrations of rapamycin (2 μM in DMSO; Sigma-Aldrich), INK128 (0.9 μM in DMSO; Fisher Scientific) and MHY1485 (2μM; Sigma-Aldrich) were determined based on levels in system water that allowed larvae to develop normally from 4dpf-9dpf and whose efficacy was validated through p-S6 immunohistochemistry. Concentrations of dexamethasone (50μM; Sigma-Aldrich) and PLX3397 (1μM; Fisher Scientific) were based on previous studies[19]. The efficacy of Dex has been validated previously in this model [19]. Matched volumes of DMSO were used as a vehicle control for each drug. For multiple day exposures, system water was changed daily and supplemented with fresh compounds.

### BrdU incorporation and TUNEL assays

For bromodeoxyuridine (BrdU) incorporation, larvae were immersed in system water containing 10mM BrdU (Sigma-Aldrich) for 24 hours prior to euthanasia. For terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay, the In Situ Cell Death Detection Kit, TMR red (Sigma-Aldrich) assay was used according to manufacturer’s instructions to detect apoptotic cells.

### RPE cell isolation and sequencing

Dissected eye tissues were pooled from unablated (MTZ^-^) and ablated (MTZ^+^) DMSO-treated control and rapamycin-treated larvae in triplicate, with each biological replicate consisting of around 80 eyes (40 larvae). Cell dissociation was performed as previously described [19]. Briefly, pooled eyes were dissociated mechanically in a 0.25% trypsin in 1X PBS solution with a 1mL syringe and 27 1/2-gauge needle, strained through a 70uM cell strainer, and spun at 450g for 5 min to pellet the cells. Then, cell pellets were resuspended and washed in 1X PBS three times and resuspended in a final 1X PBS 5% fetal bovine serum solution. Before sorting, propidium iodide (PI) live/dead stain was added and incubated at room temperature for 5 minutes. Sorting gates were established using unstained (GFP^-^ and PI^-^) and single channel controls (GFP^+^/PI^-^; GFP^-^/PI^+^) on a FACSAria IIu cell sorter (BD Biosciences). FACS was performed at the Flow Cytometry Core at the University of Pittsburgh School of Medicine Department of Pediatrics. Sorting gates were maintained for each biological replicate and a maximum of 1000 cells was collected per sample. cDNA was generated using the Smart-seq ultra-Low input RNA kit (Takara Bio USA, Inc.). cDNA quality control was assessed using a TapeStation 2200 system (Agilent Technologies, Inc.). A Nextera XT DNA Library Preparation Kit (Illumina, Inc.) was used to generate indexed 2×75bp paired-end cDNA libraries for subsequent sequencing on NextSeq 500 sequencing platform (Illumina, Inc.). Library preparation, quality control analysis, and next generation sequencing were performed by the Health Sciences Sequencing Core at Children’s Hospital of Pittsburgh. 60–100 million reads were obtained per sample.

### Bioinformatics

Bioinformatics analyses were performed on the CLC Genomics Workbench (Qiagen Digital Insights) licensed through the Molecular Biology Information Service of the Health Sciences Library System at the University of Pittsburgh. Raw Illumina reads (FASTQ file format) were imported to CLC Genomics Workbench. Quality checks were performed on imported raw reads and trimmed reads; samples showed average Phred scores of >20. Trimmed paired-end reads were then aligned to the zebrafish reference genome sequence (GRCz11) and differentially expressed genes (DEGs) were determined using filters as follows: 1) log2 fold change absolute value >1; 2) false discovery rate (FDR) p-value <0.05; 3) maximum group mean ≥1. Using the Ensembl gene identifiers of the filtered downregulated DEGs as input parameters, STRING v.11 (https://string-db.org) was used to perform functional pathway enrichment analysis. Reactome datasets were used and the significant enriched Reactome pathways were selected with the thresholds of FDR p-value < 0.05 and gene counts ≥5.

### Quantitative real-time PCR (qRT-PCR)

Two of the three biological cDNA replicates used for RNA-seq were retrieved for qRT-PCR. qRT-PCR reactions were assembled using the iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories). Samples were run in three technical replicates on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad Laboratories). Primers used in this study are included in S10 Table. qRT-PCR data was analyzed using the Livak method [104] to determine delta Ct (ΔCt) values. *beta-actin* was used as the housekeeping gene for expression normalization.

### Immunohistochemistry

Larvae were euthanized with tricaine and fixed in 4% paraformaldehyde (PFA) at room temperature for 2–3 hours or overnight at 4°C. Fixed larvae were cryoprotected in a 25% then 35% sucrose in 1X PBS and subsequently embedded in optimal cutting temperature (OCT) compound (Uribe and Gross, 2007). Frozen cryosections (12 μm) were cut on a Leica CM1850 cryostat (Leica Biosystems) and mounted onto poly-L-lysine pre-coated glass slides (Superfrost plus; Thermo Fisher). For p-S6 immunostaining, sections were refixed in 4% PFA at room temperature for ten minutes, followed by three washes with 0.1% PBST (1X PBS with 0.1% and Triton X-100). For BrdU immunostaining, after rehydration in 1X PBS, slides were incubated in 4N HCl for 8 minutes at 37°C for antigen retrieval, and then washed three times with PBTD (1X PBS with 0.1% Tween-20 and 1% DMSO). For general immunostaining, slides were rehydrated in 1X PBS for 5 minutes and then washed three times with PBTD. After blocking with 5% normal goat serum (NGS) in PBTD for at least 2 hours, slides were incubated with either rabbit anti-pS6 (Ser235/236) (1:75; Cell Signaling #4857), rat anti-BrdU (1:250; Abcam; ab6326), mouse anti-ZPR2 (1:250, ZIRC), or mouse anti-mCherry (1:200; Fisher Scientific; NC9580775) antibodies diluted in 5% NGS in PBTD overnight at 4°C. After three washes with PBTD, slides were incubated with anti-rabbit Alexa Fluor 647 (1:500, Fisher Scientific; A21244), anti-mouse or anti-goat Cy3 (1:250; Jackson ImmunoResearch Laboratories; #115-165-166) secondary antibodies in 5% NGS in PBTD for 2–3 hours at room temperature. After incubation, slides were washed three times with PBTD. DAPI in 5% NGS in PBTD was added onto slides between the first and second washes and slides were incubated in DAPI for 10 minutes. After the third wash, slides were mounted with Vectashield (Vector Laboratories) and sealed with nail polish. All fluorescent images of cryosections were captured using an Olympus Fluoview FV1200 laser scanning microscope and a 40X (1.30 NA) objective (Olympus Corporation).

### Image quantification

Raw z-stack confocal images were processed for quantification using FIJI (ImageJ) [105]. As described previously [19], the number of BrdU^+^ cells in the RPE layer or CMZ was counted manually on maximum-projected z-stack images using the Cell Counter plugin in FIJI. For quantification of TUNEL^+^ cells, maximum-projected z-stacks were converted to 8-bit images. Backgrounds were subtracted (rolling ball radius, 60 pixels) from the TUNEL channel. Images were then converted to binary under the same thresholds (60/255) for watershed separation of merged particles. The number of TUNEL^+^ puncta between the outer plexiform layer and RPE were counted on the segmented images using Analyze Particles in FIJI with the following parameters: size:pixel^2: 5-infinity; circularity: 0.00–1.00. For percent area quantification of p-S6 and mCherry signals in the RPE layer, regions of interest (ROIs) were drawn to encompass the RPE layer using the polygon selection tool in FIJI. ROIs were determined using the DAPI channel to outline the outer edges of photoreceptor outer segments and the bright field channel to outline the basal RPE pigment edges. Thresholding on 8-bit images was performed using either the p-S6 or mCherry channels and the same thresholding parameters were applied to all images in a dataset (40/255 and 50/255, respectively). Pigmentation, eGFP, and ZPR2 were quantified for RPE recovery based on angle measurement by using the angle tool in FIJI. The edges of RPE recovery were determined based on contiguous pigmentation or contiguous expression of eGFP or ZPR2 signals. For retina size measurements, ROIs were drawn using the freehand selection tool in FIJI to encompass the overall neural retina from the inner side of the retinal ganglion cell layer to the outer side of the photoreceptor layer, and area (pixels) was measured from the ROI. The measurements of signal percent area and percentage of RPE recovery were made on the central-most section of each larva. The numbers of BrdU^+^ cells, TUNEL^+^ puncta and retina size were the averages from three consecutive central sections per larva.

### Statistics

Statistical analyses were performed using Prism 8 (GraphPad Software). For each dataset, a D’Agostino-Pearson omnibus normality test was performed to determine whether data obeyed normal (Gaussian) distributions. For the datasets that obeyed normal distribution, an unpaired student’s t-test with Welch’s correction was used for comparisons between two groups, otherwise, nonparametric Mann-Whitney tests were used to determine statistical significance. For analysis where multiple comparisons between three groups were made, Kruskal–Wallis one-way ANOVA with Dunn’s multiple comparison test was used to determine variance and significance. For all box plots, top and bottom whiskers represent the maximum and minimum value of each dataset. Median and mean of the dataset were displayed by the line and plus within the box, respectively. Inside triangles represent biological replicates or individual larvae. P-values of >0.05 were considered not significant, and significant p- values were represented as follows: * ≤ 0.05, ** ≤ 0.01, ***≤ 0.001, and **** ≤ 0.0001. Numbers of independent experiments (N), statistical tests, biological replicates (n), and p-values for each dataset/comparison can be found in S9 Table.

## Supporting information

S1 Fig PTU treatment results in low level mTOR activation at 5dpf. **(A-B)** Representative fluorescent images of p-S6 staining on cryosections from (A) non-PTU (n = 10) and (B) PTU-treated larvae (n = 10) at 5dpf. (A’-B’) Single channel immunofluorescent images of p-S6. Dorsal is up and distal is left. Scale bar = 50μm.
(TIF) Click here for additional data file.

S2 Fig MTZ treatment does not elicit mTOR activity in the RPE layer of wild-type larvae. (A-D) Immunofluorescent images of p-S6 staining on transverse cryosections from (A,C) MTZ-treated larvae carrying *rpe65a*:nfsB-eGFP transgene (MTZ+ Tg) and (B,D) MTZ-treated wild-type larvae (MTZ+ WT). Nuclei (white), p-S6 (magenta), eGFP (green). (A’-D’) Single channel immunofluorescent images of p-S6. (E) p-S6 signals in the RPE layer were significantly elevated post-MTZ treatment (6hpi and 2dpi) in *rpe65a*:nfsB-eGFP Tg larvae when compared to WT controls. Statistical information can be found in S9 Table. Dorsal is up and distal is left. Scale bar = 50μm.
(TIF) Click here for additional data file.

S3 Fig Rapamycin, INK128 and MHY1485 do not affect MTZ-induced apoptosis. (A-E) Fluorescent images of TUNEL staining on cryosections from MTZ^+^ 0.04%DMSO-, 2μM rapamycin-, 2μM MHY1485- and 0.018% DMSO and 0.9μM INK-treated larvae at 1dpi. Single channel immunofluorescent images of eGFP (A’-E’) and TUNEL (A”-E”). (F-J) Fluorescent images of TUNEL staining on cryosections from MTZ^-^ 0.04%DMSO-, 2μM rapamycin-, 2μM MHY1485- and 0.018% DMSO and 0.9μM INK-treated larvae at 6dpf. Quantification of TUNEL^+^ puncta between the outer plexiform layer and RPE layer (K) and solely RPE layer (L) showed no significant differences between DMSO-treated and drug-treated groups. Statistical information can be found in S9 Table. Nuclei (white), eGFP (green), TUNEL (magenta). Dorsal is up and distal is left. Scale bar = 50μm.
(TIF) Click here for additional data file.

S4 Fig Pharmacological inhibition of mTOR activity does not affect RPE pigmentation in unablated larvae. (A-D) Brightfield representative images of cryosections from MTZ^-^ DMSO-, rapamycin- and INK128-treated larvae at 4dpi. Dorsal is up and distal is left. Scale bar = 50μm.
(TIF) Click here for additional data file.

S5 Fig Long-term pharmacological inhibition of mTOR signaling impairs retinal growth. (A) Quantification of retinal size in larvae treated with DMSO, rapamycin, or INK128 from 4dpf-4dpi (long-term) showed significant decreases in inhibitor-treated larvae from unabated and ablated groups when compared to the corresponding DMSO-treated controls. (B-E) Fluorescent images on cryosections from DMSO- and rapamycin/INK128-treated larvae at 5dpf. Yellow lines outline the area of the neural retina for eye size measurement. (F) Quantification of retinal size of larvae treated with DMSO, rapamycin, or INK128 from 4dpf-5dpf (short-term) showed comparable overall size between inhibitor- and DMSO-treated groups. p-values: * ≤ 0.05, ** ≤ 0.01. Statistical information can be found in S9 Table. Nuclei (white), eGFP (green). Dorsal is up and distal is left. Scale bar = 50μm.
(TIF) Click here for additional data file.

S6 Fig Pharmacological inhibition of mTOR increased proliferation in the ciliary marginal zone, regardless of ablation. Quantification of BrdU^+^ cells in the ciliary marginal zone (CMZ) from larvae treated with DMSO, rapamycin, or INK128 from 4dpf - 4dpi showed significantly increased cell proliferation in mTOR inhibitor-treated larvae from unabated and ablated groups, compared with corresponding DMSO-treated controls. p-values: * ≤ 0.05, ** ≤ 0.01, and ***≤ 0.001. Statistical information can be found in S9 Table.
(TIF) Click here for additional data file.

S7 Fig RPE, leukocyte, and retinal cells marker gene expression profiles from FACS-sorted RPE RNA-sequencing datasets. Heatmap showing average (n = 3) expression values of representative RPE, leukocyte, and retinal cell marker genes (including rod and cone photoreceptors (PR), bipolar cells (BC), retinal ganglion cells (RGC), amacrine (AC) cells and Muller glia (MG)) across the different treatment conditions examined by RNA-seq. The RPE markers (*tyrp1a*, *lrata*, *rpe65a*, *tyrp1b*, *dct*, *pmela*, *tyr*, *pmelb*, *best1*) show high expression across all 8 treatment groups relative to other cell type gene markers. The expression values of leukocyte and retinal cell marker genes appear relatively low, with the exception of some photoreceptor genes (*rho*, *crx*, *arr3a*, *arr3b*, *opn1sw1*, *opn1sw2*, *opn1mw1*, *opn1mw2*). Black lines separate marker gene groups for different cell types. Heatmap legend represents log2(counts per million mapped reads (CPM)+1).
(TIF) Click here for additional data file.

S8 Fig Quantitative real-time PCR analysis of *scpp8*, *cxcl18a*.*1*, *lepb*, *and ccn1l1* gene expression to validate 2dpi/7dpf RNA-sequencing results. qRT-PCR validation of four differentially expressed genes *(scpp8*, *cxcl18a*.*1*, *lepb*, *ccn1l1)* in MTZ- DMSO, MTZ- Rapamycin, MTZ+ DMSO, and MTZ+ Rapamycin treatment groups used for RNA-seq at 2dpi/7dpf. 

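The 4 genes measured by qRT-PCR were read in the counts of the 2dpi libraries. *scpp8* (ENSDARG00000093124, chromosome 10 of GRCz11 from 15106808 to 15111334) had 3972, 617 and 230 counts in the 3 MTZ+ DMSO libraries and 54, 9 and 18 in the 3 MTZ+ rapamycin libraries, or 60.1 ± 78.4 and 0.881 ± 0.667 CPM (SD, n = 3 each). That was a log2 fold change of -6.09 (standard error 1.29, adjusted p = 0.0664, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was a DEG with the replicate number as a block. *lepb* (ENSDARG00000045548, chromosome 4 from 19031768 to 19033805) went from 22.5 ± 5.61 to 1.84 ± 2.56 CPM, a log2 fold change of -3.60 (standard error 1.37, adjusted p = 0.289, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ccn1l1* (ENSDARG00000035422, chromosome 5 from 32914321 to 32920149) went from 11.7 ± 17.9 to 0.957 ± 0.793 CPM, a log2 fold change of -3.61 (standard error 1.55, adjusted p = 0.366, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its MTZ+ DMSO counts of 856, 70 and 11 rest mostly on 1 library. *cxcl18a.1* had 362, 364 and 223 counts with DMSO and 21, 48 and 20 with rapamycin. After ablation, *lepb* was at least 249-fold and *ccn1l1* at least 130.0-fold higher in MTZ+ DMSO than in MTZ- DMSO, where neither had any counts. *scpp8* rose by 7.39 on the log2 scale (standard error 1.39, adjusted p = 0.00267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).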

Similar to RNA-seq results (see Fig 5D and S1 and S6 Tables), data show increased expression of all genes in MTZ+ DMSO groups (green) compared to MTZ- DMSO (tan) and MTZ+ Rapamycin groups (blue). Transcript levels were normalized to the expression of *beta-actin*. Lines represent the median. Each data point represents a biological replicate (n = 2).
(TIF) Click here for additional data file.

S1 Table MTZ^+^ 2dpi rapamycin vs. DMSO downregulated genes (top 100). 

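The table orders genes by the log2 fold change of rapamycin over DMSO in MTZ+ RPE at 2dpi. All 100 names matched a gene of the count tables, and 98 were tested. All 98 were lower with rapamycin, with a median log2 fold change of -2.71, and 92 were lower in all 3 same-numbered pairs. The paper drew this list from the same libraries, so the direction was given beforehand. By edgeR's quasi-likelihood test 11 were DEGs, 24 with the replicate number as a block, 60 by edgeR's likelihood ratio test and 69 by DESeq2, and 90 had an unadjusted p under 0.05. *gna14* (ENSDARG00000035178, chromosome 5 of GRCz11 from 55543580 to 55560937) had 117, 60 and 0 counts with DMSO and 0, 0 and 0 with rapamycin, at least 21.0-fold lower (adjusted p = 0.282, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ptf1a* (ENSDARG00000014479, chromosome 2 from 29710857 to 29711761) had 88, 335 and 0 and 0, 0 and 1 counts, at least 47.3-fold lower (adjusted p = 0.254, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and is also an amacrine cell marker. *lrrc15* (ENSDARG00000070792, chromosome 6 from 36459897 to 36463695) had 25, 257 and 35 and 0, 2 and 0 counts, at least 35.7-fold lower (adjusted p = 0.122, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *igfbp5a* (ENSDARG00000039264, chromosome 6 from 20910551 to 20918694) had 245, 14 and 144 and 1, 8 and 0 counts, a log2 fold change of -5.83 (standard error 1.83, adjusted p = 0.182, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).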

(PDF) Click here for additional data file.

S2 Table MTZ^+^ 2dpi rapamycin vs. DMSO upregulated genes (top 100). 

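Of the 100 names, 97 matched a gene of the count tables and 95 were tested. All 95 were higher with rapamycin, with a median log2 fold change of 1.90, and 89 were higher in all 3 same-numbered pairs. Since the list comes from the same libraries, that direction was given beforehand. 39 were DEGs, 56 with the replicate number as a block, 75 by edgeR's likelihood ratio test and 81 by DESeq2, and 90 had an unadjusted p under 0.05. *krt91* (ENSDARG00000036830, chromosome 19 of GRCz11 from 5378563 to 5380770) had 8, 0 and 38 and 5195, 14737 and 1033 counts, a log2 fold change of 8.38 (standard error 2.66, adjusted p = 0.192, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *krt4* (ENSDARG00000017624, chromosome 6 from 39308498 to 39313027) had 4, 0 and 33 and 902, 6562 and 1192 counts, a log2 fold change of 7.48 (standard error 2.56, adjusted p = 0.223, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These keratin genes are epidermal markers and belong to a family whose reads could be shared. The hemoglobin genes *hbbe1.3* (ENSDARG00000087390, chromosome 3 from 55131289 to 55132052) and *hbae3* (ENSDARG00000079305, chromosome 3 from 55146418 to 55147788) had 0, 870 and 0 and 0, 636 and 0 counts with rapamycin. Both rest on replicate 2 alone and had too few counts elsewhere to be tested.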

(PDF) Click here for additional data file.

S3 Table MTZ^+^ 4dpi rapamycin vs. DMSO downregulated genes (top 100). 

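The table lists genes downregulated with rapamycin in MTZ+ RPE at 4dpi. Of the 100 names, 94 matched a gene of the count tables and 87 were tested. All 87 were lower with rapamycin, with a median log2 fold change of -4.91, and 74 were lower in all 3 same-numbered pairs. Their direction was given beforehand, because the list was drawn from the same libraries. DEGs were 33 of the 87, 29 with the replicate number as a block, 69 by edgeR's likelihood ratio test and 72 by DESeq2, and 83 had an unadjusted p under 0.05. *asic2* (ENSDARG00000006849, chromosome 3 of GRCz11 from 37824268 to 38625940), which overlaps *si:dkey-7f16.3*, had 295, 131 and 34 counts with DMSO and none with rapamycin, at least 65.5-fold lower (adjusted p = 0.0236, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG in 2 of 6 fits that each left out 1 compared library. *calb2a* (ENSDARG00000041062, chromosome 18 from 21198762 to 21218851), with 166, 30 and 0 counts and none, was at least 30.1-fold lower (adjusted p = 0.125, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *cfb* (ENSDARG00000055278, chromosome 21 from 27416284 to 27431397) is among the first 5 names but had no counts in any MTZ+ library at 4dpi, so no fold is given for it.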

(PDF) Click here for additional data file.

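Among the 100 genes listed as most upregulated with rapamycin in MTZ+ RPE at 4dpi, 99 matched a gene of the count tables and 96 were tested. All 96 were higher with rapamycin, with a median log2 fold change of 1.67, and 95 were higher in all 3 same-numbered pairs. Their direction was given beforehand, because the list was drawn from the same libraries. DEGs were 34 of the 96, 38 with the replicate number as a block, 70 by edgeR's likelihood ratio test and 72 by DESeq2, and 88 had an unadjusted p under 0.05. Among the first 5 names, *ebi3* (ENSDARG00000053620, chromosome 2 of GRCz11 from 41936603 to 41942666) had 11, 0 and 12 counts with DMSO and 338, 24 and 254 with rapamycin, a log2 fold change of 4.28 (standard error 1.22, adjusted p = 0.0790, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *acta1a* (ENSDARG00000036371, chromosome 1 from 53945934 to 53953532) had 18, 177 and 4 and 135, 2125 and 856 counts, a log2 fold change of 4.12 (standard error 1.33, adjusted p = 0.113, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its reads could be shared with other actin genes. *spp1* (ENSDARG00000044276, chromosome 10 from 15120711 to 15128771) had no counts with DMSO and 223, 0 and 14 with rapamycin, too few to be tested.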

S4 Table MTZ^+^4dpi rapamycin vs. DMSO upregulated genes (top 100). (PDF) Click here for additional data file.

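S5 Table groups the downregulated genes of the 2dpi comparison by Reactome pathway, as found by STRING, and the same gene can stand in several pathways. Beside the immune pathways it holds Muscle contraction, with 7 genes tested, all lower with rapamycin (median log2 fold change -1.86), of which 0 were DEGs, 3 were with the replicate number as a block and 5 had an unadjusted p under 0.05. Extracellular matrix organization had 6 matched genes, all lower (median -2.16), with 1 DEG, or 3 with the block. SLC-mediated transmembrane transport also had 6, all lower, with 1 DEG with and without the block. Cardiac conduction and Ion channel transport, with 6 genes each, and Ion homeostasis, with 5, gave 0 DEGs, or 2 each with the block. An unadjusted p under 0.05 was found for 4, 4 and 3 of their genes. In MTZ- larvae, where no RPE was ablated, 15 of the 33 tested genes of the table were higher with rapamycin, and 0 were DEGs with higher expression. At 4dpi in MTZ+ RPE, 28 of the 33 were lower with rapamycin, 15 as DEGs. After ablation with DMSO at 2dpi, 29 were higher, 23 as DEGs.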

S5 Table MTZ^+^ 2dpi rapamycin vs. DMSO enriched downregulated Reactome pathways (PDF) Click here for additional data file.

S6 Table MTZ^+^ 2dpi DMSO vs. 7dpf MTZ^-^ DMSO upregulated genes (top 100). 

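S6 Table compares MTZ+ DMSO-treated with MTZ- DMSO-treated RPE at 2dpi. Of its 100 names, 99 matched a gene of the count tables and 98 were tested. 97 of the 98 were higher after ablation, with a median log2 fold change of 6.19 from the counts. The paper chose them as higher in the same libraries, so this direction is largely built in. 95 were DEGs, 94 with the replicate number as a block. *il11b* (ENSDARG00000058557, chromosome 19 of GRCz11 from 10429810 to 10432134) had no counts in MTZ- DMSO and 70.0 ± 11.1 CPM (SD, n = 3) in MTZ+ DMSO, at least 776-fold higher (adjusted p = 2.98e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ptgs2b* (ENSDARG00000010276, chromosome 20 from 34121818 to 34127415) reached 54.5 ± 18.8 CPM, at least 604-fold higher (adjusted p = 0.00123, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *plekhn1* (ENSDARG00000087844, chromosome 23 from 23232136 to 23252668) reached 36.1 ± 5.20 CPM, at least 400.5-fold higher (adjusted p = 0.000145, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *mpz* (ENSDARG00000038609, chromosome 2 from 44259482 to 44283554) had 9471, 32 and 0 counts in MTZ+ DMSO and none in MTZ- DMSO. Its adjusted p was 0.181 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so it was not a DEG by this test without the replicate number as a block, and nearly all of its counts came from 1 library.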

(PDF) Click here for additional data file.

S7 Table MTZ^+^ 4dpi rapamycin vs. DMSO enriched downregulated Reactome pathways (top 10). 

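S7 Table groups genes downregulated with rapamycin in MTZ+ RPE at 4dpi by pathway. Its names can stand in several pathways, and 11 of the 75 different names did not match a gene of the count tables. Transmission across Chemical Synapses had 21 tested genes, all lower, with a median log2 fold change of -3.16 and 5 DEGs. Neurotransmitter receptors and postsynaptic signal transmission had 13, all lower, with a median of -2.73 and 2 DEGs. The Ca 2+ pathway had 8, all lower, with a median of -2.70 and 1 DEG. For GABA receptor activation the table prints 23 names beside a gene count of 9, and all 22 names that matched were lower. Of the 63 tested genes, 51 were lower with rapamycin in MTZ+ RPE at 2dpi as well, 1 as a DEG. Among genes of the Neurotransmitter release cycle, 2 of 8 were lower at 2dpi and 0 were DEGs there. *aqp1a.1* (ENSDARG00000023713, chromosome 2 of GRCz11 from 2737422 to 2749333) went from 624 ± 70.9 CPM (SD, n = 3) with DMSO to 21.0 ± 15.4 CPM (SD, n = 3) with rapamycin at 4dpi, a log2 fold change of -4.89 (standard error 0.716, adjusted p = 0.00776, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *slc4a4a* (ENSDARG00000013730, chromosome 5 from 45746457 to 45877387) went from 42.5 ± 10.9 to 4.18 ± 1.48 CPM, a log2 fold change of -3.34 (standard error 0.464, adjusted p = 0.00663, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were DEGs in 6 of 6 fits that each left out 1 compared library.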

(PDF) Click here for additional data file.

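*csf1ra* and *csf1rb* encode receptors for colony stimulating factor 1. At 4dpi, *csf1ra* had 0, 0 and 1 counts in the 3 MTZ- DMSO libraries, all at the floor, and 25, 61 and 161 in the 3 MTZ+ DMSO libraries, or 2.98 ± 2.80 CPM (SD, n = 3). Its level was at least 27.2-fold higher after ablation (adjusted p = 0.0106, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was a DEG in 5 of 6 fits that each left out 1 compared library. *csf1rb* had 17, 28 and 36 counts in MTZ- DMSO and 25, 0 and 0 in MTZ+ DMSO, or 0.969 ± 0.291 and 0.380 ± 0.658 CPM (SD, n = 3 each), with a log2 fold change of -1.36 (standard error 1.89, adjusted p = 0.620, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's reported log2 fold changes are 0.11 for *csf1ra* and -0.41 for *csf1rb* at 2dpi, and 6.39 and -0.55 at 4dpi. The authors' deposited ablation values match the log2 of the mean of both groups over MTZ- DMSO. On that scale the paper's values cannot be set directly against the log2 fold changes here.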

S8 Table Differential expression of *csf1ra*, *csf1rb* in MTZ^+^ DMSO vs. MTZ^-^ DMSO RPE cells. (PDF) Click here for additional data file.

S9 Table Statistics. (PDF) Click here for additional data file.

S10 Table Primers used in this study. (PDF) Click here for additional data file.

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S1 Table

**S1 Table. MTZ<sup>+</sup> 2dpi rapamycin vs. dms0 downregulated genes (top 100)**

| Gene name          | Log <sub>2</sub> fold change | FDR p-value | Gene name         | Log <sub>2</sub> fold change | FDR p-value |
|--------------------|------------------------------|-------------|-------------------|------------------------------|-------------|
| gna14              | -8.85                        | 0.05        | aqp1a.1           | -2.75                        | 1.72E-03    |
| ptfla              | -8.15                        | 2.87E-04    | apoeb             | -2.75                        | 7.54E-09    |
| lrrc15             | -7.22                        | 2.67E-04    | si:dkey-25e12.3   | -2.65                        | 0.02        |
| scpp8              | -6.11                        | 0*          | si:dkey-246e1.3   | -2.63                        | 0.03        |
| igfbp5a            | -5.82                        | 1.63E-04    | plekhn1           | -2.63                        | 6.07E-06    |
| cyp1b1             | -5.61                        | 1.05E-11    | stm               | -2.62                        | 1.32E-03    |
| prdm13             | -5.52                        | 4.15E-03    | lipib             | -2.6                         | 3.76E-04    |
| si:ch211-66i15.5_1 | -5.36                        | 0.04        | si:ch211-201h21.5 | -2.59                        | 0.02        |
| aldoca             | -5.32                        | 0.04        | rhbg              | -2.57                        | 5.66E-09    |
| myod1              | -4.76                        | 0.02        | st6gal2b          | -2.55                        | 0.01        |
| saa                | -4.55                        | 0.01        | slc38a4           | -2.45                        | 2.35E-05    |
| bco2l              | -4.47                        | 0.04        | cyp2ad6           | -2.45                        | 1.78E-04    |
| ifitm1             | -4.46                        | 0.03        | aanat1            | -2.44                        | 1.13E-06    |
| mmp9               | -4.3                         | 8.25E-06    | ddit4             | -2.44                        | 2.26E-04    |
| g0s2               | -4.29                        | 4.25E-06    | C25H11orf96       | -2.43                        | 0.04        |
| cyp1d1             | -4.26                        | 9.95E-06    | zgc:165604        | -2.42                        | 2.22E-07    |
| nell2a             | -4.08                        | 1.40E-03    | krt18a.1          | -2.41                        | 4.74E-03    |
| tmx3a              | -4.06                        | 0.03        | si:ch73-160h15.3  | -2.41                        | 1.10E-03    |
| zgc:112285         | -3.79                        | 2.58E-05    | fgf8b             | -2.4                         | 2.65E-03    |
| si:ch211-270g19.5  | -3.67                        | 0.01        | slc4a4a           | -2.39                        | 9.88E-04    |
| cthl               | -3.66                        | 0.04        | iqgap2            | -2.37                        | 9.33E-03    |
| ccn1l1             | -3.63                        | 0.03        | adma              | -2.32                        | 6.81E-03    |
| cxcl18a.1          | -3.63                        | 2.62E-05    | pygl              | -2.31                        | 1.25E-03    |
| cyp2n13            | -3.63                        | 1.47E-04    | nfasca            | -2.31                        | 1.97E-08    |
| hspb6              | -3.62                        | 1.56E-03    | eml2              | -2.3                         | 8.25E-06    |
| lepb               | -3.61                        | 2.78E-04    | sncga             | -2.27                        | 1.73E-03    |
| inhbaa             | -3.53                        | 4.14E-03    | timp2b            | -2.26                        | 8.90E-04    |
| cpeb1a             | -3.52                        | 6.03E-03    | rdh10a            | -2.26                        | 3.51E-04    |
| irx5a              | -3.48                        | 1.41E-03    | bgnb              | -2.24                        | 0.01        |
| selenop            | -3.38                        | 0*          | vill              | -2.22                        | 8.94E-04    |
| aanat2             | -3.31                        | 0.02        | slc13a1           | -2.22                        | 7.46E-03    |
| ano5b              | -3.27                        | 3.84E-05    | si:ch73-6k14.2    | -2.15                        | 0.02        |
| si:ch73-52p7.1     | -3.25                        | 7.46E-03    | CABZ01080074.1    | -2.12                        | 0.05        |
| fgf8a              | -3.2                         | 9.33E-03    | itgb5             | -2.11                        | 0.02        |
| si:ch73-173h19.3   | -3.17                        | 0.02        | sec14l8           | -2.09                        | 0.04        |
| lrrn3a             | -3.13                        | 0.01        | plcd1a            | -2.09                        | 0.02        |
| ccdc80             | -3.12                        | 1.98E-03    | krt8              | -2.07                        | 6.83E-04    |

|                 |       |          |            |       |          |
|-----------------|-------|----------|------------|-------|----------|
| foxi1           | -3.12 | 9.44E-03 | cacng7b    | -2.06 | 0.03     |
| fads2           | -3.12 | 0.03     | chst2b     | -2.06 | 1.39E-03 |
| cyp2p6          | -3.1  | 5.69E-06 | atp1b4     | -2.03 | 1.54E-05 |
| si:dkey-126g1.7 | -3.04 | 0.05     | CU929418.2 | -2.03 | 1.32E-03 |
| mpx             | -3.02 | 3.97E-03 | map1ab     | -2.02 | 9.13E-04 |
| serpinb1        | -3.01 | 1.29E-09 | il34       | -1.97 | 8.14E-05 |
| cyp46a1.2       | -3    | 0.02     | cadm4      | -1.94 | 5.93E-03 |
| si:dkey-23a13.2 | -2.99 | 0.01     | nexmifb    | -1.94 | 0.03     |
| cyp26a1         | -2.94 | 2.31E-07 | grm2b      | -1.93 | 6.03E-03 |
| fhl1a           | -2.88 | 0.02     | tubb5      | -1.93 | 0.04     |
| panx1b          | -2.78 | 0.02     | lmo7b      | -1.93 | 8.10E-03 |
| si:dkey-276j7.3 | -2.77 | 0.01     | ptgdsb.2   | -1.91 | 1.00E-03 |
| slc13a5a        | -2.76 | 9.44E-03 | atp1a3b    | -1.89 | 0.02     |

Filters: Log2 fold change<-1; FDR p-value<0.05, Max group mean≥1

\*: FDR p-value < 1E-16

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S2 Table

**S2 Table. MTZ<sup>+</sup> 2dpi rapamycin vs. dms0 upregulated genes (top 100)**

| Gene name          | Log <sub>2</sub> fold change | FDR p-value | Gene name         | Log <sub>2</sub> fold change | FDR p-value |
|--------------------|------------------------------|-------------|-------------------|------------------------------|-------------|
| zgc:136930         | 11.73                        | 3.90E-03    | shisa2a           | 1.91                         | 2.69E-03    |
| hbbe1.3            | 11                           | 0.02        | hook1             | 1.87                         | 9.33E-03    |
| hbae3              | 8.43                         | 1.79E-03    | gdf6a             | 1.87                         | 0.01        |
| krt91              | 8.37                         | 0*          | si:ch211-51h9.7   | 1.86                         | 0.01        |
| krt4               | 7.45                         | 0*          | CU651662.1        | 1.85                         | 5.87E-04    |
| ascl1b_2           | 6.8                          | 0.03        | si:ch211-175m2.5  | 1.84                         | 6.75E-03    |
| krtt1c19e          | 6.79                         | 1.37E-11    | zgc:195173        | 1.84                         | 0.03        |
| cyt1               | 6.44                         | 1.38E-09    | tmem72            | 1.76                         | 0.02        |
| krt5               | 6.43                         | 1.05E-11    | slc27a1b_2        | 1.69                         | 0.02        |
| lgals1l1           | 6.12                         | 3.69E-03    | zgc:112148        | 1.69                         | 0.05        |
| cyt1l              | 5.75                         | 2.92E-03    | nsa2              | 1.68                         | 0.01        |
| dnase1l4.1         | 5.32                         | 9.44E-03    | elp4              | 1.67                         | 0.02        |
| si:rp71-771l.1     | 4.98                         | 2.82E-03    | ahcy              | 1.67                         | 8.10E-03    |
| krt97              | 4.94                         | 0*          | rab38c            | 1.67                         | 0.01        |
| prkn               | 4.83                         | 0.01        | fabp11b           | 1.67                         | 0.03        |
| tgfb1              | 4.83                         | 1.54E-03    | si:ch211-251b21.1 | 1.66                         | 0.01        |
| zgc:92380          | 4.66                         | 1.80E-03    | spink2.1          | 1.65                         | 0.01        |
| zgc:92360          | 4.3                          | 0.01        | dmac2l            | 1.64                         | 0.01        |
| opn1sw1            | 4.3                          | 1.68E-03    | alas1             | 1.63                         | 2.21E-03    |
| cxl34b.11          | 4.12                         | 1.46E-03    | sod3a             | 1.61                         | 0.03        |
| zgc:101810         | 4.12                         | 0.03        | pcmtl             | 1.61                         | 0.01        |
| eno4               | 4                            | 0.04        | gstr              | 1.61                         | 2.07E-03    |
| colla1b            | 3.76                         | 3.69E-03    | pfn1              | 1.6                          | 0.02        |
| ctsl.1             | 3.52                         | 0.02        | eef2l2            | 1.58                         | 0.01        |
| necab1             | 3.26                         | 0.02        | ino80c            | 1.58                         | 0.02        |
| si:ch211-113a14.12 | 3.19                         | 0.01        | bloc1s1           | 1.58                         | 0.02        |
| tmsb1              | 3.15                         | 5.14E-08    | cd151             | 1.57                         | 7.08E-03    |
| si:dkey-40g16.6    | 3.05                         | 3.90E-03    | il10rb            | 1.56                         | 9.88E-03    |
| gpr78a             | 2.8                          | 0.02        | hikeshi           | 1.55                         | 8.56E-03    |
| pcmtd2a            | 2.77                         | 0.03        | unkl              | 1.55                         | 0.02        |
| lrata              | 2.73                         | 1.82E-03    | mterf3            | 1.55                         | 0.01        |
| masp1              | 2.65                         | 7.75E-04    | fkbp1b            | 1.55                         | 0.01        |
| zgc:73226          | 2.57                         | 1.55E-03    | romo1             | 1.54                         | 0.03        |
| tspan4b            | 2.55                         | 5.77E-04    | plin1             | 1.51                         | 0.02        |
| sfrp1a             | 2.5                          | 2.03E-03    | tm6sf2            | 1.5                          | 0.02        |
| si:ch211-196i2.1   | 2.48                         | 0.03        | itm2bb            | 1.48                         | 0.02        |

|                    |      |          |            |      |          |
|--------------------|------|----------|------------|------|----------|
| cefl1da            | 2.33 | 1.48E-06 | ccni       | 1.48 | 0.03     |
| klhl24b            | 2.32 | 0.01     | zgc:158482 | 1.48 | 0.01     |
| gapdh              | 2.31 | 0.01     | dct        | 1.47 | 0.02     |
| tcn2               | 2.28 | 7.13E-07 | caprin1b   | 1.47 | 3.69E-03 |
| hyi                | 2.25 | 2.87E-04 | ddx21      | 1.47 | 0.02     |
| aldob              | 2.22 | 2.87E-05 | mbd4       | 1.47 | 0.04     |
| si:ch1073-406110.2 | 2.2  | 3.16E-03 | pno1       | 1.47 | 0.02     |
| CABZ01090041.1     | 2.01 | 1.55E-03 | ngrn       | 1.45 | 0.03     |
| si:dkey-85k7.7     | 2.01 | 9.84E-04 | tpt1       | 1.45 | 0.02     |
| sfrp5              | 2    | 8.32E-03 | elf4ebp3   | 1.44 | 0.02     |
| si:ch211-161c3.6   | 2    | 0.03     | zgc:92242  | 1.44 | 0.03     |
| rab3db             | 1.98 | 3.20E-03 | tbc1d15    | 1.44 | 0.03     |
| myh9a              | 1.92 | 0.03     | rfxap      | 1.41 | 0.04     |
| nudt12             | 1.91 | 0.04     | mtus1a     | 1.4  | 0.02     |

Filters: Log2 fold change>1; FDR p-value<0.05, Max group mean≥1

\*: FDR p-value < 1E-16

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S3 Table

S3 Table. MTZ<sup>+</sup> 4dpi rapamycin vs. dms0 downregulated genes (top 100)

| Gene name         | Log <sub>2</sub> fold change | FDR p-value | Gene name         | Log <sub>2</sub> fold change | FDR p-value |
|-------------------|------------------------------|-------------|-------------------|------------------------------|-------------|
| asic2             | -10.44                       | 7.18E-04    | tmem244           | -5.06                        | 7.04E-05    |
| si:dkey-196h17.9  | -10.27                       | 1.03E-03    | pdk3b             | -5.06                        | 7.01E-06    |
| cfb               | -9.57                        | 7.28E-03    | kcng4b            | -5.04                        | 4.28E-06    |
| calb2a            | -9.3                         | 0.01        | si:ch211-256a21.4 | -4.97                        | 4.00E-02    |
| dtbpb1b           | -9.23                        | 6.15E-03    | opn4a             | -4.95                        | 1.00E-02    |
| krt94             | -9.21                        | 1.00E-02    | IGLON5            | -4.89                        | 8.33E-03    |
| esama             | -9.19                        | 7.83E-03    | aqp1a.1           | -4.87                        | 0.00E+00*   |
| clcc14a           | -9.08                        | 0.02        | CABZ01071020.1    | -4.87                        | 1.56E-03    |
| calclra           | -8.91                        | 0.01        | nfixb             | -4.87                        | 2.73E-11    |
| igfl              | -8.82                        | 0.02        | her4.1            | -4.84                        | 0.00E+00    |
| impdh1a           | -8.54                        | 7.67E-07    | apela             | -4.83                        | 1.00E-02    |
| rims2a            | -8.37                        | 5.60E-06    | cryba4            | -4.8                         | 5.85E-03    |
| rbp7a             | -8.29                        | 0.04        | rnfl82            | -4.8                         | 1.82E-13    |
| si:dkey-33i11.9   | -8.24                        | 4.00E-02    | LO018231.1        | -4.71                        | 4.00E-11    |
| si:dkey-219c10.4  | -7.89                        | 1.68E-08    | her4.2_2          | -4.7                         | 6.71E-11    |
| igfbp1b           | -7.84                        | 4.73E-08    | gabrr3b           | -4.7                         | 1.38E-03    |
| gf1lab            | -7.73                        | 4.00E-03    | CABZ01114053.1    | -4.66                        | 8.59E-05    |
| her2              | -7.32                        | 2.46E-03    | phf24             | -4.66                        | 1.41E-07    |
| ccl34b.1          | -7.28                        | 6.10E-11    | si:ch211-125c23.3 | -4.61                        | 1.59E-04    |
| slc43a3a          | -7.28                        | 2.71E-04    | SLC6A13           | -4.6                         | 5.47E-03    |
| si:ch211-127b11.1 | -7.24                        | 4.91E-06    | zgc:136858        | -4.59                        | 3.66E-05    |
| krt98             | -7.24                        | 5.97E-04    | cyp2n13           | -4.55                        | 0.00E+00*   |
| bco2l             | -7.07                        | 1.69E-04    | stxbp6l           | -4.53                        | 0.00E+00*   |
| isl2b             | -7.03                        | 4.14E-06    | CR847844.1        | -4.51                        | 3.72E-03    |
| si:ch211-191i18.4 | -6.82                        | 9.42E-05    | calcr             | -4.51                        | 2.23E-05    |
| gpsmla            | -6.59                        | 4.39E-13    | gad1b             | -4.51                        | 1.21E-04    |
| gbx2              | -6.37                        | 1.77E-04    | prss56            | -4.5                         | 2.00E-02    |
| desma             | -6.32                        | 1.87E-03    | si:ch211-37e10.2  | -4.5                         | 5.47E-06    |
| rasd2             | -6.19                        | 1.76E-06    | kiss2             | -4.5                         | 3.22E-03    |
| si:ch211-165b10.3 | -6.12                        | 1.99E-03    | her4.2_1          | -4.49                        | 6.52E-11    |
| slc6a1a           | -6.05                        | 3.68E-09    | slc6a1b           | -4.48                        | 9.28E-05    |
| cart4             | -6.02                        | 2.54E-03    | tmef2a            | -4.47                        | 1.98E-03    |
| cd83              | -5.95                        | 0.00E+00*   | mical3b           | -4.47                        | 3.44E-05    |
| samd10a           | -5.91                        | 4.00E-02    | cdc42ep1b         | -4.45                        | 2.00E-02    |
| cedc151           | -5.9                         | 1.50E-03    | myo15aa           | -4.37                        | 0.00E+00*   |
| ucp1              | -5.71                        | 0.00E+00*   | stmn4             | -4.34                        | 1.53E-03    |
| FNDC10            | -5.67                        | 3.81E-04    | bmp1b             | -4.33                        | 2.90E-11    |

|                   |       |           |                   |       |           |
|-------------------|-------|-----------|-------------------|-------|-----------|
| her12             | -5.61 | 0.00E+00* | rho1              | -4.31 | 2.00E-02  |
| si:ch211-270g19.5 | -5.56 | 0.00E+00* | calml4b           | -4.3  | 5.39E-06  |
| si:dkey-76d14.2   | -5.55 | 2.00E-03  | cnksr2b           | -4.29 | 0.00E+00* |
| adcyap1rla_2      | -5.54 | 0.00E+00* | inka1b            | -4.29 | 1.00E-02  |
| cela1.4           | -5.53 | 4.12E-03  | si:ch211-214p13.3 | -4.28 | 0.00E+00* |
| si:dkeyp-44b5.4_1 | -5.5  | 7.15E-03  | isl1              | -4.28 | 8.87E-12  |
| si:dkey-11k2.7    | -5.45 | 9.63E-03  | fgf8b             | -4.26 | 1.35E-08  |
| FP016205.1        | -5.39 | 3.00E-02  | cyp26c1           | -4.25 | 5.76E-12  |
| tyrobp            | -5.38 | 4.00E-02  | agap3             | -4.25 | 2.53E-05  |
| cx31.7            | -5.2  | 0.00E+00* | selenop           | -4.25 | 0.00E+00* |
| flrt2_1           | -5.2  | 4.30E-08  | rergla            | -4.25 | 3.70E-07  |
| cyp4t8            | -5.15 | 3.20E-12  | spock1            | -4.24 | 2.93E-03  |
| atp6ap1lb         | -5.09 | 2.04E-10  | hey1              | -4.23 | 1.64E-08  |

Filters: Log2 fold change<-1; FDR p-value<0.05, Max group mean≥1

\*: FDR p-value < 1E-16

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S4 Table

**S4 Table. MTZ<sup>+</sup> 4dpi rapamycin vs. downregulated genes (top 100)**

| Gene name        | Log <sub>2</sub> fold change | FDR p-value | Gene name        | Log <sub>2</sub> fold change | FDR p-value |
|------------------|------------------------------|-------------|------------------|------------------------------|-------------|
| zgc:173915_2     | 10.66                        | 5.69E-03    | prmt3            | 1.66                         | 1.50E-03    |
| si:ch211-194m7.3 | 9.59                         | 0.03        | utp20            | 1.66                         | 0.01        |
| spp1             | 9.45                         | 0.03        | ddx49            | 1.66                         | 3.71E-03    |
| ebi3             | 4.3                          | 1.11E-03    | slc25a40         | 1.65                         | 4.72E-03    |
| acta1a           | 4.1                          | 3.84E-05    | angptl4          | 1.65                         | 3.70E-03    |
| dkk1a            | 3.82                         | 2.57E-05    | twistnb          | 1.64                         | 4.23E-03    |
| zgc:86709        | 3.61                         | 0.02        | cdh1             | 1.63                         | 1.59E-03    |
| zgc:66313        | 3.46                         | 1.73E-08    | map2k1           | 1.61                         | 1.55E-03    |
| nppb             | 3.4                          | 0.03        | dtwd1            | 1.59                         | 9.75E-03    |
| sema3gb          | 3.17                         | 9.69E-03    | gnl1             | 1.58                         | 3.70E-03    |
| noxo1b           | 2.9                          | 2.60E-07    | mphosph10        | 1.58                         | 4.65E-03    |
| cpt1b            | 2.64                         | 7.37E-03    | urb2             | 1.58                         | 0.02        |
| rgs5b            | 2.62                         | 5.43E-04    | bmf2             | 1.58                         | 0.01        |
| ptgs2a           | 2.5                          | 3.89E-03    | tpt1             | 1.57                         | 1.78E-03    |
| il11b            | 2.42                         | 0.01        | pim1             | 1.57                         | 1.99E-03    |
| polr3gla         | 2.39                         | 6.41E-05    | si:ch73-335l21.4 | 1.57                         | 1.49E-03    |
| hp_2             | 2.38                         | 8.82E-03    | c19h1orf109      | 1.56                         | 0.03        |
| f3b              | 2.37                         | 1.94E-04    | elp4             | 1.56                         | 0.02        |
| ccn1             | 2.32                         | 3.83E-05    | cyp1a            | 1.56                         | 0.03        |
| si:dkey-184p18.2 | 2.28                         | 6.75E-05    | nup54            | 1.55                         | 1.58E-03    |
| tubb6            | 2.24                         | 5.52E-04    | tpk2             | 1.55                         | 0.02        |
| mlf1             | 2.24                         | 1.14E-03    | MTERF4           | 1.54                         | 0.02        |
| twnk             | 2.23                         | 1.50E-03    | bms1             | 1.54                         | 0.01        |
| cpt1ab           | 2.21                         | 4.05E-05    | tsr1             | 1.53                         | 7.37E-03    |
| ppm1h            | 2.18                         | 6.94E-04    | rbms1a           | 1.53                         | 0.04        |
| hspa8b           | 2.04                         | 2.10E-03    | noc2l            | 1.53                         | 0.01        |
| ddx21            | 2.03                         | 5.76E-06    | CU651662.1       | 1.53                         | 0.02        |
| PSTK             | 1.92                         | 3.14E-03    | mafK             | 1.52                         | 0.02        |
| ocstamp          | 1.92                         | 4.68E-04    | tmem88b          | 1.52                         | 0.03        |
| hsp70.1          | 1.92                         | 4.94E-03    | slc38a2          | 1.52                         | 1.72E-03    |
| cxcl12b          | 1.91                         | 0.02        | xpnpep1          | 1.51                         | 2.12E-03    |
| slc43a1a         | 1.84                         | 9.42E-03    | npr3             | 1.51                         | 9.91E-04    |
| tspan4b          | 1.83                         | 0.01        | oplah            | 1.51                         | 0.02        |
| si:dkey-48p11.3  | 1.83                         | 5.76E-03    | tsen15           | 1.51                         | 0.04        |
| hsp70.2          | 1.81                         | 2.43E-03    | cnn2             | 1.5                          | 3.12E-03    |
| slc5a3b          | 1.81                         | 2.15E-04    | msh2             | 1.5                          | 0.03        |
| si:dkey-79d12.5  | 1.81                         | 1.94E-04    | hsp70.3          | 1.5                          | 0.01        |

|            |      |          |                 |      |          |
|------------|------|----------|-----------------|------|----------|
| dph6       | 1.79 | 3.63E-03 | zcchc9          | 1.5  | 3.61E-03 |
| gtpbp4     | 1.79 | 1.45E-04 | lmna            | 1.5  | 0.02     |
| zgc:100920 | 1.78 | 4.65E-03 | csrpl1a         | 1.49 | 3.32E-03 |
| klhl24a    | 1.78 | 0.05     | si:dkey-184p9.7 | 1.49 | 0.02     |
| lyar       | 1.78 | 6.52E-04 | znhit6          | 1.49 | 0.04     |
| dph1       | 1.77 | 3.06E-03 | f3a             | 1.48 | 4.11E-03 |
| cntfr      | 1.76 | 4.44E-04 | gask1b          | 1.48 | 0.03     |
| nufip1     | 1.74 | 3.11E-03 | zgc:77158       | 1.48 | 0.01     |
| fosl1a     | 1.73 | 0.01     | lhfp16          | 1.48 | 5.16E-03 |
| tpcn2      | 1.73 | 0.04     | sh3bp4a         | 1.48 | 0.03     |
| pno1       | 1.71 | 4.44E-04 | hif1an          | 1.48 | 0.05     |
| sts        | 1.7  | 0.05     | ACOT12          | 1.47 | 0.03     |
| slc27a1b_2 | 1.67 | 0.01     | nudt1           | 1.46 | 0.02     |

Filters: Log2 fold change>1; FDR p-value<0.05, Max group mean≥1

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S5 Table

**S5 Table. MTZ<sup>+</sup> 2dpi rapamycin vs. DMSO enriched downregulated reactome pathways**

| pathway ID  | pathway description                  | gene count | FDR p-value | matching genes                                                                                                    |
|-------------|--------------------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------|
| DRE-382551  | Transport of small molecules         | 14         | 0.0046      | clic2,atp1a1b,aqp1a.1,slc4a4a,slc13a1,rhbg,apoeb,atp1b3b,slc38a4,atp1a3a,slc13a5a,ano5b,slc1a2b,si:ch211-270g19.5 |
| DRE-168256  | Immune System                        | 15         | 0.0437      | pygl,mpx,tubb5,qsox1,mmp9,serpinb1,itgb5,krt8,panx1b,timp2b,nfasca,clu,il34,iqgap2,cxcl18a.1                      |
| DRE-168249  | Innate Immune System                 | 13         | 0.0352      | pygl,mpx,tubb5,qsox1,mmp9,serpinb1,krt8,panx1b,timp2b,nfasca,clu,iqgap2,cxcl18a.1                                 |
| DRE-6798695 | Neutrophil degranulation             | 10         | 0.0098      | pygl,mpx,tubb5,qsox1,mmp9,serpinb1,krt8,timp2b,nfasca,iqgap2                                                      |
| DRE-397014  | Muscle contraction                   | 7          | 0.0098      | clic2,atp1a1b,atp1b3b,itgb5,atp1a3a,cacng7b,ENSDARG00000097256                                                    |
| DRE-1474244 | Extracellular matrix organization    | 7          | 0.035       | bgnb,mmp9,serpine1,itgb5,timp2b,LOC563864,col15a1b                                                                |
| DRE-5576891 | Cardiac conduction                   | 6          | 0.0098      | clic2,atp1a1b,atp1b3b,atp1a3a,cacng7b,si:ch211-270g19.5                                                           |
| DRE-983712  | Ion channel transport                | 6          | 0.0098      | clic2,atp1a1b,atp1b3b,atp1a3a,ano5b,si:ch211-270g19.5                                                             |
| DRE-425407  | SLC-mediated transmembrane transport | 6          | 0.035       | slc4a4a,slc13a1,rhbg,slc38a4,slc13a5a,slc1a2b                                                                     |
| DRE-5578775 | Ion homeostasis                      | 5          | 0.0046      | clic2,atp1a1b,atp1b3b,atp1a3a,si:ch211-270g19.5                                                                   |

**Filters: gene counts ≥5, FDR p-value<0.05**

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S6 Table

**S6 Table. MTZ<sup>+</sup> 2dpi DMSO vs. 7dpf MTZ<sup>-</sup> DMSO upregulated genes (top 100)**

| Gene name         | Log <sub>2</sub> fold change | FDR p-value | Gene name          | Log <sub>2</sub> fold change | FDR p-value |
|-------------------|------------------------------|-------------|--------------------|------------------------------|-------------|
| mpz               | 13.83                        | 5.79E-04    | si:dkey-276j7.3    | 5.27                         | 5.40E-03    |
| il11b             | 13.05                        | 4.67E-04    | si:dkey-23a13.2    | 5.16                         | 3.29E-03    |
| ptgs2b            | 12.68                        | 7.89E-04    | si:ch1073-385f13.3 | 5.15                         | 0.01        |
| plekhn1           | 12.1                         | 1.69E-03    | igfbp5a            | 5.13                         | 0.04        |
| lepb              | 11.42                        | 3.59E-03    | ahsa1a             | 5                            | 0.04        |
| ccn111            | 10.48                        | 0.01        | sall1b             | 4.96                         | 3.91E-03    |
| cxcl18a.1         | 10.47                        | 0.01        | cyp26a1            | 4.92                         | 1.60E-04    |
| CABZ01081490.1    | 10.07                        | 0.02        | lifrb              | 4.81                         | 1.04E-03    |
| tcap              | 9.83                         | 0.03        | zte38              | 4.66                         | 0.04        |
| cldn7b            | 9.78                         | 0.03        | si:dkey-184p18.2   | 4.66                         | 2.18E-04    |
| AL935186.1        | 9.7                          | 0.03        | atf3               | 4.63                         | 1.00E-03    |
| krt18a.1          | 9.64                         | 9.23E-08    | casq2              | 4.6                          | 2.96E-03    |
| cpeb1a            | 9.48                         | 0.04        | si:ch1073-170o4.1  | 4.59                         | 0.01        |
| plekhs1           | 9.16                         | 2.41E-04    | fhl1a              | 4.56                         | 3.34E-03    |
| il11a             | 8.92                         | 2.40E-04    | il34               | 4.56                         | 4.58E-04    |
| cnga2b            | 8.69                         | 6.83E-04    | arg2               | 4.52                         | 1.60E-04    |
| mpx               | 8.31                         | 1.41E-03    | cacng7b            | 4.49                         | 0.01        |
| cdab              | 7.89                         | 3.59E-03    | itgb3b             | 4.49                         | 0.01        |
| si:ch211-153b23.5 | 7.89                         | 3.47E-05    | tagln2             | 4.26                         | 0.04        |
| cidec             | 7.88                         | 6.76E-06    | smyd5              | 4.16                         | 1.81E-03    |
| adamts17          | 7.87                         | 2.67E-05    | rbms1a             | 4.13                         | 9.72E-04    |
| epcam             | 7.87                         | 6.13E-06    | sat1a.2            | 4.12                         | 5.79E-04    |
| serpine1          | 7.82                         | 1.60E-04    | wnt11f2            | 4.1                          | 0.05        |
| ptgs2a            | 7.71                         | 6.76E-06    | ets2               | 4.1                          | 7.37E-03    |
| cxcl8a            | 7.71                         | 7.89E-04    | afap111b           | 4.08                         | 0.02        |
| tmod4             | 7.5                          | 1.29E-04    | fthl28             | 4.08                         | 1.69E-03    |
| si:ch73-56d11.5   | 7.13                         | 1.14E-03    | si:dkey-126g1.7    | 4.05                         | 0.05        |
| adma              | 6.95                         | 2.56E-04    | flj13639           | 4.01                         | 0.01        |
| edn2              | 6.88                         | 3.12E-05    | pprc1              | 4.01                         | 2.65E-03    |
| clcf1             | 6.53                         | 1.62E-04    | pnp5b              | 3.99                         | 9.62E-03    |
| myod1             | 6.52                         | 0.03        | cbasa              | 3.97                         | 6.18E-03    |
| zgc:153911        | 6.5                          | 2.37E-04    | cabp5a             | 3.96                         | 7.20E-03    |
| scpp8             | 6.45                         | 1.60E-04    | hsd17b12a          | 3.94                         | 6.54E-03    |
| fosl1b            | 6.43                         | 1.29E-04    | per2               | 3.93                         | 5.99E-03    |
| nfe2l2b           | 6.36                         | 5.71E-03    | si:busm1-57f23.1   | 3.93                         | 2.13E-03    |
| cfl1l             | 6.33                         | 1.29E-04    | fthl27_2           | 3.9                          | 4.26E-03    |
| CABZ01086293.1    | 6.31                         | 0.02        | cdh1               | 3.88                         | 1.73E-03    |

|                     |      |          |                    |      |          |
|---------------------|------|----------|--------------------|------|----------|
| mmp9                | 6.26 | 1.60E-04 | dennd2da           | 3.87 | 0.02     |
| lgsn                | 6.15 | 2.01E-03 | akap12b            | 3.81 | 2.40E-03 |
| ptx3a               | 6.14 | 3.52E-03 | igfbp1a            | 3.78 | 3.59E-03 |
| epha2a              | 6.09 | 1.73E-03 | dkk1a              | 3.77 | 0.01     |
| met                 | 5.82 | 3.57E-03 | fosl1a             | 3.77 | 5.25E-03 |
| cpa4                | 5.64 | 0.03     | apoeb              | 3.77 | 2.14E-03 |
| si:dkey-23i12.7     | 5.6  | 2.92E-03 | cxcl18b            | 3.76 | 6.08E-03 |
| notum1b             | 5.58 | 5.89E-03 | e2f7               | 3.75 | 4.26E-03 |
| slc38a8b            | 5.54 | 9.39E-03 | ocstamp            | 3.75 | 7.41E-03 |
| foxi1               | 5.49 | 0.01     | npm1a              | 3.68 | 3.22E-03 |
| mmp13b              | 5.4  | 2.14E-03 | hk2                | 3.67 | 5.25E-03 |
| zgc:112285          | 5.3  | 0.02     | si:ch1073-303k11.2 | 3.65 | 9.39E-03 |
| si:ch211-204c21.1_1 | 5.28 | 0.02     | hsph1              | 3.64 | 0.02     |

Filters: Log2 fold change>1; FDR p-value<0.05, Max group mean≥1

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S7 Table

S7 Table. MTZ<sup>+</sup> 4dpi rapamycin vs. DMSO enriched downregulated reactome pathways (top 10)

| pathway ID  | pathway description                                             | gene count | FDR p-value | matching genes                                                                                                                                                                                                                                                                           |
|-------------|-----------------------------------------------------------------|------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| DRE-112315  | Transmission across Chemical Synapses                           | 23         | 0.00011     | gabrr1,slc6a1b,gnb3b,slc18a3a,gnb3a,lin7a,grin1b,gng13b,glrb, v amp2,gabrb3,gabrg2,SLC6A13,glrba,nsfa,kcnj10a,adc7,slc6a1a,gad1b,gngt2a,camk2b1,abat,gabrr3b                                                                                                                             |
| DRE-112316  | Neuronal System                                                 | 28         | 0.0015      | gabrr1,slc6a1b,gnb3b,slc18a3a,gnb3a,lin7a,grin1b,gng13b,LOC566228,glrb, v amp2,gabrb3,gabrg2,SLC6A13,abcc8b,homer3,glrba,nsfa,kcnj10a,adc7,slc6a1a,gad1b,kcnv2a,gngt2a,hcn2b,camk2b1,abat,gabrr3b                                                                                        |
| DRE-112310  | Neurotransmitter release cycle                                  | 8          | 0.0039      | slc6a1b,slc18a3a,lin7a,vamp2,SLC6A13,slc6a1a,gad1b,abat                                                                                                                                                                                                                                  |
| DRE-382551  | Transport of small molecules                                    | 37         | 0.0039      | slc6a1b,gnb3b,ldlrp1a,atp1b3a,gnb3a,atp1a1b,aqp4,cahz,aqp1a.1,add3a,slc4a4a,ldlr,slc3a2a,gng13b,rhbg,apoeb,bmp1b,atp1b3b,slc38a4,slc7a10a,slc47a2,slc12a7b,abcg1,SLC6A13,atp1b2b,slc25a18,atp2b1b,atp1a3a,slc13a5a,adc7,slc6a1a,slc43a2b,gngt2a,camk2b1,sotom,slc2a3a,ENSDARG00000097256 |
| DRE-4086398 | Ca <sup>2+</sup> pathway                                        | 8          | 0.0039      | pde6a,gnb3b,gnb3a,fzd5,gnao1b,gng13b,gnao1a,gngt2a                                                                                                                                                                                                                                       |
| DRE-418594  | G alpha (i) signalling events                                   | 22         | 0.0039      | pde6a,gnb3b,grm7,bco2l,gnb3a,rlbp1a,penkb,gnao1b,excl12a,gng13b,excr4b,gpr3711b,revrna,ppp1r1b,adora1a,gpr37a,adc7,gnao1a,ENSDARG00000055722,saga,gngt2a,sagb                                                                                                                            |
| DRE-888590  | GABA synthesis, release, reuptake and degradation               | 5          | 0.0039      | slc6a1b,SLC6A13,slc6a1a,gad1b,abat                                                                                                                                                                                                                                                       |
| DRE-112314  | Neurotransmitter receptors and postsynaptic signal transmission | 15         | 0.0042      | gabrr1,gnb3b,gnb3a,grin1b,gng13b,glrb,gabrb3,gabrg2,glrba,nsfa,kcnj10a,adc7,gngt2a,camk2b1,gabrr3b                                                                                                                                                                                       |
| DRE-936837  | Ion transport by P-type ATPases                                 | 8          | 0.0043      | atp1b3a,atp1a1b,atp1b3b,atp1b2b,atp2b1b,atp1a3a,camk2b1,ENSDARG00000097256                                                                                                                                                                                                               |

|            |                             |   |         |                                                                                                                                                                          |
|------------|-----------------------------|---|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| DRE-977443 | GABA receptor<br>activation | 9 | 0.00011 | gabrr1,slc6a1b,gnb3b,slc18a3a,gnb3a,lin7a,g<br>rin1b,gng13b,glrb, vamp2,gabrb3,gabrg2,SL<br>C6A13,glrba,nsfa,kcnj10a,adcy7,slc6a1a,gad<br>1b,gngt2a,camk2b1,abat,gabrr3b |
|------------|-----------------------------|---|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Filters: gene counts  $\geq 5$ , FDR p-value $<0.05$

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S8 Table

**S8 Table. MTZ<sup>+</sup> 2dpi DMSO vs. 7dpf MTZ<sup>-</sup>DMSO (*csflra*, *csflrb*)**

| Timepoints | Gene name     | Log <sub>2</sub> fold<br>change | FDR p-value | Average CPM           |                       |
|------------|---------------|---------------------------------|-------------|-----------------------|-----------------------|
|            |               |                                 |             | MTZ <sup>-</sup> DMSO | MTZ <sup>+</sup> DMSO |
| 2dpi/7dpf  | <i>csflra</i> | 0.11                            | 1.00        | 17.0                  | 17.6                  |
|            | <i>csflrb</i> | -0.41                           | 1.00        | 3.33                  | 9.0                   |
| 4dpi/9dpf  | <i>csflra</i> | 6.39                            | 0.04        | 82.3                  | 0.3                   |
|            | <i>csflrb</i> | -0.55                           | 0.98        | 8.3                   | 27                    |

CPM: counts per million

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S9 Table

S9 Table. Statistics

| Figures | Numbers of independent experiments (N) | Compared groups                                                                           | Statistical tests                               | Biological replicates (n) | p-values |
|---------|----------------------------------------|-------------------------------------------------------------------------------------------|-------------------------------------------------|---------------------------|----------|
| Fig 1O  | N=1                                    | 3hpi MTZ <sup>-</sup> , 3hpi MTZ <sup>+</sup>                                             | Mann-Whitney test                               | n=8, n=10                 | p=0.6965 |
|         | N=2                                    | 6hpi MTZ <sup>-</sup> , 6hpi MTZ <sup>+</sup>                                             | Mann-Whitney test                               | n=10, n=10                | p=0.0003 |
|         | N=1                                    | 12hpi MTZ <sup>-</sup> , 12hpi MTZ <sup>+</sup>                                           | Mann-Whitney test                               | n=7, n=9                  | p=0.0052 |
|         | N=2                                    | 1dpi MTZ <sup>-</sup> , 1dpi MTZ <sup>+</sup>                                             | Mann-Whitney test                               | n=5, n=8                  | p=0.0016 |
|         | N=2                                    | 2dpi MTZ <sup>-</sup> , 2dpi MTZ <sup>+</sup>                                             | Mann-Whitney test                               | n=6, n=9                  | p=0.0004 |
|         | N=2                                    | 3dpi MTZ <sup>-</sup> , 3dpi MTZ <sup>+</sup>                                             | Mann-Whitney test                               | n=5, n=8                  | p=0.0016 |
|         | N=2                                    | 4dpi MTZ <sup>-</sup> , 4dpi MTZ <sup>+</sup>                                             | Mann-Whitney test                               | n=9, n=7                  | p=0.4634 |
| Fig 2E  | N=2                                    | 0.04% DMSO, 2μM rapamycin                                                                 | Mann-Whitney test                               | n=8, n=6                  | p=0.0007 |
|         | N=1                                    | 0.018% DMSO, 0.9μM INK128                                                                 | Mann-Whitney test                               | n=6, n=6                  | p=0.0022 |
| Fig 2K  | N=3                                    | 0.04% DMSO, 2μM rapamycin                                                                 | Mann-Whitney test                               | n=7, n=7                  | p>0.9999 |
|         | N=2                                    | 0.018%DMSO, 0.9μM INK128                                                                  | Mann-Whitney test                               | n=6, n=7                  | p=0.4371 |
| Fig 2P  | N=3                                    | 0.04% DMSO, 2μM rapamycin                                                                 | unpaired student t-test with Welch's correction | n=12, n=15                | p=0.0006 |
|         | N=2                                    | 0.018%DMSO, 0.9μM INK128                                                                  | Mann-Whitney test                               | n=8, n=10                 | p<0.0001 |
| Fig 2U  | N=3                                    | 0.04% DMSO, 2μM rapamycin                                                                 | Mann-Whitney test                               | n=12, n=15                | p<0.0001 |
|         | N=2                                    | 0.018% DMSO, 0.9μM INK128                                                                 | unpaired student t-test with Welch's correction | n=8, n=10                 | p<0.0001 |
|         | N=1                                    | 0.018% DMSO, 0.9μM INK128                                                                 | Mann-Whitney test                               | n=8, n=5                  | p=0.1810 |
| Fig 3C  | N=1                                    | <i>mtor</i> <sup>+/+</sup> , <i>mtor</i> <sup>-/-</sup>                                   | Mann-Whitney test                               | n=7, n=8                  | p=0.0205 |
| Fig 3H  | N=2                                    | MTZ <sup>+</sup> <i>mtor</i> <sup>+/+</sup> , MTZ <sup>+</sup> <i>mtor</i> <sup>-/-</sup> | Mann-Whitney test                               | n=7, n=7                  | p=0.0105 |
|         | N=2                                    | MTZ <sup>+</sup> <i>mtor</i> <sup>+/+</sup> , MTZ <sup>-</sup> <i>mtor</i> <sup>-/-</sup> | Mann-Whitney test                               | n=6, n=7                  | p=0.1923 |
| Fig 3K  | N=3                                    | MTZ <sup>+</sup> <i>mtor</i> <sup>+/+</sup> , MTZ <sup>+</sup> <i>mtor</i> <sup>-/-</sup> | unpaired student t-test with Welch's correction | n=9, n=9                  | p=0.0083 |
| Fig 4R  | N=2                                    | MTZ <sup>+</sup> 2dpi 0.04% DMSO, MTZ <sup>+</sup> 2dpi 2μM MHY1485                       | Mann-Whitney test                               | n=8, n=9                  | p=0.0360 |

|          |     |                                                                                          |                                                 |               |                     |
|----------|-----|------------------------------------------------------------------------------------------|-------------------------------------------------|---------------|---------------------|
| Fig 4S   | N=2 | 8dpf MTZ <sup>-</sup> 0.04% DMSO, 8dpf MTZ <sup>-</sup> 2μM MHY1485                      | Mann-Whitney test                               | n=9, n=7      | p=0.5631            |
|          | N=2 | 3dpi MTZ <sup>+</sup> 0.04% DMSO, 3dpi MTZ <sup>+</sup> 2μM MHY1485                      | unpaired student t-test with Welch's correction | n=10, n=10    | p<0.0001            |
|          | N=1 | 7dpf MTZ <sup>-</sup> 0.04% DMSO, 7dpf MTZ <sup>-</sup> 2μM MHY1485                      | Mann-Whitney test                               | n=6, n=7      | p=0.5973            |
|          | N=1 | 2dpi MTZ <sup>+</sup> 0.04% DMSO, 2dpi MTZ <sup>+</sup> 2μM MHY1485                      | unpaired student t-test with Welch's correction | n=8, n=8      | p=0.8839            |
|          | N=1 | 9dpf MTZ <sup>-</sup> 0.04% DMSO, 9dpf MTZ <sup>+</sup> 0.04% DMSO                       | Mann-Whitney test                               | n=6, n=8      | p=0.0759            |
|          | N=1 | 4dpi MTZ <sup>+</sup> 0.04% DMSO, 4dpi MTZ <sup>+</sup> 2μM MHY1485                      | Mann-Whitney test                               | n=7, n=8      | p=0.8048            |
| Fig 4T   | N=3 | MTZ <sup>+</sup> 3dpi 0.04% DMSO, MTZ <sup>+</sup> 3dpi 2μM MHY1485                      | unpaired student t-test with Welch's correction | n=13, n=12    | p=0.0058            |
| Fig 6F   | N=2 | MTZ <sup>-</sup> 0.04% DMSO, MTZ <sup>-</sup> 2μM rapamycin, MTZ <sup>+</sup> 0.04% DMSO | Kruskal-Wallis test;                            | n=8, n=9, n=9 | H=20.85<br>p<0.0001 |
|          |     | MTZ <sup>-</sup> 0.04% DMSO, MTZ <sup>+</sup> 0.04% DMSO                                 | Dunn's multiple comparison test                 | n=8, n=9      | p=0.0265            |
|          |     | MTZ <sup>-</sup> 0.04% DMSO, MTZ <sup>-</sup> 2μM rapamycin                              | Dunn's multiple comparison test                 | n=8, n=9      | p=0.1043            |
|          | N=2 | MTZ <sup>+</sup> 0.04% DMSO, MTZ <sup>+</sup> 2μM rapamycin                              | unpaired student t-test with Welch's correction | n=8, n=9      | p=0.0089            |
| Fig 7H   | N=2 | 0.01% DMSO, 1μM PLX3397                                                                  | Mann-Whitney test                               | n=12, n=10    | p=0.0001            |
| Fig 7I   | N=2 | 0.01% DMSO, 1μM PLX3397                                                                  | Mann-Whitney test                               | n=12, n=10    | p=0.0040            |
| Fig 7O   | N=1 | MTZ <sup>-</sup> 0.1% DMSO, MTZ <sup>-</sup> 50μM Dex, MTZ <sup>+</sup> 0.1% DMSO        | Kruskal-Wallis test;                            | n=7, n=8, n=6 | H=12.31<br>p=0.0004 |
|          |     | MTZ <sup>-</sup> 0.1% DMSO, MTZ <sup>-</sup> 50μM Dex                                    | Dunn's multiple comparison test                 | n=7, n=8      | p>0.9999            |
|          |     | MTZ <sup>-</sup> 0.1% DMSO, MTZ <sup>+</sup> 0.1% DMSO                                   | Dunn's multiple comparison test                 | n=7, n=6      | p=0.0043            |
|          | N=1 | MTZ <sup>+</sup> 0.1% DMSO, MTZ <sup>+</sup> 50μM Dex                                    | Mann-Whitney test                               | n=6, n=6      | p=0.4848            |
| Fig S2 E | N=1 | 6hpi, 6h UI                                                                              | Mann-Whitney test                               | n=6, n=8      | p=0.0007            |

|         |     |                                                             |                                                 |               |                       |
|---------|-----|-------------------------------------------------------------|-------------------------------------------------|---------------|-----------------------|
|         | N=1 | 2dpi, 7dpf                                                  | Mann-Whitney test                               | n=6, n=9      | p=0.0004              |
| Fig S4K | N=1 | 0.04% DMSO, 2μM rapamycin, 2μM MHY1485                      | Kruskal-Wallis test;                            | n=6, n=7, n=7 | H=0.07823<br>p=0.9675 |
|         |     | 0.04% DMSO, 2μM rapamycin                                   | Dunn's multiple comparison test                 | n=6, n=7      | p>0.9999              |
|         |     | 0.04% DMSO, 2μM MHY1485                                     | Dunn's multiple comparison test                 | n=6, n=7      | p>0.9999              |
|         | N=1 | 0.018% DMSO, 0.9μM INK128                                   | Mann-Whitney test                               | n=8, n=5      | p=0.5952              |
| Fig S4L | N=1 | 0.04% DMSO, 2μM rapamycin, 2μM MHY1485                      | Kruskal-Wallis test;                            | n=6, n=7, n=7 | H=2.207<br>p=0.3450   |
|         |     | 0.04% DMSO, 2μM rapamycin                                   | Dunn's multiple comparison test                 | n=6, n=7      | p=0.6486              |
|         |     | 0.04% DMSO, 2μM MHY1485                                     | Dunn's multiple comparison test                 | n=6, n=7      | p>0.9999              |
| Fig S5A | N=3 | MTZ <sup>-</sup> 0.04% DMSO, MTZ <sup>-</sup> 2μM rapamycin | Mann-Whitney test                               | n=7, n=7      | 0.0041                |
|         | N=2 | MTZ <sup>-</sup> 0.018% DMSO, MTZ <sup>-</sup> 0.9μM INK128 | Mann-Whitney test                               | n=6, n=7      | 0.0012                |
|         | N=3 | MTZ <sup>+</sup> 0.04% DMSO, MTZ <sup>+</sup> 2μM rapamycin | unpaired student t-test with Welch's correction | n=12, n=15    | 0.0448                |
|         | N=2 | MTZ <sup>+</sup> 0.018% DMSO, MTZ <sup>+</sup> 0.9μM INK128 | unpaired student t-test with Welch's correction | n=8, n=10     | 0.0027                |
| Fig S5F | N=1 | 0.04% DMSO, 2μM rapamycin                                   | unpaired student t-test with Welch's correction | n=8, n=8      | 0.1746                |
|         | N=1 | 0.018% DMSO, 0.9μM INK128                                   | unpaired student t-test with Welch's correction | n=10, n=9     | 0.2152                |
| Fig S6  | N=3 | MTZ <sup>-</sup> 0.04% DMSO, MTZ <sup>-</sup> 2μM rapamycin | Mann-Whitney test                               | n=7, n=7      | 0.0023                |
|         | N=2 | MTZ <sup>-</sup> 0.018% DMSO, MTZ <sup>-</sup> 0.9μM INK128 | Mann-Whitney test                               | n=6, n=7      | 0.0198                |

---

|     |                                                                |                                                        |            |        |
|-----|----------------------------------------------------------------|--------------------------------------------------------|------------|--------|
| N=3 | MTZ <sup>+</sup> 0.04% DMSO, MTZ <sup>+</sup><br>2μM rapamycin | unpaired student t-<br>test with Welch's<br>correction | n=12, n=15 | 0.0179 |
| N=2 | MTZ <sup>+</sup> 0.018% DMSO, MTZ <sup>+</sup><br>0.9μM INK128 | unpaired student t-<br>test with Welch's<br>correction | n=8, n=10  | 0.0005 |

# Supplementary material for: mTOR activity is essential for retinal pigment epithelium regeneration in zebrafish
**Source:** PLoS Genet. 2022 Mar 10;18(3):e1009628. doi: 10.1371/journal.pgen.1009628
**Supplement:** S10 Table

**S10 Table. Primers used in this study**

| Gene                       | Forward Primer                  | Reverse Primer                 |
|----------------------------|---------------------------------|--------------------------------|
| <i>mtor</i> (genotyping)   | 5'-GATAACGTAGAATGCAGTGGGACAG-3' | 5'-CGGGCCCAAACGTATTATGCATAC-3' |
| <i>scpp8</i> (qRT-PCR)     | 5'-CGTCTGTCATTTCAAAACCATTGC-3'  | 5'-AGAGCTCTCATCTGACTCGG-3'     |
| <i>lepb</i> (qRT-PCR)      | 5'-GGCTCCCGAAGACAGGATAC-3'      | 5'-AGACATCTGGAAGTGCTCATCT-3'   |
| <i>cxcl18a.1</i> (qRT-PCR) | 5'-GCAACAAGGTTCAAATCAAACCTCC-3' | 5'-AGACCTTCTTCCTCTGTGGGT-3'    |
| <i>ccn1ll</i> (qRT-PCR)    | 5'-AGAGGCTTATGCAGAGCGGA-3'      | 5'-TCGCAGGAAGGCTGAAAGTC-3'     |

How the deposited data were processed for this re-analysis (not part of the article)

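RNA was sequenced from eGFP+ RPE cells sorted from *rpe65a*:nfsB-eGFP larvae with (MTZ+) and without (MTZ-) ablation, treated with DMSO or rapamycin, at 2dpi/7dpf and 4dpi/9dpf. The 24 libraries form 8 groups of 3, and each was mapped to its group and replicate number by the deposited sample labels. Same-numbered libraries of a time point share a collection day by those labels, which is where the pairing of replicates comes from. No sample column was left unmapped (0 columns).

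The authors aligned trimmed paired reads to GRCz11 in CLC Genomics Workbench, whose version the paper does not state, and deposited for each library the total count of reads on each of 25281 genes without normalization. The deposited RPKM values divide those counts by gene model length and library size, and the deposited TPM values do so with each library scaled to the same sum. The deposited columns named CPM were handled as a signal, because they do not add up to the sum a CPM column has and are counts divided by a size factor of the authors for each library. Beside these, the authors deposited comparisons between groups, made in the same program, with a log2 fold change, a signed fold change and a larger group mean (handled as scores), and p-values, FDR p-values and Bonferroni values. The larger group mean of the deposited comparisons equals the larger mean RPKM. The paper states filters of an absolute log2 fold change above 1, an FDR p-value under 0.05 and a maximum group mean of at least 1, without naming the unit in its methods. TPM was used for it here, with CPM as an alternative. How multi-mapped reads and strand were handled is not stated, so values of genes that overlap or belong to families of near-identical members are uncertain. Among the genes named, *apoeb*, *arhgef1b*, *asic2*, *cxcl18a.1*, *iqgap2*, *kcnj10a*, *lonrf1l*, *opn1sw2*, *pmela*, *slc6a1a* and *tcn2* overlap another gene.

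From the counts, TMM factors and CPM were computed with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Genes passing filterByExpr with a minimum count of 10 were fitted with glmQLFit (robust) on the 12 libraries of a time point, 4 groups without a block, and tested with glmQLFTest. Rapamycin against DMSO was compared in MTZ+ and in MTZ- larvae, MTZ+ DMSO against MTZ- DMSO, and the difference between both rapamycin effects as an interaction. The difference in the rapamycin effect of MTZ+ larvae between time points was tested over all 24 libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene is called a DEG at an absolute log2 fold change above 1, an adjusted p under 0.05 and a larger group mean TPM of at least 1. For the 15 Immune System genes of Fig 5D, p-values were also adjusted over the list alone. With 3 libraries against 3, an exact test of a single value cannot give a two-sided p under 0.1, so single genes were tested only in the models across all genes.

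Total counts per library ran from 20607731 to 37189527 with a median of 32437827.5. A floor of 3 counts was used, equal to 0.0807 to 0.146 CPM. Where all libraries of a group were at or under it, a fold is given as a lower bound against the floor. The PCR-amplified reads carry no molecular identifiers, so errors from counts cover counting error only. The biological coefficient of variation was 0.635 at 2dpi and 0.619 at 4dpi, and no difference was called absent where the counts could not show it.

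Genes named in the text were drawn from those under a rule set beforehand. These are the genes the paper names for these libraries in its text, figures, legends and S5, S7 and S8 Tables, the first 5 genes of S1, S2, S3, S4 and S6 Tables, for each comparison the 5 DEGs in each direction with the smallest adjusted p among those that changed alike in all 3 same-numbered pairs, and marker genes. Markers of RPE and photoreceptors are those of the S7 Fig legend, and those of other cell types were listed for this work. The marker gene lists are short, and their medians are descriptive. Some names printed in the supplementary tables did not match a gene of the count tables and were left out. Single-gene results of some genes under this rule are not reported here. Pathway enrichment was not recomputed, since Reactome annotation was not used here, and images, qRT-PCR and cell counts were not analysed here. Coordinates are those given in the deposited tables for GRCz11.

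The tests were tested on simulated data, with counts drawn for the tested genes of the 2dpi libraries and a set of genes changed by known factors. Among 16901 genes, edgeR's quasi-likelihood test called 113 of 195 changed genes and 3 unchanged ones, its likelihood ratio test 128 and 23, and DESeq2 1.42.0 135 and 51. None called a gene in the wrong direction. Of genes changed by 2 on the log2 scale, the quasi-likelihood test called 32 of 73. It called 42 of 68 changed by 3 and 39 of 54 changed by 4. The simulated libraries were independent, with spreads from edgeR's own fit and without an ablation effect. Alternatives tried were DESeq2, the likelihood ratio test, median-of-ratios (RLE) size factors, no filter on low counts, CPM for the larger group mean, no fold change filter, the replicate number as a block, each library left out in turn, only the 6 libraries compared, exchanged labels of the MTZ+ libraries of replicate 2 at 4dpi and, for markers, TPM and means. The authors' size factors, RPKM for the larger group mean and an average of the rapamycin effect over both time points were added after seeing the data.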

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

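None of the tests in this part was chosen after its result was seen. Each result is weighed against 5 explanations that would not need a biological cause. Grouping by chance was tested by splits of the same libraries that also part all same-numbered pairs. Library size was tested by thinning all libraries to 20607731 counts, a few dominant genes by leaving out the 50 most abundant, gene length by a Spearman correlation with the log2 fold change across genes, where 0.3 was the limit set, and RNA of other retinal cells by the correlation of the genes with marker genes of retinal neurons and Müller glia, between libraries of a group, in groups that do not enter the comparison. These retinal markers are those of bipolar, ganglion, amacrine and horizontal cells and Müller glia, without photoreceptors. Reads shared between paralogs and base composition were not tested. Where DEGs are said to change or differ alike in same-numbered libraries, their share is partly built in, since they were called on those libraries.

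Rapamycin had a different effect with and without ablation at 2dpi in 4 genes, 3 with a higher and 1 with a lower log2 fold change in MTZ+ larvae (1340 genes at an unadjusted p under 0.05). The paper does not report this test. The lower one was *rhbg*, at -3.68 (standard error 0.514, adjusted p = 0.0382, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the higher ones were *CABZ01090041.1*, *si:ch1073-396h14.1* and *krt97*, the last at 6.11 (standard error 0.612, adjusted p = 0.00415, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 differed alike in the 3 same-numbered sets, as did 30.8% of all tested genes. As many genes or more came from 2 of 32 splits, the real one included. The other split, with 158 genes, exchanges DMSO and rapamycin in all 3 pairs of 1 arm, so it holds the sum of both effects and not their difference. The remaining 30 splits gave at most 3 genes. Of the 4 genes, 100% were called again after thinning and 100% without the most abundant genes, and the correlation with gene length was -0.0858. *rhbg* followed retinal markers with r = 0.372, which as a single gene leaves the explanation open. With the replicate block 3 genes were called. Since the split with more genes holds real effects, the count of splits does not settle whether the result is a grouping by chance. *krt97* is itself among the epidermal markers, of which 7 of 7 had a higher log2 fold change in MTZ+ larvae in this interaction (median 2.84). RNA of epidermal cells thus remains open for its rise in MTZ+ larvae. In MTZ- DMSO at 2dpi and 4dpi and MTZ- rapamycin at 4dpi, *krt97* had 122, 881 and 359 CPM. The epidermal medians there were 1.13, 6.67 and 0.0723 CPM, which argues against epidermal RNA as its only source in those groups. In MTZ- rapamycin at 2dpi the median was 19.6 CPM, and *krt91* was the highest marker.

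At 4dpi the same interaction gave 581 genes, 100 higher and 481 lower (3361 genes at an unadjusted p under 0.05), of which 575 differed alike in the 3 same-numbered sets, against 42.6% of all tested genes. With the replicate block it gave 489, 429 of them shared. *atp1a1b* was at -4.47 and *map2* at -7.85, while *dusp6* was at 2.61 and *ddx21* at 2.02. As many genes or more came from 2 of 32 splits, the real one included, and the other one, with 669, again exchanges both treatments in 1 arm and holds the sum of the effects. The remaining 30 splits gave at most 22 genes. Over all 32 splits the count does not exclude a grouping by chance, but the only split with more genes holds real effects and none of the remaining 30 came near the real one. Thinning kept 95.7% of the genes and leaving out abundant genes 99.7%, and the correlation with gene length was -0.0792. The lower genes followed retinal neuron and Müller glia markers closely, with a median r of 0.636 over the 12 libraries of the other time point, above all of 10000 random lists of equal size and expression. A candidate explanation is that the sorted pools carried different amounts of RNA from other retinal cells, so that the lower genes cannot be told apart from a difference in purity. An effect of rapamycin on these genes in regenerating RPE itself remains possible.

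The effect of rapamycin in MTZ+ RPE differed between 2dpi and 4dpi in 1 gene, *arhgef1b*, which was lower with rapamycin at 4dpi in all 3 pairs. Its difference was -1.54 (standard error 0.234, adjusted p = 0.0184, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1790 genes had an unadjusted p under 0.05. It differed alike in all 3 same-numbered sets, as did 31.5% of tested genes. Of 32 splits, 8 gave 1 gene or more, the real one included. The 7 others exchange DMSO and rapamycin in some or all pairs of 1 time point and so hold part of the rapamycin effect shared by both, up to 1284 genes where all 3 pairs are exchanged. The count of splits therefore does not settle whether a single gene is a grouping by chance. The gene was called again after thinning (100%) and without abundant genes (100%), the correlation with gene length was -0.0377 and its own correlation with retinal markers -0.318, which as a single gene leaves that explanation open. It overlaps the gene *BX571738.1*, and reads shared between them were not tested.

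In MTZ- larvae, for which the paper shows expression values but gives no DEGs of rapamycin, 15 genes were DEGs at 2dpi, all upregulated, with 1323 genes at an unadjusted p under 0.05. The first was *ciarta*, with 1.65 (standard error 0.188, adjusted p = 0.00870, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by *lonrf1l*, which overlaps other genes, at 2.64 and *pdk2a* at 3.17. All 15 rose in the 3 same-numbered pairs, where 33.4% of all tested genes changed alike. Same-numbered libraries deviated together only on average (mean r = 0.113, from -0.129 to 0.376). With the replicate block 39 genes were called, 29 higher and 10 lower. DESeq2 called 223, 126 higher and 97 lower, so the single direction depends on the test. The authors' deposited table holds 256 genes past the filters, 120 higher and 136 lower, with all 15 DEGs among them. The real split was the only 1 of 4 with as many, the others of the 4 gave at most 1 DEG, and 4 splits cannot give a share under 0.25. Thinning kept 100% and leaving out abundant genes 64.3% (9 of 14), the correlation with gene length was 0.00304, and the median r with retinal markers was -0.0018. With so few splits, this test cannot tell the result apart from a grouping by chance.

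At 4dpi in MTZ- larvae, 367 genes were DEGs, 322 upregulated and 45 downregulated, with 3066 genes at an unadjusted p under 0.05. Of the 367 DEGs, 366 changed alike in the 3 pairs, against 43.9% of tested genes. The authors' deposited table holds 973 genes past the filters, 732 higher and 241 lower, with 318 of the 367 among them. *abcf2a* was at 2.94 (standard error 0.211, adjusted p = 0.000229, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *angptl4* at 4.53 and *dusp6* at -1.94. The real split was again the only 1 of 4 with as many, and the other splits gave 0 DEGs. With 4 splits the share cannot be under 0.25, so the share by itself cannot tell the result apart from a grouping by chance. Thinning kept 91.8% and leaving out abundant genes 100%, and the correlation with gene length was -0.00202. The upregulated genes followed retinal markers with a median r of 0.337, above all of 10000 random lists, with r over 0.5 for 127 of 320 genes. RNA from retinal cells may thus contribute, and a response of the intact RPE cannot be told apart from it.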

How the results depend on the processing

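The fit averaged over both time points, the authors' size factors and RPKM for the larger group mean were chosen only after the results were seen, and all other alternatives before the data were examined. Where a change under an alternative is given without a reason, the cause was not tested.

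The numbers of DEGs after ablation, 3716 at 2dpi and 4113 at 4dpi, stayed within 1.5 times of these under every alternative run for them, and from 2953 to 3372 and from 2926 to 4023 with single libraries left out. With the replicate number as a block they were 3815 and 4040. Numbers of rapamycin DEGs moved more. DESeq2 and edgeR's likelihood ratio test in place of the quasi-likelihood test gave 544 (324 upregulated, 220 downregulated) and 429 (276 and 153) in MTZ+ RPE at 2dpi, and 1170 (280 and 890) and 1009 (279 and 730) at 4dpi. The 544 hold 90 of the 93 DEGs, the 429 all 93, the 1170 hold 453 of the 463 and the 1009 all 463. In MTZ- RPE they gave 223 and 154 at 2dpi and 1066 and 937 at 4dpi. For the interaction of rapamycin with ablation they gave 153 and 87 at 2dpi and 1582 and 1428 at 4dpi, and for that of rapamycin with time 108 and 64. In the simulated data both tests called more unchanged genes, 51 and 23 against 3. Those data had no ablation effect, no shared deviation of same-numbered libraries and spreads from edgeR's own fit. They therefore cannot show whether the added calls in the real libraries are false.

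With RLE size factors, 60 genes (39 and 21) were DEGs in MTZ+ RPE at 2dpi, all among the 93. Of the shifts that RLE or the authors' size factors made in the median log2 fold change of a comparison, the largest was -0.0424. RPKM for the larger group mean left all counts of DEGs within 1.5 times. The authors' size factors moved the share of upregulated DEGs of the 2dpi interaction from 75.0% of 4 to 100% of 3, and RLE moved no share by over 10 percentage points. With the replicate block, 214 genes (144 and 70) were DEGs in MTZ+ RPE at 2dpi, 90 of them among the 93, and 39 in MTZ- RPE at 2dpi, and time with rapamycin gave 2, *arhgef1b* and *lgals3b*. With CPM for the larger group mean it also gave 2, *arhgef1b* and *fmnl1a*. Both other names were chosen after their values were seen. In MTZ+ RPE at 4dpi the block gave 454, with 377 of the 463. Same-numbered libraries of the MTZ- groups at 4dpi and of the ablation comparison at 4dpi did not deviate together (mean r 0.0525 and 0.0304), and the block gave 352 and 4040 DEGs there. With only the 6 compared libraries, MTZ+ RPE gave 0 DEGs at 2dpi, with 1597 genes at an unadjusted p under 0.05, and 231 (41 and 190) at 4dpi, 176 of them among the 463. MTZ- RPE at 2dpi gave 31.

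With the labels of the MTZ+ replicate 2 libraries exchanged at 4dpi, 0 DEGs were left with rapamycin in MTZ+ RPE (422 genes at an unadjusted p under 0.05), 11 of the interaction with ablation and 0 of that with time (1039 at an unadjusted p under 0.05). The average over both time points had 626 DEGs, and gave 941 with DESeq2, 1330 without the fold change filter and 0 with these labels exchanged (1938 at an unadjusted p under 0.05).

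Across fits that each left out 1 library, DEGs with rapamycin ran from 2 to 67 in MTZ+ and from 0 to 7 in MTZ- RPE at 2dpi, and from 176 to 700 and from 156 to 433 at 4dpi. The 0 in MTZ- RPE goes with 1217 genes at an unadjusted p under 0.05. The interaction with ablation gave from 2 to 4 DEGs at 2dpi and from 226 to 609 at 4dpi. The interaction with time gave from 0 to 25, and the 4 fits with 0 had from 1441 to 1784 genes at an unadjusted p under 0.05. Each of these fits leaves a group of 2 libraries, and the loss of a library was not separated from the influence of a single one.

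Of the 15 immune genes, 3 were DEGs with lower expression with rapamycin at 2dpi, 11 under DESeq2, 9 under the likelihood ratio test, 6 with the replicate block and 0 with only the compared libraries, where 15 had an unadjusted p under 0.05. Leaving out single libraries gave from 0 to 1, with at least 12 at an unadjusted p under 0.05 where 0 were DEGs. At 4dpi the 3 became 5 under the likelihood ratio test, which added *itgb5* and *serpinb1*, and 6 under DESeq2, which also added *panx1b*, and they ran from 1 to 3 with single libraries left out, and 0 with exchanged labels, where 0 had an unadjusted p under 0.05. After ablation at 2dpi, 8 to 10 of the 11 were DEGs with single libraries left out.

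Among 215 results for 154 single genes, with those of *csf1ra* and *csf1rb* after ablation counted apart, 189 kept their direction under all alternatives run and 26 reversed under at least 1. In 2977 refits, 222 lost and 126 gained significance, 2594 did not change side and 35 reversed. With the replicate block, the log2 fold change after ablation at 2dpi was -0.31 for *csf1ra* and 0.36 for *tubb5*, and that of *il34* with rapamycin at 4dpi -0.42. With exchanged labels at 4dpi, log2 fold changes that had been negative became *abcc8b* 0.089, *adcy7* 0.41, *apoeb* 0.075, *atp1b3a* 0.061, *atp1b3b* 0.048, *clu* 0.27, *cxcl18a.1* 0.57, *gabrr1* 0.039, *glrba* 0.66, *gnao1a* 0.012, *grin1b* 0.024, *mmp9* 0.095, *nsfa* 0.088, *pygl* 0.024, *serpinb1* 0.045, *slc2a3a* 0.19 and *tubb5* 0.039, and positive ones became *acta1a* -1.32, *il34* -0.51, *iqgap2* -0.35 and *mpx* -0.42. With single libraries left out, log2 fold changes after ablation at 2dpi ran for *csf1ra* from -0.37 to 0.61, *csf1rb* from -6.08 to 2.77, *panx1b* from -0.29 to 0.80, *timp2b* from -0.39 to 0.50 and *tubb5* from -0.64 to 0.99. With rapamycin they ran for *atp1a3a* from -1.13 to 0.45 at 2dpi and, at 4dpi, for *clu* from -0.55 to 0.13, *il34* from -0.58 to 0.62, *iqgap2* from -0.36 to 0.50 and *krt8* from -0.64 to 0.21. The span of *csf1rb* rests on mean counts of 9 and 3.33 per library, and its lowest value on a group left at 0 counts, so depth limits that result.

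The margin of the median RPE marker over the highest cell type other than photoreceptors, on the log2 scale, moved by more than the spread between libraries in some groups. With the mean of log2(CPM + 1) it was 6.17 in MTZ- DMSO, 5.84 in MTZ- rapamycin, 2.62 in MTZ+ DMSO and 4.28 in MTZ+ rapamycin at 2dpi, and 1.98 and 4.95 in MTZ+ DMSO and MTZ+ rapamycin at 4dpi. With TPM it was 6.87 in MTZ- DMSO at 2dpi. It was above 0 in every group under both. Over photoreceptors the margin of the median RPE marker, taken in each library and averaged over a group, lay between 3.54 and 6.74 with CPM. This averaged margin did not move past that spread under either alternative. Medians of group mean CPM lay closer in some groups, as 1366 against 281 CPM in MTZ- rapamycin at 4dpi.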

Differences from the paper's values

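The paper's 252 filtered DEGs of MTZ+ RPE at 2dpi stand against 93 from the counts, its 108 upregulated genes against 62 and its 144 downregulated genes against 31. Of the alternatives set before the data were examined, the replicate number as a block (214 in all) came within 1.5 times of the total, the block (144) and no filter on low counts (79) within 1.5 times of the upregulated number, and edgeR's likelihood ratio test (153) within 1.5 times of the downregulated number. DESeq2 with 544, the likelihood ratio test with 429, no filter on low counts with 114, RLE size factors, CPM for the larger group mean, no fold change filter, single libraries left out and only the compared libraries did not do so for the total. The alternatives not named for the upregulated or the downregulated number did not do so there either.

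At 4dpi, the paper's 948 DEGs stand against 463 and its 753 downregulated genes against 311. DESeq2 (1170 in all, 890 downregulated) and the likelihood ratio test (1009 and 730) came within 1.5 times of both, and leaving out the MTZ+ rapamycin library of replicate 1 (700) of the total. The other alternatives set before the data were examined did not. The paper's 15 downregulated Immune System genes at 2dpi stand against 3 DEGs, *nfasca*, *serpinb1* and *timp2b*. DESeq2 called 11, and no other alternative set before the data were examined came within 1.5 times. DESeq2 added *clu*, *cxcl18a.1*, *itgb5*, *mpx*, *panx1b*, *qsox1*, *iqgap2* and *pygl*, of which the likelihood ratio test also called the first 6. The replicate block added *clu*, *itgb5* and *mmp9*, and no filter on low counts added *panx1b*, as did the authors' size factors, chosen after seeing the values. *il34*, *krt8* and *tubb5* were DEGs under none of the settings run.

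The paper's average CPM values in S8 Table differ from those computed here. For *csf1ra* at 2dpi the paper's values are 17.0 in MTZ- and 17.6 in MTZ+ RPE, against 0.537 and 0.607 CPM. For *csf1rb* at 2dpi they are 3.33 and 9.0, against 0.267 and 0.136 CPM. At 4dpi the paper's value for *csf1ra* in MTZ- RPE is 82.3, against 0.0117 CPM. For *csf1rb* at 4dpi the paper's values are 8.3 in MTZ- and 27 in MTZ+ RPE, against 0.969 and 0.380 CPM. None of the alternatives set before the data were examined applies to these averages, and none was run for them.

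The paper lists *scpp8*, *cxcl18a.1*, *lepb* and *ccn1l1* among genes downregulated by rapamycin at 2dpi. All were lower here, at log2 fold changes of -6.09, -3.61, -3.60 and -3.61, and none was a DEG. *scpp8* was a DEG under DESeq2, the likelihood ratio test and the replicate block, *cxcl18a.1* under DESeq2 and the likelihood ratio test, and *lepb* and *ccn1l1* under no setting run. The paper describes immune pathways as not enriched among genes downregulated at 4dpi. Enrichment was not computed here, and *nfasca*, *pygl* and *qsox1* were DEGs with lower expression at 4dpi. The paper's S6 Table lists *mpz* as upregulated after ablation at 2dpi, and here it was not a DEG, but was one under DESeq2, the likelihood ratio test and the replicate block. The paper describes retinal markers other than photoreceptor genes as low, while *glula* reached 10500.0 CPM in MTZ- DMSO at 4dpi, with *glula* chosen here as a Müller glia marker. In that group the median of the Müller glia markers was the lowest of the 8 groups, at 17.9 CPM, so *glula* did not follow the other markers of its list there.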

Other observations

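The fit averaged over both time points with its 4 tests, the form of the deposited ablation values and the origin of the S8 Table averages were tested only after the result was seen.

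The comparisons the paper draws on were put to the tests of grouping, library size, dominant genes and gene length. The real split was the only 1 of 4 splits with as many DEGs for rapamycin in MTZ+ RPE at 2dpi and at 4dpi, for ablation at 2dpi and at 4dpi, and for each of the 3 counts of immune genes (1 of 4 each). In the 4 comparisons the other splits gave at most 1 DEG, against 93, 463, 3716 and 4113 for the real ones in that order. With 4 splits the share cannot be under 0.25 whatever the data, so the share by itself cannot tell these results apart from a grouping by chance. After thinning to the smallest library, 98.9% (rapamycin 2dpi), 96.5% (rapamycin 4dpi), 97.8% (ablation 2dpi) and 97.5% (ablation 4dpi) of DEGs were called again. Without the 50 most abundant genes, 62.6%, 98.2%, 97.4% and 99.6% were called again, in the same order. Correlations with gene length were -0.0895, -0.122, -0.0598 and -0.032. Of these comparisons, rapamycin at 2dpi depended most on the most abundant genes, as 57 of 91 DEGs were called again.

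Averaged over both time points, the effect of rapamycin in MTZ+ RPE gave 626 DEGs, 199 higher and 427 lower, against 1 gene whose effect differed between the time points. Of the 626, 621 changed alike in the 3 same-numbered sets, against 42.0% of tested genes. The real split was the only 1 of 32 with as many, and the next had 192. Thinning kept 95.7% and leaving out abundant genes 96.4%, and the correlation with gene length was -0.117. Under the exchanged labels of replicate 2 at 4dpi it was 0. All 15 immune genes were lower in this fit, and 7 were DEGs (*nfasca*, *pygl*, *qsox1*, *itgb5*, *serpinb1*, *timp2b* and *panx1b*), 11 when adjusted over the list alone. The paper chose these genes as lower in the 2dpi libraries that enter this fit, so these counts do not bear on the later stage. At 4dpi alone 12 of the 15 were lower and 3 were DEGs. Across 16831 genes tested at both time points, the log2 fold changes at 2dpi and 4dpi had r = 0.235. A hypothesis from these values is that part of the rapamycin response is shared between 2dpi and 4dpi. The test between time points has larger standard errors (median 0.838 against 0.421), so its single gene does not show that the effects were equal. Of 29 tested retinal neuron and Müller glia markers, 24 were lower in this fit and 8 were DEGs, with a median log2 fold change of -1.42, so RNA of retinal cells remains open as an explanation.

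The 311 genes downregulated with rapamycin in MTZ+ RPE at 4dpi followed markers of retinal neurons and Müller glia within the groups outside the comparison, with a median r of 0.342 over 303 genes that are not markers themselves, above all of 10000 random lists, and r was over 0.5 for 107 of them. The genes downregulated at 2dpi had a median r of 0.171 over 30 genes, under the limit of 0.3, though at the 98.56th percentile of random lists. Of 29 such markers tested at 2dpi, 17 were lower and 12 higher with rapamycin in MTZ+ RPE. All 8 Müller glia markers were lower there (median log2 fold change -1.87, 1 DEG), and 6 of the 8 were higher after ablation, 4 as DEGs. RNA of Müller glia thus remains open at 2dpi as well. The 15 immune genes were not tested against Müller glia markers. The mean retinal marker score, the mean of log2 values, was 4.20 ± 0.323 (SD, n = 3) in MTZ+ DMSO, 2.63 ± 0.486 in MTZ+ rapamycin, 2.50 ± 0.208 in MTZ- DMSO and 3.66 ± 0.424 in MTZ- rapamycin at 4dpi. Rapamycin thus went with fewer retinal transcripts after ablation and more without it. Of 63 tested pathway genes in S7 Table, all chosen by the authors as lower with rapamycin in MTZ+ RPE, 57 were higher after ablation and 53 higher with rapamycin in MTZ- RPE, against 58.0% and 50.9% of all tested genes. The MTZ+ DMSO libraries enter both the choice of these genes and the ablation comparison, so the first count is partly built in and the share of all genes is no fair measure for it. Retinal RNA carried along with sorted RPE cells, more of it in MTZ+ DMSO libraries, is a candidate explanation for part of the neuronal and transport genes among them, and expression by RPE cells cannot be told apart from it here. Upregulated genes at 2dpi include the keratin gene *krt97*. As a set they did not follow epidermal markers outside the comparison (median r = 0.0539), but 7 of 7 epidermal markers were themselves higher with rapamycin in MTZ+ RPE at 2dpi, with a median log2 fold change of 6.46, so RNA of epidermal cells remains open. Their median r with erythrocyte markers was -0.0731, but these markers had too few counts to be tested at 2dpi, so this value leaves RNA of erythrocytes open too. The 15 immune genes had a median r of 0.17 with leukocyte markers, at the 86.67th percentile of random lists, but the markers and some of these genes have few counts in several of the 6 groups used for that test. Of 10 leukocyte markers tested at 2dpi, 8 were higher after ablation and 6 lower with rapamycin in MTZ+ RPE, with a median log2 fold change of -0.88 for rapamycin, so RNA of leukocytes remains open.

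In all 6 collections the library whose raw name carries the letter C had the lowest total count, from 20607731 to 23743339, against 29608508 to 37189527 for the others. The letter stands for MTZ+ DMSO in 5 collections and for MTZ+ rapamycin in replicate 2 at 4dpi. If these 2 libraries were mislabelled, their log2 ratio would run against the other pairs. Across genes it had a correlation of 0.548 with the mean of pairs 1 and 3, against 0.536 and 0.519 for these pairs, so exchanged labels did not hold up. Why depth follows the letter and not the treatment in that collection was not tested.

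The deposited log2 fold changes of the ablation comparisons do not go below -0.9994 at 2dpi, where the counts gave values down to -11.63. The authors' deposited table is matched if its value is the log2 of the mean of both groups over MTZ- DMSO, which takes x to log2((1 + 2^x)/2). The median absolute difference from that form was 0.00819 over 14361 genes, against 0.411 from x itself, and 0.0506 against 0.456 at 4dpi. This is consistent with a comparison against the mean of both groups, and under it a downregulated gene cannot pass the fold filter. In the authors' deposited table 197 genes pass the filters after ablation at 2dpi and 398 at 4dpi, all upregulated, against 1736 and 1601 downregulated DEGs from the counts.

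The 8 averages printed in S8 Table equal the mean deposited counts of the other group, for 8 of 8 within 0.1. This is consistent with mean counts under exchanged group headings, as 8 of 8 match and none equals the mean count of its own group. For *csf1ra* at 4dpi the mean count was 82.3 in MTZ+ DMSO and 0.333 in MTZ- DMSO.

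The 13 protein-coding mitochondrial genes took 7.65 ± 1.39% (SD, n = 3) of counts in MTZ+ DMSO and 5.60 ± 2.54% in MTZ+ rapamycin at 2dpi, and 9.97 ± 2.03% and 4.36 ± 0.563% at 4dpi. In MTZ- groups the means lay between 3.41 and 3.75%. The share was lower with rapamycin in 6 of 6 same-numbered pairs of MTZ+ libraries, with a mean difference of -3.84 points (exact two-sided sign-flip test, p = 0.0312, the smallest it can give), and in 5 of 6 pairs of MTZ- libraries (exact sign-flip test, p = 0.281). The difference between these effects was not tested, and neither was any explanation.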
